# ZEB1 promotes chemoimmunotherapy resistance in pancreatic cancer models by downregulating chromatin acetylation of *CXCL16*

**DOI:** 10.1172/JCI195970

**Published:** 2025-09-09

**Authors:** Shaobo Zhang, Yumeng Hu, Zhijun Zhou, Gaoyuan Lv, Chenze Zhang, Yuanyuan Guo, Fangxia Wang, Yuxin Ye, Haoran Qi, Hui Zhang, Wenming Wu, Min Li, Mingyang Liu

**Keywords:** Cell biology, Oncology, Cancer immunotherapy, Epigenetics, Neutrophils

## Abstract

Pancreatic cancer (PC) is notoriously resistant to both chemotherapy and immunotherapy, presenting a major therapeutic challenge. Epigenetic modifications play a critical role in PC progression, yet their contribution to chemoimmunotherapy resistance remains poorly understood. Here, we identified the transcription factor ZEB1 as a critical driver of chemoimmunotherapy resistance in PC. *ZEB1* knockdown synergized with gemcitabine and anti–PD-1 therapy, markedly suppressed PC growth, and prolonged survival in vivo. Single-cell and spatial transcriptomics revealed that ZEB1 ablation promoted tumor pyroptosis by recruiting and activating GZMA^+^CD8^+^ T cells in the tumor core through epigenetic upregulation of *CXCL16*. Meanwhile, ZEB1 blockade attenuates CD44^+^ neutrophil–induced CD8^+^ T cell exhaustion by reducing tumor-derived SPP1 secretion, which otherwise promotes exhaustion through activation of the PD-L1/PD-1 pathway. Clinically, high ZEB1 expression correlated with chemoresistance, immunosuppression, and diminished CXCL16 levels in patients with PC. Importantly, the epigenetic inhibitor mocetinostat (targeting ZEB1) potentiated the efficacy of chemoimmunotherapy, including anti–PD-1 and CAR T therapies, in patient-derived organoids, xenografts, and orthotopic models. Our study unveils ZEB1 as a master epigenetic regulator of chemoimmunotherapy resistance and proposes its targeting as a transformative strategy for PC treatment.

## Abstract 2

Blocking ZEB1 reverses chemoimmunotherapy resistance in pancreatic cancer by boosting CD8+ T cells, reducing neutrophils, and enhancing tumor-killing immune responses.

## Introduction

Pancreatic cancer (PC) is one of the most lethal cancers and was predicted to become the second leading cause of cancer-related death within this decade (1). Only a small proportion of patients with PC would benefit from targeted therapy and immunotherapy (2–4). Intratumor heterogeneity, driven by the unique genomic alterations and the immunosuppressive subpopulation of immune cells and stromal cells in the tumor microenvironment, leads to immune escape and treatment resistance in PC (5–7). Combination therapies may hold promise for improving treatment outcomes. Unfortunately, chemotherapy did not increase the effectiveness of immunotherapy in PC. Emerging evidence indicates that chemotherapy resistance has the potential to facilitate immune evasion via upregulation of immunosuppressive molecules such as CD47, PD-L1, and PGE_2_ through metabolic or oncogenic pathway reprogramming (8, 9). It fostered an immunosuppressive microenvironment in PC (10, 11). The tumor microenvironment is critical in driving the malignant phenotypes and treatment resistance (12–16). Dissecting the mechanisms through which the reprogrammed microenvironment grants PC cells the ability to escape the cytotoxic effect of chemotherapy and immunotherapy is key to fostering potential therapeutic strategies, especially combination therapy.

Cellular pyroptosis is a form of inflammatory cell death triggered by pore-forming amino-terminal fragments generated through cleavage of gasdermin family proteins. It is characterized by cell membrane perforation, activation of inflammasomes, and release of proinflammatory cytokines such as IL-1β and IL-18. In recent years, CD8^+^ T cells, as key effector cells of the cytotoxic immune response, have been shown to exert antitumor effects by inducing tumor cell pyroptosis, primarily through release of granzyme A (GZMA) and GZMB. Mechanistically, GZMA induces pyroptosis in target cells by cleaving gasdermin B (GSDMB) (17), while GZMB not only activates caspase-3 in target cells (18), but also directly cleaves GSDME at the same site as caspase-3, thereby triggering pyroptosis (19). Meanwhile, gemcitabine, a nucleoside analog, has been found to indirectly promote pyroptosis by modulating mitochondrial ROS and activating the caspase-3/GSDME pathway, in addition to its direct inhibitory effects on tumor cell proliferation (20). These findings provide a potential theoretical basis for combining immunotherapy with chemotherapy.

Epigenetic modification, such as DNA and histone modification, profoundly affects the tumor immune microenvironment (TIME) by dynamically modifying gene expression in the tumor microenvironment. Through inhibition of DNA methylation, suppression of immune-related genes can be reversed, leading to an increase in the number and function of tumor-infiltrating CD8^+^ T cells and thereby restoring immune function (21). Epigenetic modification induced cancer immune evasion by decreasing tumor immunogenicity, a critical factor associated with neoantigen quality and its presentation (22, 23). Histone acetylation modulates chromatin accessibility, which plays a pivotal role in cancer immune evasion (24–29).

Histone deacetylases (HDACs) are a group of enzymes that remove acetyl groups from histones. HDAC inhibition increases the sensitivity of chemotherapy and suppresses PC progression by blocking phenotypic transformation of fibroblasts in preclinical models (30, 31). HDAC1 is identified as a marker of poor immune checkpoint blockade (ICB) response in hepatocellular carcinoma (32); its inhibition enhances CD8^+^ T cell activity and improves immunotherapy efficacy in lung and colorectal cancers (33). However, its role in PC remains unclear. A phase II clinical trial showed that HDAC inhibitor had a synergistic effect when combined with anti–PD-1 immunotherapy and anti-VEGF antibody in patients with proficient mismatch-repair/microsatellite-stable (pMMR/MSS) colorectal cancer, who are deemed resistant to immunotherapy (34). However, whether combining immunotherapy, chemotherapy, and HDAC inhibitors would provide synergistic efficacy in PC remains to be determined. While zinc finger E-box binding homeobox 1 (ZEB1) is known to play critical roles in chemoresistance and cellular plasticity (35, 36), its contribution to chemoimmunotherapy resistance, particularly through regulation of HDAC-associated chromatin accessibility and immune microenvironment reprogramming, remains poorly understood.

In this study, we identified that knocking down *ZEB1* substantially inhibited PC progression and enhanced chemoimmunotherapy response in vivo through enhancing CD8^+^ T cell–induced pyroptosis and inhibiting crosstalk between CD8^+^ T cells and neutrophils in PC. Treatment with mocetinostat (an epigenetic reprogramming inhibitor of ZEB1) synergizes with gemcitabine and anti–PD-1, enhancing the efficacy of chemotherapy and immunotherapy in an allograft mouse model, patient-derived organoid models, and patient-derived xenograft mouse models.

## Results

### ZEB1 promotes chemoimmunotherapy resistance in PC.

Given that patients with PC are resistant to chemoimmunotherapy, we established 2 human PC stable cell lines (AsPC-1-R and MIA PaCa-2-R) that are resistant to gemcitabine and inactivate CD8^+^ T cells (Supplemental Figure 1, A–F; supplemental material available online with this article; https://doi.org/10.1172/JCI195970DS1). To investigate the underlying mechanism, we performed RNA sequencing in WT and chemoimmunotherapy-resistant PC cell lines. The upregulated transcription factors (TFs) in chemoimmunotherapy-resistant PC cells were merged with TFs that were upregulated in PC tissue and HDAC-interacting TFs (Supplemental Figure 1G). We identified 6 genes and finally focused on *ZEB1*, which has been reported to promote tumor progression and migration. We found that *ZEB1* was upregulated upon gemcitabine treatment as well as in gemcitabine-resistant stable cell lines (Supplemental Figure 1, H and I). Knockdown (KD) of *ZEB1* increased the sensitivity of PC to gemcitabine and activated CD8^+^ T cells (Supplemental Figure 1, J–M).

### Targeting ZEB1 activates TIME and sensitizes PC to chemoimmunotherapy.

Next, we assessed the impact of *ZEB1* KD on chemoimmunotherapy sensitivity in vivo using an allograft PC mouse model (Supplemental Figure 1N). To investigate whether knocking down *ZEB1* synergizes with chemoimmunotherapy through TIME, we orthotopically inoculated control (KPC-shV) and *ZEB1*-KD KPC (KPC-sh*ZEB1*) cells into immunocompetent and immunodeficient mice under treatment with gemcitabine. The results showed that ZEB1 inhibition induced more dramatic tumor regression in immunocompetent mice (Figure 1, A and B). Inhibition of ZEB1 notably enhanced the tumor-suppressive effect of gemcitabine and prolonged overall survival (OS) in immunocompetent mice (Figure 1, C–E, and Supplemental Figure 1, O and P). Further experiments confirmed that *ZEB1* KD in combination with gemcitabine and anti–PD-1 therapy resulted in superior tumor suppression (Figure 1, F and G). To further investigate the function of ZEB1 on TIME, we performed single-cell RNA-Seq (scRNA-Seq) using the tumor tissue collected from mice allografted with KPC-shV or KPC-sh*ZEB1* cells treated with gemcitabine shown in Figure 1, C, H, and I. Compared with control, *ZEB1* KD substantially increased the proportion of total T cells and CD8^+^ T cells (Figure 1J, Supplemental Figure 1Q, and Supplemental Figure 2, A and B). These findings were validated by IHC staining and flow cytometry analysis (Supplemental Figure 1, R and S). Ligand-receptor pair communication analysis revealed enhanced interaction between PC cells and T cells following *ZEB1* KD (Figure 1K). These findings indicated that blocking ZEB1 enhanced chemoimmunotherapy through activation of CD8^+^ T cells in vivo.

### GZMA^+^CD8^+^ T cells are enriched in ZEB1-KD tumors with gemcitabine treatment.

To identify the specific functional subtype of CD8^+^ T cells that was associated with ZEB1, we further clustered CD8^+^ T cells into LEF1–naive, LY6C2–naive, GZMA–effector, and DSCAM–effector T cells based on gene signatures (Figure 2A). Of these 4 subsets of CD8^+^ T cells, GZMA–effector T cells (GZMA^+^CD8^+^ T cells), which constituted the largest group of cytotoxic effector T cells (cytotoxic T lymphocytes [CTLs]), were increased by 3.8-fold after *ZEB1* KD (Figure 2, B–D). This subset was the only one that prominently expressed *Gzma* (Figure 2B and Supplemental Figure 2, C–E), whose role as a cytotoxic mediator in killing tumor cells has been widely reported (17, 37, 38). To further evaluate the role of GZMA^+^CD8^+^ T cells in PC, we performed spatial transcriptomics and multiplex IHC (mIHC) on the same tumor tissues as used for scRNA-Seq. 

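Spatial transcriptomics was analyzed here from 1 library labelled KPC-shZeb1 and 1 library labelled KPC-shV, whereas the paper gives 2 tumors per group for this assay. KPC is a mouse pancreatic cancer line, shV is its control vector, and the tumors were grown in the pancreas of mice. Visium CytAssist slides capture probes that were hybridized to the RNA of a tissue section, and each barcoded spot reads a small region that can hold several cells of different types. The authors aligned the reads to mm10 with Space Ranger, kept the spots lying over tissue and deposited the count of unique molecular identifiers (UMIs) per gene and spot, without normalization. The library labelled KPC-shZeb1 held 140493626 UMIs in 2220 spots, with a median of 59957.5 UMIs and 8327 genes per spot. The library labelled KPC-shV held 172059528 UMIs in 3552 spots, with a median of 52544.5 UMIs and 8726 genes per spot. Spots under 20000 UMIs numbered 70 and 729, respectively.
The level of a gene, or of a marker list summed over its genes, was its UMI count over all spots divided by the total UMI count of the library, in UMIs per 1000000 UMIs (CPM), and the libraries were compared by the log2 ratio of KPC-shZeb1 over KPC-shV. With 1 library per condition there were no replicates and no test, and the 95% intervals (exact Poisson for a level, exact conditional binomial for a log2 ratio, exact binomial for a share) cover counting error only. Normal pancreas was present in both libraries. Acinar-rich spots, in which pancreatic digestive enzyme genes took over 20% of the UMIs, made up 34.6% of the spots (interval 32.6% to 36.6%) and 39.4% of the UMIs of the library labelled KPC-shZeb1, and 8.00% of the spots (7.12% to 8.94%) and 4.13% of the UMIs of the library labelled KPC-shV. Because these UMIs enter the total, the median log2 ratio over the 15358 genes with at least 100 UMIs in both libraries was -0.48, and it was -0.01 with acinar-rich spots left out.
Zeb1, the targeted gene (ENSMUSG00000024238, chromosome 18 of GRCm38, 5591860 to 5775467), was read at 10.8 CPM (95% interval 10.3 to 11.3) in the library labelled KPC-shZeb1 and 12.4 CPM (11.9 to 13.0) in the library labelled KPC-shV, a log2 ratio of -0.20 (-0.30 to -0.11). Relative to the median gene the log2 ratio was 0.28, and it was 0.29 (0.19 to 0.39) with acinar-rich spots left out. The alternative that moved it most, leaving out only spots with over 40% acinar UMIs, gave 0.30. The Zeb1 level therefore went against the labels under several settings, and directions are given by the names of the labels. Stromal cells of the mouse can also express Zeb1, and a spot does not separate them from KPC cells.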

We determined that the percentage of GZMA^+^CD8^+^ T cells was remarkably increased, especially in the core region of tumor tissues, with *ZEB1* KD (Figure 2, E and F). 

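Cd8a (ENSMUSG00000053977, chromosome 6 of GRCm38, 71373427 to 71379173), which encodes a chain of the CD8 receptor, was read at 5.20 CPM (95% interval 4.83 to 5.59) in the library labelled KPC-shZeb1 and 1.64 CPM (1.45 to 1.84) in the library labelled KPC-shV, a log2 ratio of 1.66 (1.46 to 1.87). Leaving out the 5% of spots with the most Cd8a moved it furthest, to 2.85. Cd8a was detected in 22.5% of the spots labelled KPC-shZeb1 and 7.12% of those labelled KPC-shV. That setting therefore takes a larger part of the Cd8a spots from the library labelled KPC-shV, which by itself raises the ratio. Genes not expected in pancreas or tumor were read at 0.320 to 1.20 CPM, just under the lower of the Cd8a levels. Gzma (ENSMUSG00000023132, chromosome 13, 113093825 to 113100981) stood at 7.06 CPM (6.63 to 7.51) against 6.99 CPM (6.60 to 7.40). Its log2 ratio of 0.01 (-0.11 to 0.14) was not a detectable difference at this depth, and the ratio was 0.55 (0.42 to 0.67) with acinar-rich spots left out and above this interval under every alternative but the spot filter. Per UMI of Cd3d, Cd3e and Cd3g, which encode T cell receptor chains, there were 0.142 UMIs of Gzma in the library labelled KPC-shZeb1 and 0.526 in the library labelled KPC-shV. Cxcr6 (ENSMUSG00000048521, chromosome 9, 123806475 to 123811760) had a log2 ratio of 1.07 (0.85 to 1.29). The effector markers of the study, Gzma and Cxcr6 summed, reached 10.4 CPM (9.89 to 11.0) and 8.60 CPM (8.16 to 9.05), a log2 ratio of 0.28 (0.17 to 0.38) that stayed above 0 under all 9 alternatives, at up to 0.84.
After each spot was thinned at random to 5000 UMIs, which left out 4 and 185 shallower spots, Gzma and Cd8a were detected together in 1 of 2216 spots (0.0451%, 95% interval 0.00114% to 0.251%) of the library labelled KPC-shZeb1 and in 1 of 3367 spots (0.0297%, 0.000752% to 0.165%) of the library labelled KPC-shV. A difference was not detectable at this depth. Another random thinning to the same depth gave 5 and 2 spots (0.226% and 0.0594%), so the counts depend on the draw, and again no detectable difference. Without thinning, both genes were detected in 188 of 2220 spots (8.47%, 7.34% to 9.70%) and in 74 of 3552 spots (2.08%, 1.64% to 2.61%), respectively. At a depth of 20000 UMIs, chosen after seeing the data, the shares were 33 of 2150 spots (1.53%, 1.06% to 2.15%) and 8 of 2823 spots (0.283%, 0.122% to 0.558%). From the number of spots with each gene outside acinar-rich spots, chance alone gives 28.5 and 7.94 spots with both at that depth, and 147.2 and 42.8 without thinning. Without thinning, Gzma alone was detected in 30.9% of the spots that were not acinar-rich and 8.20% of the acinar-rich spots labelled KPC-shZeb1, at median depths of 58448.5 and 65705 UMIs. The corresponding shares in the library labelled KPC-shV were 17.3% and 5.28%, at 55248 and 23473.5 UMIs. The module score of Gzma and Cxcr6 averaged 0.0504 ± 0.271 (SD over spots) and -0.0151 ± 0.225, respectively. The positions of the spots were not used here, so the core was not compared with the periphery.

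**Figure D1:**
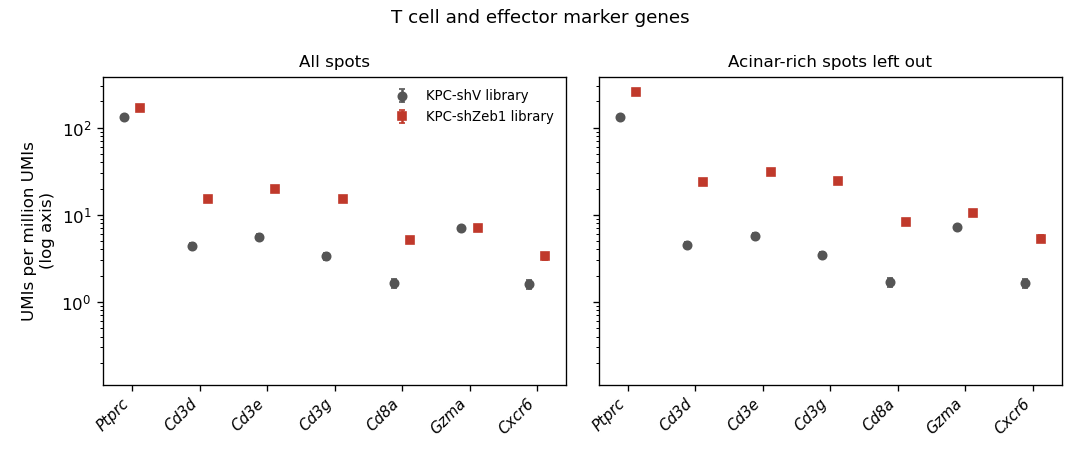
Levels of T cell and effector marker genes in CPM (log axis) over all spots (left) and with acinar-rich spots left out (right), for the libraries labelled KPC-shV (circles) and KPC-shZeb1 (squares), with 95% Poisson intervals that cover counting error only. Over all spots the points of Gzma, at 6.99 and 7.06 CPM, lie side by side, while the squares of Cd3d, Cd3e, Cd3g, Cd8a and Cxcr6 lie above the circles.

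From the CD8+ T cell score maps, the annotated spots and the multiplex staining (Figure 2, E and F), the paper states that the percentage of GZMA+CD8+ T cells increased with ZEB1 KD, most of all in the core.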

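GZMA is a secreted protease, and the genes shown as receptors for its signaling in Figure 2I and Supplemental Figure 2E are F2r, F2rl1 and Pard3. Summed, they were read at 80.2 CPM (95% interval 78.7 to 81.7) in the library labelled KPC-shZeb1 and 235.8 CPM (233.5 to 238.1) in the library labelled KPC-shV, a log2 ratio of -1.56 (-1.59 to -1.53) that stayed between -1.62 and -0.98 under the 9 alternatives. F2r (ENSMUSG00000048376, chromosome 13 of GRCm38, 95601803 to 95618487) had the lowest ratio, -2.22 (-2.27 to -2.17). The ratios of F2rl1 (chromosome 13, 95511732 to 95525227) and Pard3 (chromosome 8, 127063893 to 127612286) were -0.97 (-1.03 to -0.91) and -1.06 (-1.11 to -1.01). These are levels over all spots of a library, whichever cells the transcripts came from, and the interaction scores of the study were not recomputed.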

Subsequent intercellular communication analysis revealed that compared with the other 3 subtypes of CD8^+^ T cells, GZMA^+^CD8^+^ T cells had the strongest interaction with tumor cells upon ZEB1 inhibition (Figure 2, G–I). These findings demonstrated that GZMA^+^CD8^+^ T cells were the main mediators of the immune response triggered by ZEB1 inhibition in PC.

### ZEB1 inhibition enhances the anticancer response of CD8^+^ T cells and CAR T cell therapy.

PC is characterized by a suppressive immune microenvironment that severely limits the CTL response (39–41). In concordance with the scRNA-Seq analysis, the results of in vitro experiments illustrated that ZEB1 inhibition enhanced recruitment and activation of CD8^+^ T cells while reducing their apoptosis (Figure 3, A–D, and Supplemental Figure 3A). We evaluated whether the activated CD8^+^ T cells decreased cell viability and potentiated the gemcitabine sensitivity of PC cells, and found that CD8^+^ T cell treatment augmented gemcitabine sensitivity, which was enhanced by ZEB1 inhibition (Supplemental Figure 3, B–D). Moreover, expression of MHC-I was upregulated in ZEB1-KD PC cells (Supplemental Figure 3E). MHC-I signaling analyzed by scRNA-Seq data confirmed the strengthened interaction between CD8^+^ T cells and *ZEB1*-KD PC cells (Supplemental Figure 3F). Besides, the CAR T cell model was established to evaluate tumor lysis activity both in vitro and in vivo. Under different effector-to-target (E/T) ratios, we found that CAR T cells encountering *ZEB1*-KD AsPC-R cells had elevated lysis ability, which was also validated in the KPC-OVA/OT1-CD8^+^ T cell model (Figure 3, E and F). Furthermore, OT1-CD8^+^ T cells showed a dramatic antitumor effect in vivo when ZEB1 was knocked down in tumor tissue, highlighting the key function of ZEB1 in regulating the sensitivity of PC to CAR T cell therapy (Figure 3, G and H). Additionally, we wondered whether the recruited CD8^+^ T cells increased gemcitabine sensitivity by regulating expression of genes that are associated with gemcitabine sensitivity. Equilibrative nucleoside transporter 1 (ENT1) is a therapeutic response marker for gemcitabine. Our prior study revealed that ZEB1 induces PC gemcitabine resistance by inhibiting *ENT1* transcription (42), and thus we wondered whether CD8^+^ T cells could also modulate ENT1 expression. Treatment with conditioned medium (CM) of CD8^+^ T cells upregulated ENT1 expression and enhanced Cy5-gemcitabine accumulation in PC cells (Figure 3I and Supplemental Figure 3, G–I). Thus, in addition to their conventional cytotoxic effects, cytotoxic lymphocytes also upregulated ENT1 expression in PC cells, increasing their sensitivity to gemcitabine. Besides, a recent study showed that gemcitabine could foster pyroptosis by activating the caspase-1/GSDMD pathway in PC, and pyroptosis activation by VbP, an enzymatic activator of caspase-1, confers PC gemcitabine sensitivity (43). Meanwhile, cytotoxic lymphocytes can trigger pyroptosis in target cells (17). Accordingly, we wondered whether the recruitment of cytotoxic CD8^+^ T cells induced by *ZEB1* KD could boost gemcitabine-related pyroptosis. Gene set enrichment analysis (GSEA) of differentially expressed genes in PC cells after *ZEB1* KD revealed pyroptosis as a statistically significant pathway (Supplemental Figure 3J). We then performed a classical calcium release assay to evaluate tumor pyroptosis and found that the combination of gemcitabine and CM from CD8^+^ T cells increased calcium influx, enhancing the lethal lysis of PC cells (Figure 3J). Furthermore, KD of *ZEB1* acted synergistically with gemcitabine and CD8^+^ T cells to promote pyroptosis in PC cells (Figure 3, J and K, and Supplemental Figure 3, K and L). Collectively, these results indicate that targeting ZEB1 in PC cells synergized with gemcitabine by activating CD8^+^ T cells, thereby enhancing anticancer response and cytotoxicity.

### Blocking of ZEB1 activates CD8^+^ T cells partially by inhibiting the function of neutrophils.

Our scRNA-Seq atlas analysis of TIME in vivo revealed that inhibition of ZEB1 not only increased the CD8^+^ T cell population but also decreased the proportion of granulocytes (neutrophils) and their interaction with tumor cells (Figure 4A and Supplemental Figure 1). The spatial transcriptomics and mIHC analyses indicated that there were fewer neutrophils infiltrated within the tumor’s core region when *ZEB1* was knocked down, aligning with our scRNA-Seq findings (Figure 2F). Additionally, scRNA-Seq analysis and in vitro experiments demonstrated that *ZEB1* KD inhibited neutrophil activities, including migration and polarization, thereby promoting N1-polarized neutrophil differentiation (Figure 4, B–D). 

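The granulocyte markers of the study, S100a8, S100a9, Csf3r, Fcgr3 and G0s2, summed to 305.6 CPM (95% interval 302.7 to 308.5) in the library labelled KPC-shZeb1 and 583.4 CPM (579.8 to 587.1) in the library labelled KPC-shV, a log2 ratio of -0.93 (-0.95 to -0.92). The ratio stayed below 0 under all 9 alternatives, from -1.71 with every spot weighted equally to -0.35 with spots over 40% acinar UMIs left out. S100a9 (ENSMUSG00000056071, chromosome 3 of GRCm38, 90692632 to 90695721) and S100a8 (ENSMUSG00000056054, chromosome 3, 90668978 to 90670035) changed most, with log2 ratios of -2.52 (-2.57 to -2.47) and -1.74 (-1.80 to -1.69). The ratio of G0s2 was -1.33 (-1.44 to -1.21) and that of Csf3r was -0.93 (-0.99 to -0.87). With every spot weighted equally, G0s2 at -2.73 was lower than S100a8 at -2.60. Fcgr3, which macrophages also express, had the highest level of the 5 genes, at 225.2 and 285.9 CPM, and its log2 ratio of -0.34 (-0.36 to -0.32) turned to 0.23 with acinar-rich spots left out.
A spot was counted as holding granulocyte markers when S100a8, S100a9 and either Csf3r or G0s2 were detected after thinning to 5000 UMIs. This held for 23 spots (1.04%, 95% interval 0.659% to 1.55%) labelled KPC-shZeb1 and 372 spots (11.0%, 10.0% to 12.2%) labelled KPC-shV. Without thinning, the shares were 29.96% (28.1% to 31.9%) and 59.97% (58.3% to 61.6%). In the spots outside acinar-rich ones whose hypoxia genes were at or under their KPC-shV median, the log2 ratio of S100a8 and S100a9 together was -0.33 (-0.37 to -0.28), and over that median it was -2.23 (-2.32 to -2.15).

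**Figure D2:**
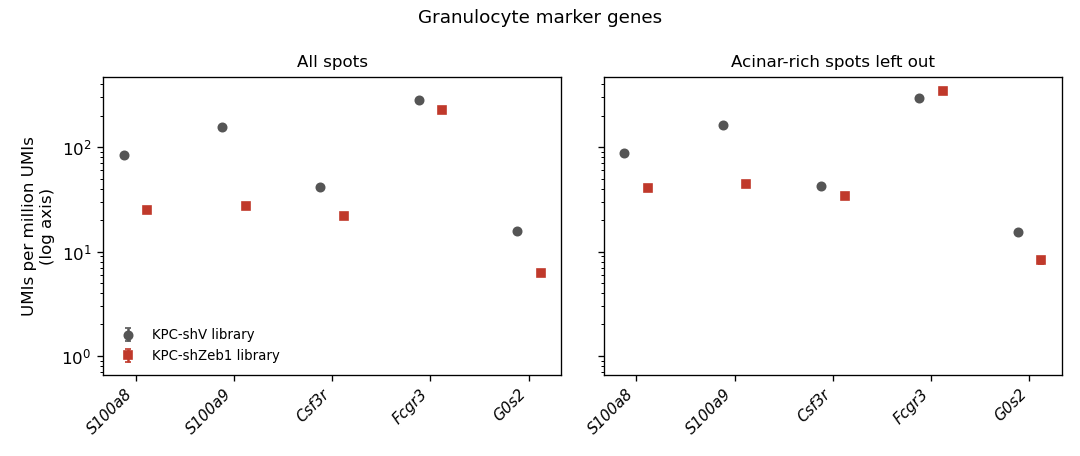
Levels of the granulocyte marker genes in CPM (log axis) over all spots (left) and with acinar-rich spots left out (right), for the libraries labelled KPC-shV (circles) and KPC-shZeb1 (squares), with 95% Poisson intervals that cover counting error only and are smaller than most symbols. The squares lie below the circles for all 5 genes on the left, and Fcgr3 changes order on the right.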

Considering that neutrophils constitute a prominent immunosuppressive cell population within the tumor microenvironment (TME), leading to T cell exclusion and unresponsiveness to antigen-specific stimulation (44), we investigated whether *ZEB1* KD affects T cell response via neutrophils. Initially, we verified the suppressive effects of neutrophils on CD8^+^ T cell migration in vitro (Figure 4E). To elucidate how *ZEB1* KD in tumor cells could impair the function of CD8^+^ T cells through neutrophils, we established a coculture system with these 3 cell types and then collected them for analysis (Figure 4F). Assessment of CD8^+^ T cell and neutrophil markers revealed pronounced activation of CD8^+^ T cells and inhibition of neutrophils following *ZEB1* KD (Figure 4, G and H). Moreover, ZEB1 KD notably augmented the therapeutic efficacy of gemcitabine and anti-Ly6G combination therapies by decreasing infiltration of neutrophils, while increasing infiltration of CD8^+^ T cells (Figure 4, I and J, and Supplemental Figure 4, A–D). 

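Spp1 encodes osteopontin, a secreted ligand, and Cd44 encodes a cell surface receptor that binds it. Spp1 (ENSMUSG00000029304, chromosome 5 of GRCm38, 104435118 to 104441050) was read in the spatial data at 4375 CPM (95% interval 4364 to 4386) in the library labelled KPC-shZeb1 and 7677 CPM (7664 to 7691) in the library labelled KPC-shV. Its log2 ratio of -0.81 (-0.82 to -0.81) was -0.33 relative to the median gene and stayed below 0 under the 8 alternatives, the highest being -0.18. Cd44 (ENSMUSG00000005087, chromosome 2, 102811141 to 102901665) was read at 592.8 CPM and 1283 CPM, a log2 ratio of -1.11 (-1.13 to -1.10) that stayed between -1.22 and -0.47 under the alternatives. Both are sums over all cells of a library, so the tumor cells and neutrophils that the study pairs were not separated.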

To pinpoint the crucial factors mediating the interaction between PC cells and neutrophils, we analyzed intercellular communications involving ligand-receptor pairs and found that the SPP1 (tumor)–CD44 (neutrophil) signal was dramatically inhibited in the *ZEB1* KD group (Supplemental Figure 4, E–G). SPP1-CD44 is critical in neutrophil recruitment and the formation of neutrophil extracellular traps (NETs). We further confirmed that KD of *ZEB1* decreased SPP1 expression both in vitro and in vivo (Supplemental Figure 4, H and I). Furthermore, SPP1 recombinant protein treatment induced a dose-dependent inhibition of neutrophil cytotoxicity (Supplemental Figure 4J). And neutrophils inhibited CD8^+^ T cell function by downregulating *PD-L1* (Supplemental Figure 4, K and L). Taken together, the results indicate that targeting ZEB1 in tumor cells effectively inhibited recruitment and polarization of neutrophils, leading to activation of CD8^+^ T cells and a synergistic antitumor effect with chemoimmunotherapy in PC.

### Inhibition of ZEB1 synergizes with chemoimmunotherapy through activation of CXCL16.

To further elucidate the mechanism of ZEB1-regulated chemoimmunotherapy, we performed intercellular communication analysis using our scRNA-Seq data. We identified 64 signaling pathways that were notably upregulated in *ZEB1*-KD tumors. Among various cytokines and chemokines in KPC cells, *CXCL16* was the most markedly upregulated upon *ZEB1* KD (Figure 5A and Supplemental Figure 5A). Given that CXCR6, the specific receptor for CXCL16, is reported to be highly expressed in intratumoral CD8^+^ T cells, and that CXCR6^+^CD8^+^ T cells are critical for checkpoint blockade therapy (45–47), we hypothesized that the increased sensitivity to chemoimmunotherapy following *ZEB1* KD is attributable to the enhanced chemotaxis and activity of CD8^+^ T cells driven by elevated *CXCL16*. We confirmed the reversed correlation between ZEB1 and CXCL16 (Supplemental Figure 5, B–E). Exogenous recombinant CXCL16 increased migration and activation of CD8^+^ T cells, leading to the enhanced antitumor effect (Supplemental Figure 5, F–K). The enhancement of tumor cell recognition and CD8^+^ T cell activation in OT-1 T cells suggested a direct response to CXCL16 stimulation. To further delineate the role of the ZEB1/CXCL16 axis in CD8^+^ T cell activity and the sensitivity of PC tumors to chemoimmunotherapy or T cell therapy, we investigated CD8^+^ T cell functions. We found that *CXCL16* KD notably attenuated the migration, activation, and cytotoxicity of CD8^+^ T cells enhanced by *ZEB1* KD (Figure 5, B–D, and Supplemental Figure 5, L–N). Notably, the therapeutic benefit of chemoimmunotherapy or T cell therapy induced by ZEB1 inhibition was notably reversed by *CXCL16* KD (Figure 5, E–H, and Supplemental Figure 5, O–Q). Collectively, these results indicate that CXCL16/CXCR6 signaling, which is activated when *ZEB1* is knocked down, mediated recruitment and activation of CD8^+^ T cells, rendering PC tumors highly vulnerable to chemoimmunotherapy and T cell therapy.

### ZEB1/HDAC1 complex suppressed CD8^+^ T cells activity through epigenetic inhibition of CXCL16.

To elucidate the specific mechanism through which ZEB1 negatively regulated *CXCL16* expression to decrease response to chemoimmunotherapy, we conducted a luciferase reporter assay to assess the role of ZEB1 in *CXCL16* transcriptional regulation. The results showed that *ZEB1* KD increased *CXCL16* mRNA level but did not affect *CXCL16* promoter activity (Figure 5I and Supplemental Figure 5, R and S), suggesting that ZEB1 may regulate CXCL16 in an epigenetically dependent manner. We further investigated the modification of the *CXCL16* promoter using CUT&Tag sequencing (CUT&Tag-Seq). AsPC-1-R cells showed a clearly reduced level of H3K27ac in the *CXCL16* promoter region, while the H3K4me level only showed a slight reduction (Figure 5J). These findings imply that histone acetylation predominantly regulated CXCL16 expression in PC. CUT&Tag qPCR further confirmed a lower enrichment of H3K27ac signal in AsPC-1-R cells compared with the parental cells, while *ZEB1* KD partially restored the H3K27ac enrichment (Figure 5K). Next, we sought to elucidate the mechanism by which ZEB1 modulates H3K27 acetylation at the *CXCL16* promoter. Given that HDAC1 is a well-characterized corepressor of ZEB1 and facilitates ZEB1-mediated deacetylation of downstream targets, we performed HDAC1 CUT&Tag-qPCR in parental AsPC-1 cells and gemcitabine-resistant AsPC-1-R cells, with or without *ZEB1* KD. Strikingly, HDAC1 enrichment at the *CXCL16* promoter region was markedly elevated in gemcitabine-resistant cells, and this effect was almost completely abrogated upon *ZEB1* depletion (Figure 5L). Collectively, these findings revealed that the epigenetic modification of the *CXCL16* promoter by the HDAC1/ZEB1 complex contributed to *CXCL16* silencing in PC.

### HDAC inhibitor synergizes with chemoimmunotherapy and CAR T cell therapy in PC.

To evaluate the translational potential of ZEB1 in PC chemoimmunotherapy, we selected mocetinostat, an epigenetic inhibitor of ZEB1, to assess its synergistic effect with chemoimmunotherapy in PC. We established an orthotopic allograft mouse model and treated the mice with gemcitabine, gemcitabine+anti–PD-1 (G+P), gemcitabine + mocetinostat (G+M), and gemcitabine + anti–PD-1 + mocetinostat (G+P+M), respectively. We found G+P plus 60 mg/kg mocetinostat treatment (G+P+M) significantly inhibited the tumor growth; however, this regimen didn’t significantly prolong the OS compared with G+M treatment (Supplemental Figure 6, A–C). Since previous clinical trials evaluating the efficacy of gemcitabine in combination with mocetinostat in PC patients did not meet the primary end point due to severe side effects, we decided to explore whether a lower dosage of mocetinostat (30 mg/kg) might improve efficacy. As expected, this treatment strategy significantly reduced tumor volume and improved OS (Figure 6, A and B, and Supplemental Figure 6D), while having markedly less severe side effects, as evidenced by tissue morphology and blood parameters associated with liver and kidney function (Supplemental Figure 6, E and F). To investigate the mechanism by which mocetinostat enhances PC chemoimmunotherapy efficacy, we conducted flow cytometry and IHC to evaluate tumor-infiltrated immune cell profiling. The results showed that the triple-drug treatment led to a dramatic increase in CD8^+^ T cell infiltration (Figure 6C and Supplemental Figure 6G). Meanwhile, levels of neutrophils, often implicated in suppressing anticancer T cell activity across various cancer types, were significantly reduced following G+P+M treatment (Figure 6C and Supplemental Figure 6G). These results indicated that mocetinostat increased chemoimmunotherapy response by remodeling TIME. CAR T cell therapy has shown promising outcomes in hematological malignancies (48). However, the efficacy of CAR T therapy in solid tumors remains limited, particularly in highly desmoplastic PC. To elucidate the impact of mocetinostat on CAR T cell therapy, we constructed patient-derived PC organoids (PDOs) and established CAR T–infiltrated and real-time killing models. High-content confocal laser scanning microscopic images and videos showed that mocetinostat facilitated directional migration and augmented infiltration of CAR T cells into the PDOs within the coculture environment (Figure 6D). Notably, the synergistic effect of mocetinostat and CAR T cells induced dramatic PDO deformation, extensive cell lysis, and cell apoptosis, but the effect was not observed with CAR T cells alone (Supplemental Figure 6, H–L). Given the substantial efficacy of G+P+M in TIME activation, a patient-derived organoid xenograft mouse model (PDOX) was established to investigate whether mocetinostat enhances CAR T cell therapy response in vivo. As shown in Figure 6, E–I, treatment with mocetinostat dramatically improved the antitumor efficacy of CAR T therapy. Thus, mocetinostat reinforced the antitumor immunity and enhanced the efficacy of chemoimmunotherapy and CAR T cell therapy in PC.

### Mocetinostat enhances chemoimmunotherapy sensitivity by targeting HDAC1/2-ZEB1 complex.

Next, we treated resistant cells with mocetinostat and found that it increased the sensitivity of AsPC-R cells to gemcitabine and activated CD8^+^ T cells in vitro (Supplemental Figure 7, A–F). To determine whether the efficacy of mocetinostat in the PC response to chemoimmunotherapy depended on inhibiting the HDAC1/2-ZEB1 functional complex, we performed a co-IP assay. We found that ZEB1 could interact with HDAC1 and HDAC2 (Supplemental Figure 7G). Intriguingly, mocetinostat reduced the stability of ZEB1 and HDAC1 but not HDAC2 (Supplemental Figure 7H). These results indicated that mocetinostat promoted the response to chemoimmunotherapy by disrupting the HDAC1-ZEB1 complex in PC.

### ZEB1 and CXCL16 expression are positively correlated with gemcitabine resistance and associated with poor clinical outcomes.

We explored the correlation between ZEB1 and CXCL16 expression, as well as CD8^+^ T cell infiltration, and the sensitivity of gemcitabine in patients with PC. ZEB1 expression was positively correlated with gemcitabine resistance, whereas CXCL16 or CD8 expression was negatively correlated (Figure 7A). We further validated these findings using scRNA-Seq of tumor tissues from patients with PC, demonstrating that those with higher CXCL16 expression were more sensitive to gemcitabine treatment (Figure 7, B–E, and Supplemental Figure 7, I and J). Collectively, our data highlight ZEB1 as a central regulator modulating the efficacy of immunotherapy and gemcitabine in PC through its epigenetic regulation of CXCL16 expression and the intratumoral balance of CD8^+^ T cells and neutrophils (Figure 7F).

## Discussion

Chemotherapy inadvertently promotes tumor immune escape, ultimately leading to treatment failure, recurrence, and metastasis. It has been demonstrated that in gemcitabine-resistant PDAC cells, CMTM6 stabilizes PD-L1 expression and inhibits T cell activity (49, 50). In addition, gemcitabine induces the DNA damage response, activating APOBEC3C/3D enzymes, which enhance DNA repair and upregulate the immune checkpoint molecule PD-L1, consequently suppressing T cell function and facilitating immune evasion (51). And EVs secreted by chemotherapy-resistant cells transport miR-21-5p (known to target tumor suppressors such as PDCD4) or PVT1, further inhibiting T cell activity (52).

ZEB1 is one of the key TFs that promote cellular plasticity and tumor metastasis in PC (53, 54). Previous studies showed that ZEB1 induced gemcitabine resistance in PC by activating ITGA3/JNK signaling and downregulating *ENT1* (42). However, the role of ZEB1 in driving chemoimmunotherapy resistance remains elusive. We found that blocking ZEB1 enhanced the efficacy of chemotherapy and immunotherapy (anti–PD-1 therapy and CAR T therapy) by reprogramming the immune microenvironment of PC. Specifically, ZEB1 inhibition increased infiltration of CD8^+^ T cells while decreasing infiltration of neutrophils in vivo. Mechanistically, ZEB1 bound with HDAC1 to regulate the chromatin accessibility of *CXCL16* through histone acetylation, which induced the imbalance of CD8^+^ T cells and neutrophils. Furthermore, our study showed that CD8^+^ T cells reversed chemoresistance by increasing ENT1 expression, echoing the feed-forward loop between chemotherapy and immunotherapy. This work delineates the central role of ZEB1 in reprogramming TIME through epigenetic mechanisms, thereby identifying potential therapeutic targets for enhancing chemotherapy and immunotherapy in PC.

Epigenetic modification, such as acetylation, plays a critical role in driving treatment resistance (55, 56). HDAC1 is a cotranscriptional repressor of ZEB1. However, previous clinical trials evaluating HDAC inhibitors, including mocetinostat — either alone or in combination with chemotherapy or immune checkpoint inhibitors — have failed to demonstrate obvious efficacy in PC and were frequently associated with dose-limiting toxicities, particularly at standard or high doses (57–59). In mouse models, we found that HDAC inhibitor led to a better treatment response when combined with chemotherapy and immunotherapy. We proposed a potential treatment strategy by combining HDAC inhibitor with chemotherapy and immunotherapy, which achieved promising efficacy in PC. Chemokines are critical in regulating immune evasion by facilitating the communication between tumor cells and other cell types in the microenvironment (60–64). We found that CXCL16 recruited and activated CD8^+^ T cells, especially GZMA^+^CD8^+^ T cells, a subpopulation of CD8^+^ T cells that has potent cytotoxicity to tumor cells. GZMA^+^CD8^+^ T cells promote pyroptosis of tumor cells via GSDMD. This is consistent with previous reports showing that cytotoxic lymphocytes can induce pyroptosis in target cells (17). Epigenetic modifications regulate the efficacy of immunotherapy by remodeling TIME (65). We delved into the role of epigenetic modification in regulating CXCL16 expression and delineated that the HDAC1-ZEB1 complex promotes deacetylation of *Cxcl16*, resulting in decreased transcription and expression of CXCL16. This evidence supports the rationale for combining HDAC inhibitors, chemotherapy, and immunotherapy for the treatment of PC.

Furthermore, we noticed decreased infiltration of neutrophils in the tumor microenvironment when HDAC1 or ZEB1 was blocked. Neutrophils induce cancer immune evasion by secreting immune-modulating cytokines, leading to the decreased treatment response to immunotherapy (66). Studies showed that suppressing infiltration of neutrophils and myeloid-derived suppressor cells (MDSCs) by inhibiting CXCR2 resulted in the synergistic antitumor immunity when combined with immunotherapy (61, 67). Intriguingly, senescence-like neutrophils are more potent in driving immunosuppression than their canonical counterparts (68). Moreover, HDAC inhibitor showed a synergistic antitumor effect with CXCR2 inhibitor by eliminating infiltration of senescence-like neutrophils in prostate cancer (68). Future studies may evaluate whether blocking HDAC and neutrophils would increase sensitivity to chemotherapy and immunotherapy in PC.

This study also has limitations. The mechanism by which ZEB1 mediated upregulation of SPP1 remains unclear. Additionally, the potential of other HDAC inhibitors to enhance the efficacy of chemoimmunotherapy in PC warrants further investigation. Currently, no inhibitors are available that specifically target ZEB1. The development of a ZEB1-specific inhibitor would provide a valuable tool to further validate its role in mediating resistance to chemoimmunotherapy.

In conclusion, this study identified a ZEB1-driven reprogramming of the tumor microenvironment that contributed to resistance to both immunotherapy and chemotherapy in PC. While chemotherapy and immunotherapy primarily target tumor cells directly, HDAC inhibitors offer a promising synergistic strategy by modulating key components of TIME. These findings underscore the therapeutic potential of targeting epigenetic modifications, particularly histone acetylation, to overcome treatment resistance and improve outcomes in PC.

## Methods

### Sex as a biological variable.

Our study examined male and female animals, and similar findings are reported for both sexes.

### PDOX mouse model establishment.

PDOs were inoculated onto the back of NSG mice to establish the PDOX F_1_ generation, and subsequently, the F_1_ tumors were chopped into small pieces and inoculated onto the back of nude mice to generate the F_2_ generation. The F_3_ generation was subsequently obtained with the same operation. The PDOX mouse model used in the experiments was the F_3_ generation.

### Construction of CAR T cells.

Construction of EGFR-targeted CAR T cells was performed using a standard protocol. Initial validation of EGFR surface expression was conducted via flow cytometric analysis using APC-conjugated anti-EGFR monoclonal antibody (ABclonal, AB_3662630), demonstrating >90% positivity in both the AsPC-1 cell line and patient-derived organoid models. A second-generation CAR construct was engineered, comprising an anti-EGFR single-chain variable fragment derived from cetuximab; CD8α extracellular hinge and transmembrane domains; 4-1BB (CD137) costimulatory domain; CD3ζ signaling domain; and T2A-linked GFP reporter. The construct was cloned into pLVX-EF1α lentiviral vector and sequence-verified. Lentiviral particles were produced by triple transfection of 293T cells with the CAR transfer vector, psPAX2 packaging plasmid, and pMD2.G envelope plasmid, followed by ultracentrifugation to achieve final titers of 1 × 10^8^ transducing units/mL. For CAR T cell generation, CD8^+^ T lymphocytes were isolated from healthy donor PBMCs via negative selection (EasySep Human CD8^+^ T Cell Isolation Kit, STEMCELL Technologies) and activated with anti-CD3/CD28 Dynabeads at a 1:1 bead-to-cell ratio in the presence of 100 IU/mL recombinant human IL-2; and lentivirus was added to infect the CD8^+^ T cells. One week later, infection efficiency was assessed by measuring the percentage of cells exhibiting GFP using flow cytometry. The positive rate of EGFR–CAR T cells was 50%.

### 10x scRNA sequencing.

According to the user’s manual (CG00315) for the 10x Genomics Chromium Next GEM Single Cell 3′ Kit v3.1 (catalog 1000268), the single-cell suspension was immediately loaded onto a chip to generate GEMs (Gel Bead-in-Emulsion) droplets using the 10x Chromium Controller. Reverse transcription, cDNA amplification, and DNA library construction were performed sequentially according to the protocol. The concentration and fragment size of the libraries were measured using Invitrogen Qubit 4.0 and Agilent 4150 TapeStation. High-throughput sequencing was conducted using high-throughput paired-end 150 bp (PE-150) mode. This work is assisted by OE Biotech Co.

### ATAC-Seq, CUT&Tag-Seq, RNA-Seq, and joint analysis.

ATAC-Seq: AsPC-1 and AsPC GEM cells were collected for preparation of cell suspensions and to obtain cell nuclei. Then, Tn5 transposase was added to cleave DNA into fragments. PCR amplification of DNA fragments and sequencing were performed on the illumina NovaSeq platform. CUT&Tag-Seq: CUT&Tag was performed in AsPC-1 and AsPC-GEM cells by using anti-H3K27ac (Cell Signaling Technology 8173) anti-H3K4me (Cell Signaling Technology 9751) antibodies. The experimental process is as described in Supplemental Methods. Finally, DNA libraries were sequenced on the illumina NovaSeq platform. RNA-Seq: Total RNA was extracted using the Trizol (Invitrogen) method, and RNA purity was detected using NanoDrop One (Thermo Fisher Scientific). Next, mRNA was enriched (T-oligo) and purified, and a library was constructed. Subsequently, sequencing was performed on the MGISEQ-2000 platform. Joint analysis of ATAC-Seq, CUT&Tag-Seq, and RNA-Seq data was performed by Frasergen Bioinformatics Co.

### Human data.

Deidentified clinical information was provided by Peking Union Medical College (PUMC) Hospital.

### Statistics.

Statistical analyses were performed using GraphPad Prism 9 and R 4.1.2. Data from all animal experiments are presented as mean ± SD and analyzed by 1-way ANOVA with Tukey’s multiple-comparison test or unpaired, 2-tailed Student’s *t* test. *P* value less than 0.05 was considered statistically significant. Animal survival analysis was analyzed by log-rank test. Further details about statistical analysis are indicated in Methods and the figure legends. Error bars indicate SEM or SD.

### Study approval.

This study was approved by the IRB at PUMC Hospital. Banked, deidentified tissues were used. Written consent was obtained from all participants. All animal experiments were approved by the IACUC at PUMC Hospital.

### Data availability.

Values for data points in the figures are available in the Supporting Data Values file. scRNA-Seq data generated in this study (GEO GSE281084) and spatial transcriptomics sequencing data (GEO GSE281083) are available in the Gene Expression Omnibus database. FASTQ files of the scRNA-Seq data from human PDACs were obtained from Peng et al. (69) (Genome Sequence Archive [GSA] CRA001160). The data on adjuvant gemcitabine chemotherapy in patients are available in The Cancer Genome Atlas database (TCGA-PAAD, file: “Clinical”). This study did not generate new unique codes. Any additional information required to reanalyze the data reported in this article will be provided upon reasonable request.

## Author contributions

M. Liu and M. Li designed and supervised the study. SZ, YH, ZZ, GL, CZ, YG, FW, YY, HQ, HZ, and WW performed the experiments, analyzed the data and contributed to the visualization of the data. M. Liu and M. Li provided the resources. M. Liu and YH acquired the funding. SZ, YH, and ZZ wrote the original drafts. GL, CZ, YG, FW, YY, HQ, HZ, WW, M. Li, and M. Liu reviewed and edit the manuscript. Co–first authorship was determined by their equal contribution to this study, with SZ listed as the first author because he took the leading role in performing experiments, organizing the figures and writing the original draft.

## Funding support

- National Natural Science Foundation of China, 82273452 and 92474301, to M. Liu.
- National Key Research and Development Program of China, 2023YFC2413200 and 2023YFC2413205, to M. Liu.
- Chinese Academy of Medical Sciences Innovation Fund for Medical Sciences, 2023-I2M-2-004, to M. Liu.
- Non-profit Central Research Institute Fund of Chinese Academy of Medical Sciences, 2022-RC310-01, to M. Liu.
- Beijing Hope Run Special Fund of Cancer Foundation of China, LC2022R05, to M. Liu.
- National Natural Science Foundation of China, 82403706, to YH.
- Fundamental Research Funds for the Central Universities, 3332024047, to YH.
- CPSF Postdoctoral Fellowship Program, grant GZC20240140.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
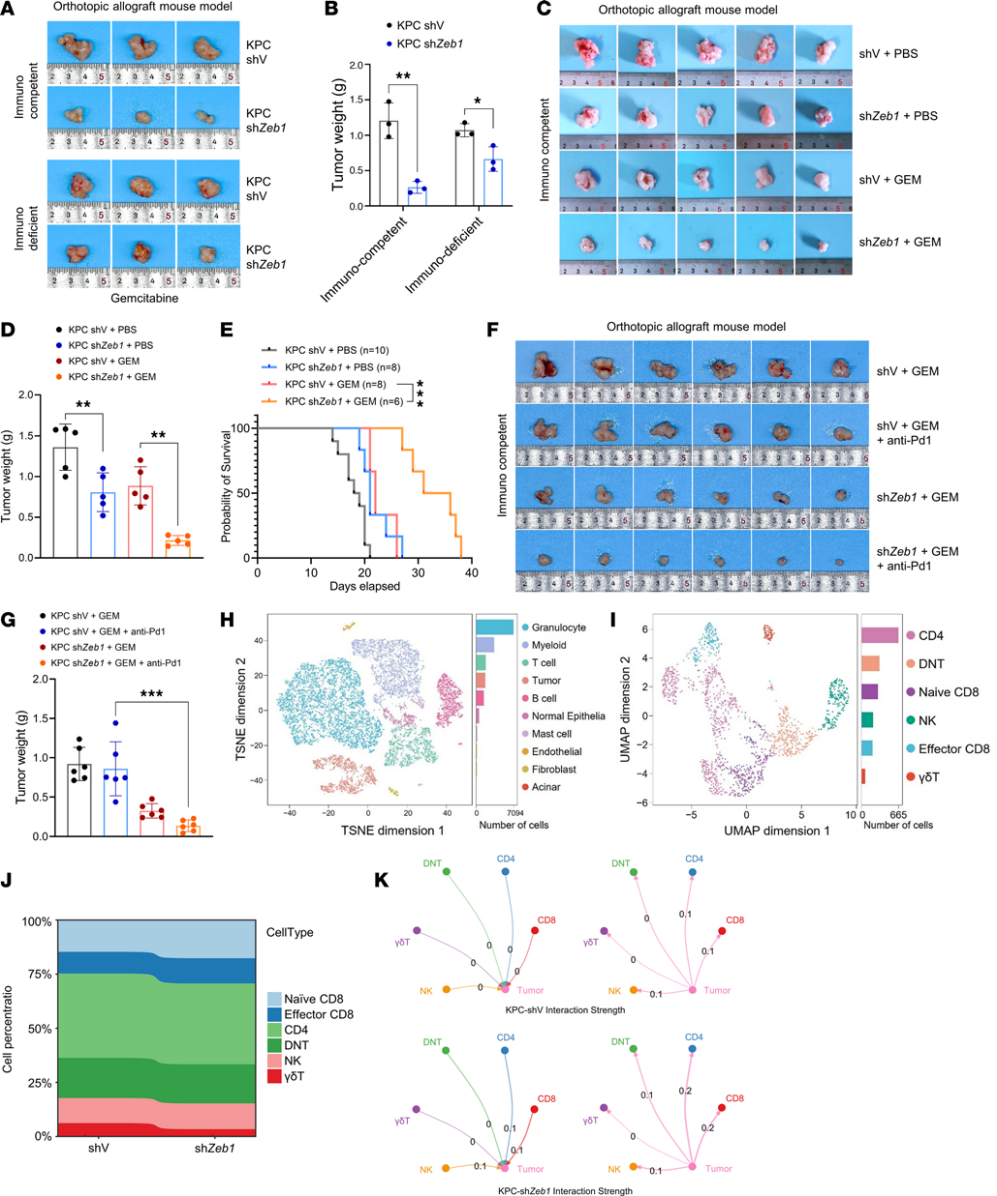
Blocking of Zeb1 enhances gemcitabine efficacy through activation of the PC immune microenvironment. (**A** and **B**) Tumor images and weight of orthotopic allograft mouse model (immunocompetent and immunodeficient) established from KPC-shV and KPC-sh*Zeb1* cells and treated with gemcitabine (GEM; 50 mg/kg) 3 times a week (*n* = 3). (**C** and **D**) Tumor images and weight of orthotopic allograft mouse model established from KPC-shV and KPC-sh*Zeb1* cells in each treatment condition (*n* = 5). (**E**) Survival of orthotopic allograft mouse model established from KPC-shV and KPC-sh*Zeb1* cells in each treatment condition (*n* = 6–10). (**F** and **G**) Tumor images and weight of orthotopic allograft mouse model established from KPC-shV and KPC-sh*Zeb1* cells and treated with gemcitabine (50 mg/kg) and anti–PD-1 (10 mg/kg) 3 times a week (*n* = 6). (**H**) Uniform manifold approximation and projection (UMAP) plot of scRNA-Seq data derived from orthotopic allograft mouse model reveals the presence of 10 distinct cell types. Cell types are distinguished by color. (**I**) UMAP plot displays the distribution and subclustering of T and NK cell subsets. TSNE, t-distributed stochastic neighbor embedding. (**J**) Stacked histogram shows the proportion of each T/NK cluster in KPC-shV and KPC-sh*Zeb1* mouse tumor tissues. (**K**) Circle plots depict the strength of cell-cell interactions between subclusters of T/NK cells and tumor cells, as identified through CellChat analysis. The edge weights and numerical values indicate the strength score of these interactions, while the direction of the arrows denotes the cell clusters responsible for signaling release and reception. *P < 0.05, **P < 0.01, ***P < 0.001, by unpaired, 2-tailed Student’s *t* test (**B**), 1-way ANOVA with Tukey’s multiple-comparison test (**D** and **G**), and log-rank test (**E**). Data are presented as mean ± SD in **B**, **D**, and **G**.

**Figure 2:**
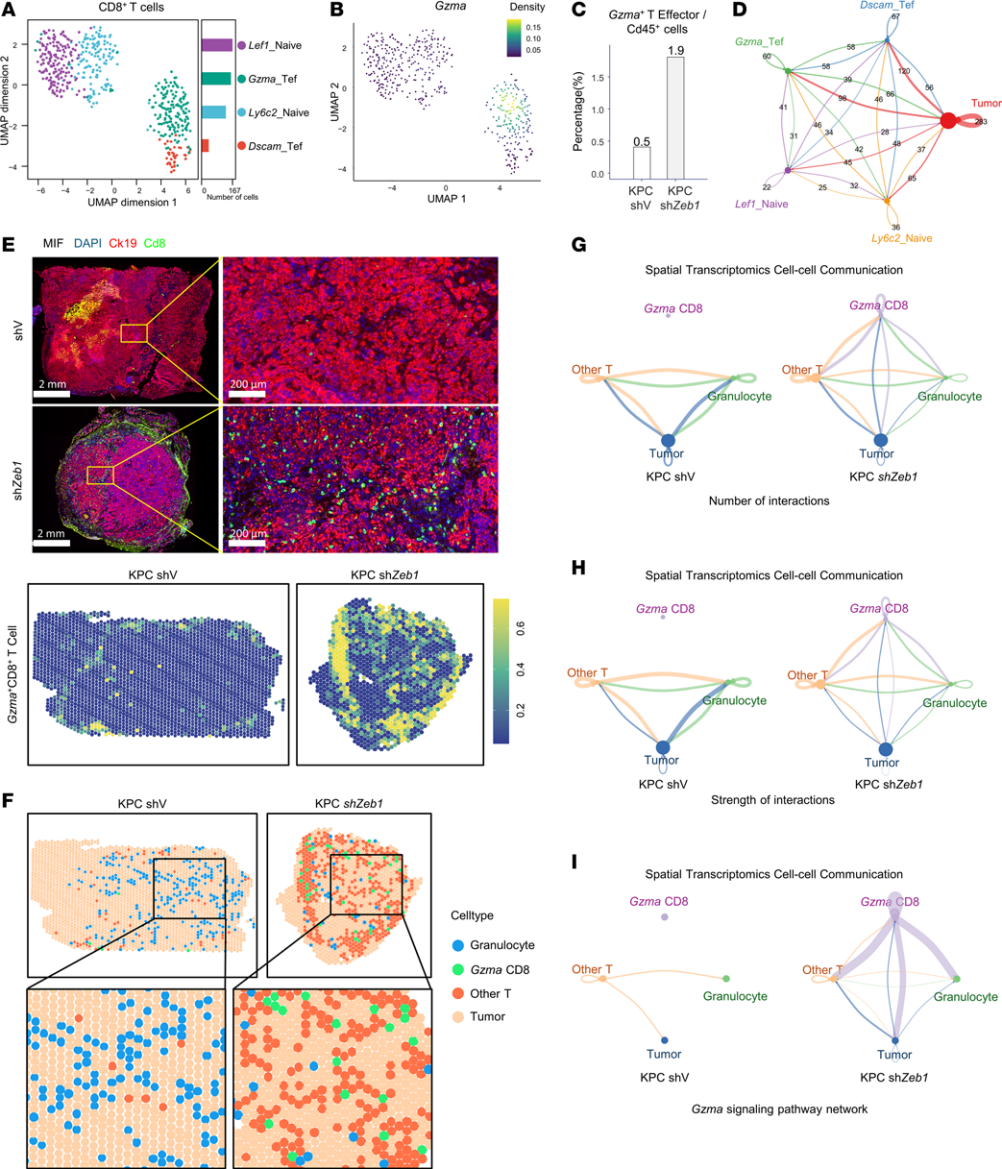
Increased infiltration of *Gzma*^+^ CD8^+^ T cells in tumor tissue with *Zeb1* KD. (**A**) UMAP reveals that CD8^+^ T cells can be classified into 4 distinct major subtypes. Tef, T effector. (**B**) Density plot shows the expression of the *Gzma* gene, with brighter colors indicating higher expression. *Gzma* is mainly expressed in the *Gzma*^+^ effector CD8^+^ T cell subset. (**C**) Percentage of *Gzma*^+^ effector CD8^+^ T cells within the total Cd45^+^ population in the KPC-shV and KPC-sh*Zeb1* groups. (**D**) Number of inferred significant ligand-receptor (LR) pairs between any 2 cell types based on single-cell analysis data. (**E**) Top panels: MIF of mouse tumor tissues. Scale bars: 2 mm (left) and 200 μm (right). Bottom panels: Marker gene set scores for CD8^+^ T cells based on spatial transcriptomics data. Brighter colors indicate higher scores, suggesting a greater abundance of CD8^+^ T cells in those regions. (**F**) Spatial transcriptome sequencing displays the distribution of 4 major annotated cell types in the control and experimental groups. (**G** and **H**) Circle plots show the number and the strength score of LR among 4 cell types across 2 groups, based on spatial transcriptome data. (**I**) Specifically, the interaction strength of GZMA-related LR pairs is dramatically increased in the KPC-sh*Zeb1* group.

**Figure 3:**
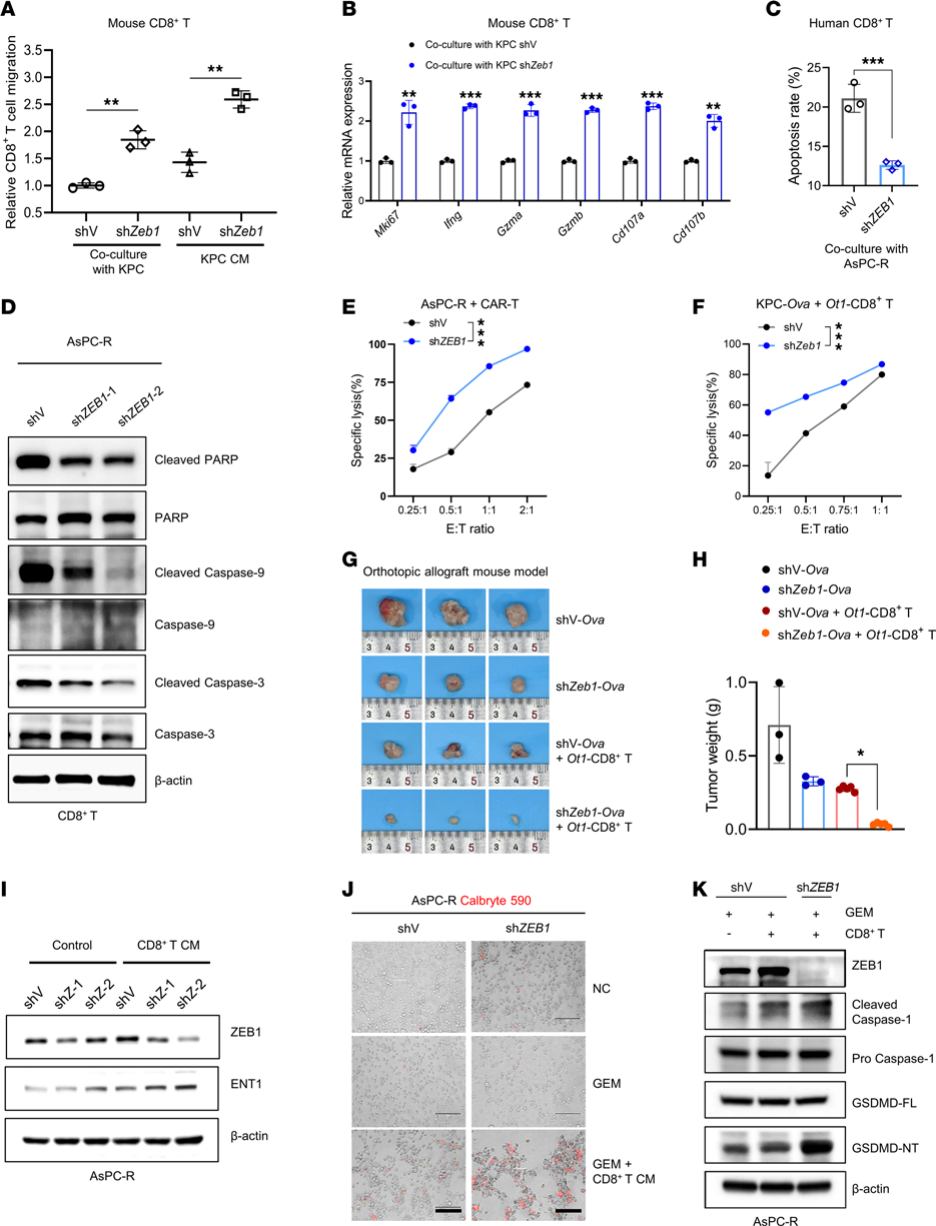
Blocking of ZEB1 enhances the antitumor activity of CD8^+^ T cells. (**A**) CD8^+^ T cell migration assay. (**B**) Detection of the level of activation markers of mouse CD8^+^ T cells by qPCR after coculturing with KPC-shV and -sh*Zeb1* cells for 48 hours. (**C**) Flow cytometry analysis of the apoptotic rate of human CD8^+^ T cells after coculturing with AsPC-R-shV and -sh*ZEB1* cells. (**D**) Western blot detection of apoptotic markers in human CD8^+^ T cells after coculturing with AsPC-R-shV, sh*ZEB1* cells. (**E**) Specific lysis of AsPC-R-shV–luciferase and AsPC-R-sh*ZEB1*–luciferase cells after coculturing with CAR T cells for 48 hours. (**F**) Detection of specific lysis of KPC-shV-*Ova*–luciferase and KPC-sh*Zeb1-Ova*–luciferase after coculturing with mouse *Ot1*-CD8^+^ T cells for 24 hours. (**G** and **H**) Tumor images and weight of orthotopic allograft mouse model established from KPC-shV-*Ova* and KPC-sh*Zeb1-Ova* cells and treated with mouse *Ot1*-CD8^+^ T cells (*n* = 3–5). (**I**) Detection of ENT1 expression in AsPC-R-shV and -sh*ZEB1* cells after treatment with CD8^+^ T cell CM for 48 hours. (**J**) Representative images of AsPC-R-shV and -sh*ZEB1* cell after treatment with gemcitabine (1,000 nM) and conditioned medium of CD8^+^ T for 48 hours (*n* = 3). Cells were labeled using the calcium ion probe Calbryte 590 (AAT Bioquest, 20700), and the red fluorescence signal represents pyroptotic cells. Scale bars: 50 μm. (**K**) Detection of pyroptotic proteins in AsPC-R-shV and -sh*ZEB1* cells after treatment with gemcitabine (1,000 nM) and coculture with CD8^+^ T cells. Data are representative of at least 3 (**A**–**F**, **I**, and **K**) independent experiments. *P < 0.05, **P < 0.01, ***P < 0.001, by unpaired, 2-tailed Student’s *t* test (**A**–**C**), 2-way ANOVA (**E** and **F**), and 1-way ANOVA with Tukey’s multiple-comparison test (**H**). Data are presented as mean ± SD in **A**–**C** and **H** and mean ± SEM in **E** and **F**.

**Figure 4:**
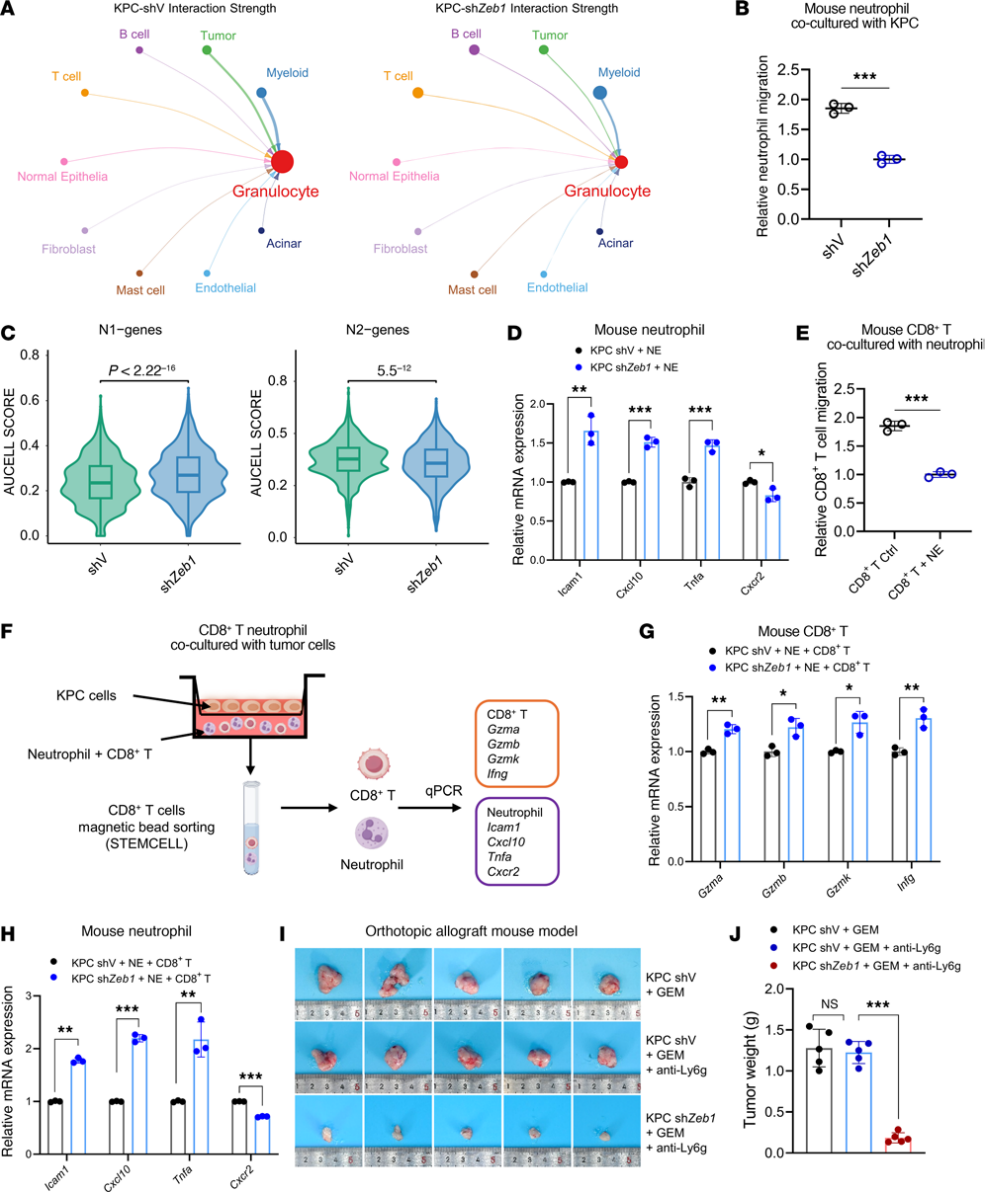
Zeb1 promotes recruitment of neutrophil and drives their polarization toward an immunosuppressive phenotype. (**A**) Circle plots compare the strengths of cell-cell interactions between granulocytes and other cell types. (**B**) Neutrophil migration assay. Relative migration of mouse neutrophils after coculture with KPC-shV and -sh*Zeb1* cells for 12 hours. (**C**) Violin plot showing AUCell scores of the N1 and N2 gene sets in neutrophils derived from the shV and sh*Zeb1* models. (**D**) Neutrophil activation. Detection of N1 polarization markers (*Icam*, *Cxcl10*, *Tnfa*) and the N2 polarization marker *Cxcr2* in neutrophils by qPCR after coculturing with KPC-shV or -sh*Zeb1* cells for 12 hours. (**E**) Relative migration of mouse CD8^+^ T cells after coculturing with neutrophils. (**F**) Schematic of a 3-cell coculture system. (**G**) CD8^+^ T cells were isolated from the 3-cell coculture systems, and levels of activation markers were detected by qPCR. (**H**) Neutrophils were isolated from the 3-cell cocultured system, and levels of N1 and N2 polarization markers were detected by qPCR. (**I** and **J**) Tumor images and weight of orthotopic allograft mouse model established from KPC-shV and -sh*Zeb1* cells and treated with gemcitabine (50 mg/kg) and anti-Ly6g (25 μg) 3 times a week (*n* = 5). Data are representative of at least 3 (**B**, **D**, **E**, **G**, and **H**) independent experiments. *P < 0.05, **P < 0.01, ***P < 0.001, by unpaired, 2-tailed Student’s *t* test (**B**, **D**, **E**, **G**, and **H**), Wilcoxon’s rank-sum test (**C**), and 1-way ANOVA with Tukey’s multiple-comparison test (**J**). Data are presented as mean ± SD in **B**, **D**, **E**, **G**, **H**, and **J**.

**Figure 5:**
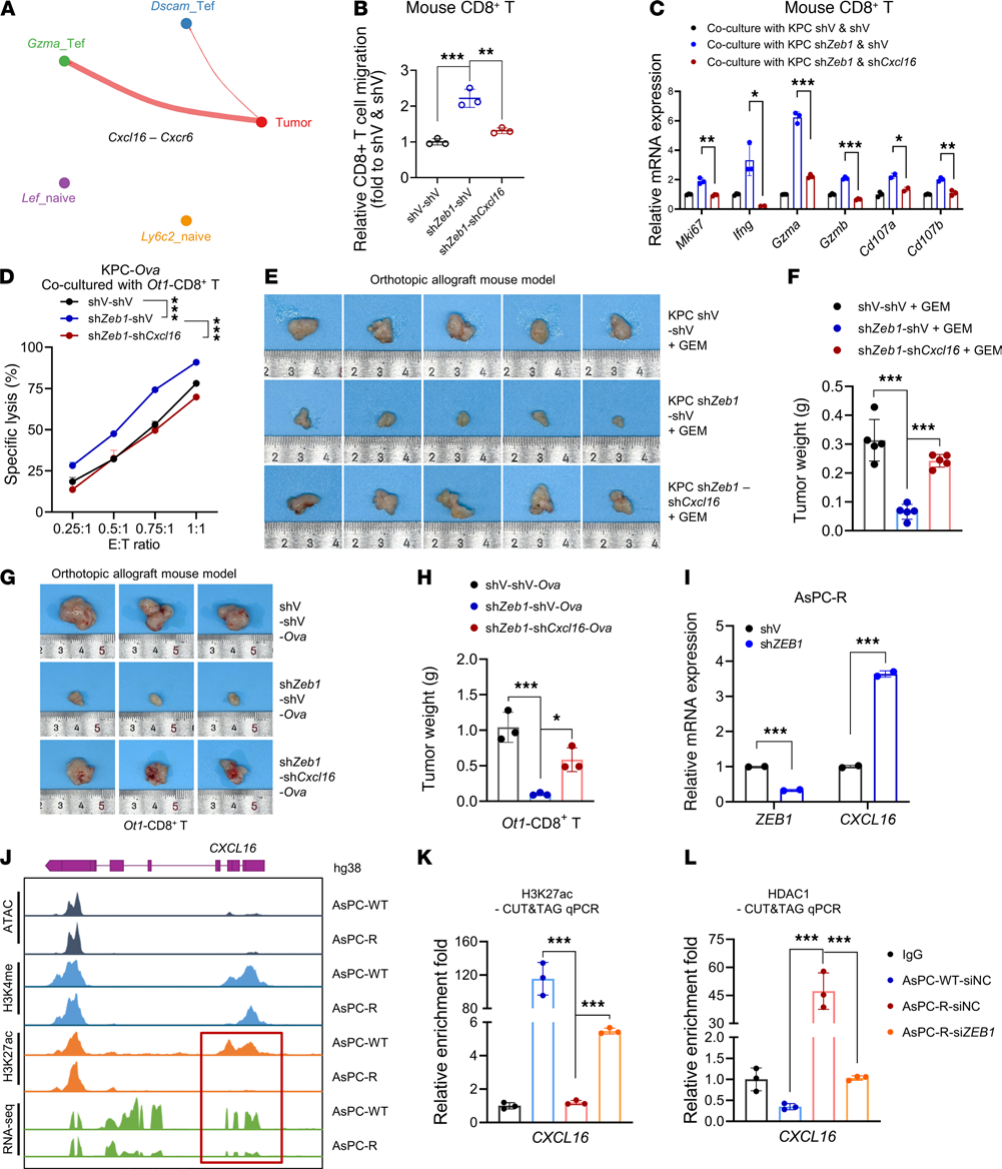
ZEB1/HDAC1 inhibits the recruitment and function of CD8^+^ T cells by epigenetically regulating CXCL16. (**A**) Circle plot showing the inferred *Cxcl16-Cxcr6* signaling network between each CD8^+^ T cell subcluster and tumor cells. Edge weights represent the strength of the interactions. (**B**) Relative migration of mouse CD8^+^ T cells, which were cocultured with KPC-shV-shV, sh*Zeb1*-shV, and KPC-sh*Zeb1*-sh*Cxcl16* cells for 48 hours. (**C**) Detection of activation markers in mouse CD8^+^ T cells, which were cocultured with tumor cells for 48 hours. (**D**) Detection of specific lysis of tumor cells after coculturing with mouse *Ot1*-CD8^+^ T cells for 24 hours. (**E** and **F**) Tumor images and weight of orthotopic allograft mouse model established from the indicated cell lines and treated with gemcitabine (50 mg/kg) 3 times a week (*n* = 5). (**G** and **H**) Tumor images and weight of orthotopic allograft mouse model established from the indicated cell lines and treated with mouse *Ot1*-CD8^+^ T cells (*n* = 3). (**I**) Relative mRNA level of *ZEB1* and *CXCL16* in AsPC-R-shV and -sh*ZEB1* cells. (**J**) ATAC-Seq, CUT&Tag-Seq of H3K27ac, CUT&Tag-Seq of H3K4me, and RNA-Seq showed changes in chromatin openness, transcriptional activity, and apparent modification levels in the *CXCL16* promoter region and gene body region. (**K** and **L**) CUT&Tag-qPCR assay of the *CXCL16* promoter region in AsPC-WT-siNC, AsPC-R-siNC, and AsPC-R-si*ZEB1* cells with antibodies against H3K27ac and HDAC1 (*n* = 3). Data are representative of at least 3 (**B**–**D**, **I**, **K**, and **L**) independent experiments. *P < 0.05, **P < 0.01, ***P < 0.001, by 1-way ANOVA with Tukey’s multiple-comparison test (**B**, **C**, **F**, **H**, **I**, **K**, and **L**) and 2-way ANOVA (**D**). Data are presented as mean ± SD in **B**, **C**, **F**, **H**, **I**, **K**, and **L**, and mean ± SEM in **D**.

**Figure 6:**
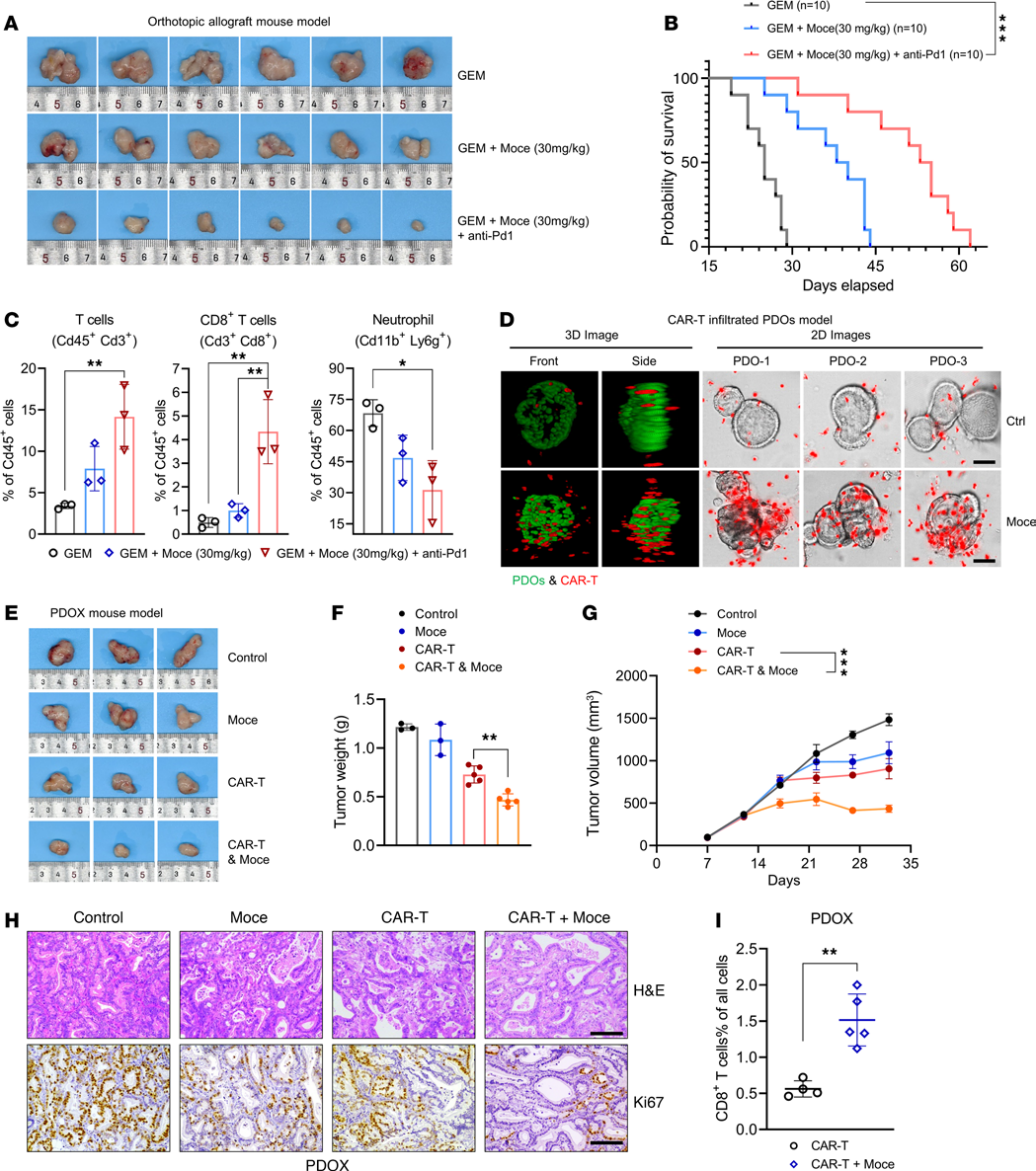
Mocetinostat enhances chemoimmunotherapy and CAR T efficacy in PC. (**A**) Tumor images of orthotopic allograft mouse model established from KPC cells in each treatment condition: gemcitabine (50 mg/kg); gemcitabine+Moce (30 mg/kg); gemcitabine+Moce (30 mg/kg) + anti–PD-1 (10 mg/kg), 3 times a week (*n* = 6). (**B**) Survival of orthotopic allograft mouse model established from KPC cells in each treatment condition (*n* = 10). (**C**) Flow cytometry analysis of the proportion of all T cells (Cd45^+^, Cd3^+^), CD8^+^ T cells (Cd3^+^, Cd8^+^), and neutrophils (Cd11b^+^, Ly6g^+^) to total Cd45^+^ cells in tumor tissue (*n* = 3). (**D**) CAR T–infiltrated PDO model: CAR T was used to infect PDOs for 24 hours after the 24 hours of Moce (500 nM) treatment of PDOs (*n* = 3). Left: 3D model synthesized by the algorithm. Green represents the PDOs, and red represents CAR T cells. On the right is the 2D image of CAR T–infiltrating PDOs; CAR T is shown in red with living cell dye. Scale bars: 20 μm. (**E**) Tumor images of the PDOX mouse model treated with CAR T and Moce. (**F** and **G**) Tumor weight and volume of the PDOX mouse model (*n* = 3–5). (**H**) Representative H&E and Ki-67 IHC staining in tumor tissues of the PDOX mouse model established from PC patients’ organoids and treated with CAR T and Moce (*n* = 3). Scale bars: 50 μm. (**I**) Flow cytometry analysis of the proportion of CAR T cells (human CD3^+^CD8^+^) divided into total cells in mouse tumor tissues of PDOX mice after treatment with CAR T and Moce (*n* = 3–5). *P < 0.05, **P < 0.01, ***P < 0.001, by log-rank test (**B**), 1-way ANOVA with Tukey’s multiple-comparison test (**C**, **F**, and **I**) and 2-way ANOVA (**G**). Data are presented as mean ± SD in **C**, **F**, and **I**; mean ± SEM in **G**.

**Figure 7:**
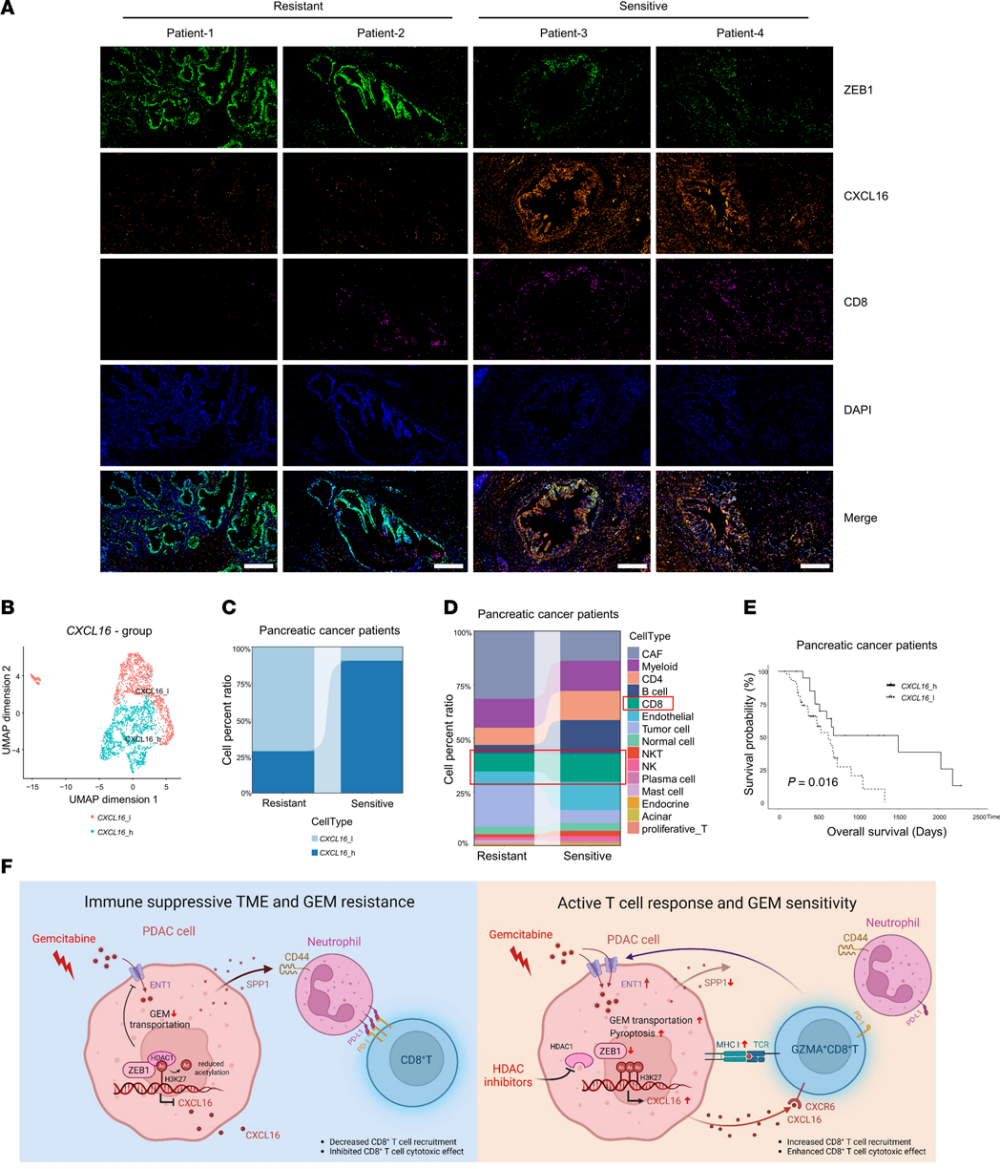
ZEB1 and CXCL16 are associated with chemotherapy resistance, immunosuppression, and prognosis in PC patients. (**A**) Multiple immunofluorescence of ZEB1, CXCL16, and CD8 in tumor tissues of chemosensitive and chemoinsensitive PC patients. Scale bars: 50 μm. (**B**) Based on *CXCL16* expression, tumor cells were categorized into *CXCL16*-high and *CXCL16*-low groups. (**C**) Compared with the chemoresistant group, tumor cells with high *CXCL16* expression were predominantly found in the chemosensitive group. (**D**) Stacked histogram indicates a dramatic increase in the proportion of CD8^+^ T cells in the chemosensitive group. (**E**) In the TCGA dataset, patients receiving adjuvant gemcitabine chemotherapy were stratified into high-*CXCL16*-expression (*n* = 21) and low-expression groups (*n* = 44) based on the optimal cutoff value for *CXCL16* gene expression. Kaplan-Meier survival curves indicate that patients with high *CXCL16* expression exhibited a significantly better prognosis. (**F**) Schematic diagram. Crosstalk between PC cells, CD8^+^ T cells, and neutrophils contributes to tumor immune invasion and gemcitabine resistance through the ZEB1/HDAC1-CXCL16 signaling axis.

# Supplementary material for: ZEB1 promotes chemoimmunotherapy resistance in pancreatic cancer models by downregulating chromatin acetylation of CXCL16
**Source:** J Clin Invest. 2025 Sep 9;135(22):e195970. doi: 10.1172/JCI195970
**Supplement:** Supplemental data

# Supplementary Materials for

## **ZEB1 promotes chemo-immune resistance in pancreatic cancer models by downregulating chromatin acetylation of *CXCL16***

Shaobo Zhang<sup>1,†</sup>, Yumeng Hu<sup>1,†</sup>, Zhijun Zhou<sup>2,3,†</sup>, Gaoyuan Lv<sup>1</sup>, Chenze Zhang<sup>4</sup>, Yuanyuan  
Guo<sup>1</sup>, Fangxia Wang<sup>1</sup>, Yuxin Ye<sup>1</sup>, Haoran Qi<sup>1</sup>, Hui Zhang<sup>5</sup>, Wenming Wu<sup>6</sup>, Min Li<sup>2,3,\*</sup> and  
Mingyang Liu<sup>1,\*</sup>

Research Center for Cancer/Cancer Hospital, Chinese Academy of Medical Sciences & Peking  

Diseases, Beijing Research Institute of Chinese Medicine, Beijing University of Chinese  
Medicine, Beijing, China

<sup>†</sup>S Zhang, Y Hu and Z Zhou are co-first authors and contributed equally to this work.

Mingyang Liu, MD, PhD

Min Li, PhD

Department of Medicine, Department of Surgery

The University of Oklahoma Health Sciences Center

**The PDF file includes:**

Supplemental Materials and Methods

Supplemental Figures 1-7

## Supplemental Materials and Methods

*Cell lines and culture conditions.* AsPC-1 cells, MIA-PaCa2 cells were purchased from American Type Culture Collection (ATCC). The KPC cells were developed from *Kras*<sup>G12D</sup> *Tp53*<sup>R172H</sup> *Pdx-1-Cre*<sup>+/+</sup> (KPC) mice, and the KPC mice were purchased from Shanghai Model Organisms Center. Gemcitabine resistant cell lines AsPC-GEM and MIA-GEM were constructed by repeatedly stimulating AsPC-1 and MIA-PaCa2 with increasing doses of gemcitabine for a long time.

AsPC-1 cells were cultured in RPMI1640 (HyClone) with 10% FBS (Gibco) and 1% Penicillin-Streptomycin. MIA-PaCa2 cells were cultured in DMEM (Gibco) with 10% FBS (Gibco) and 2.5% HS (Gibco) and 1% Penicillin-Streptomycin. KPC cells were cultured in DMEM (Gibco) with 10% FBS (Gibco) and 1% Penicillin-Streptomycin.

*CD8<sup>+</sup> T cells migration assay.* The CD8<sup>+</sup> T cells migration experiment was designed to test the ability of tumor cells to recruit CD8<sup>+</sup> T cells. The first co-culture method is to seed AsPC-1 or KPC cells in the 24-well transwell plate, followed by seeding CD8<sup>+</sup> T cells to the upper chamber. The other co-culture method is to add AsPC-1 or KPC cells conditioned medium into 24 well plate, followed by seeding CD8<sup>+</sup> T cells to the upper chamber. After co-culture for 24h, count the number of CD8<sup>+</sup> T cells in the culture medium below.

*Co-culture experiments.* We performed the co-culture of CD8<sup>+</sup> T cells with organoids or tumor cell lines, neutrophils with CD8<sup>+</sup> T cells and tumor cell lines. For the co-culture, tumor cells (AsPC-1, KPC) were seeded in the 10 mm dish and adherent growth, and CD8<sup>+</sup> T cells and neutrophils were cultured in suspension within the same system. In the end of co-culture, tumor cells, CD8<sup>+</sup> T cells and neutrophils were separated by flow cytometry.

*In Vitro Tri-Culture System of Tumor Cells, CD8<sup>+</sup> T Cells and Neutrophils.* In vitro tri-culture experiments were performed by isolating neutrophils from mouse bone marrow through density gradient centrifugation, while CD8<sup>+</sup> T cells were purified from splenocytes using Mouse CD8<sup>+</sup> T Extraction Kit (Stemcell Technologies) according to manufacturer's protocols and activated with anti-CD3/CD28 Dynabeads. For the tri-culture system, tumor cells were seeded in the upper chamber of 0.4  $\mu$ m transwell inserts, with activated CD8<sup>+</sup> T cells and neutrophils co-cultured at a 1:1 ratio in the lower chamber. After 12 hours, tumor cells were removed from the upper chamber, while CD8<sup>+</sup> T cells and neutrophils from the lower chamber were separated using CD8<sup>+</sup> T cell isolation kit, followed by RNA extraction, cDNA synthesis, and qPCR analysis of cell specific markers (*Gzma*, *Gzmb*, *Gzmk*, *Cd107a*, *Ifng* for T cells; *Icam1*, *Cxcl10*, *Tnfa*, *Cxcr2* for neutrophils).

*Stable cell line construction.* The *ZEB1* or *CXCL16* knockdown stable cell lines of AsPC-1, MIA-PaCa2 and KPC were developed using lentivirus and selected by adding puromycin (1  $\mu$ g/ml) or geneticin (400  $\mu$ g/ml). Three individual lines were selected for each stable cell. KPC-OVA cells were developed using the OVA overexpression lentivirus and selected by adding Blasticidin (2  $\mu$ g/ml).

*Western blot analysis.* Collected the cell pellet, added the RIPA lysis buffer (Thermo Fisher Scientific), and incubated on ice for 30 minutes. After Bicinchoninic Acid Assay (Thermo Fisher Scientific), cell lysate protein was prepared and loaded on SDS polyacrylamide gels. Wait until the electrophoresis and membrane transfer processes are completed, membranes were incubated with appropriate primary antibodies at 4°C overnight. After washing with TBST, the membranes were incubated with an HRP secondary antibody for 2 h at room temperature. Finally,

immunoreactive bands were detected using an enhanced chemiluminescent (ECL) plus reagent kit (Thermo Fisher Scientific) in Amersham ImageQuant 800 (Cytiva).

*Quantitative real-time PCR.* Total RNA was extracted using PureLink RNA Mini Kit (Thermo Fisher Scientific) according to manufacturer's protocols, and 1 µg of RNA was reverse transcribed to cDNA using Evo M-MLV Reverse transcription Kit (Accurate Biology) according to manufacturer's protocols. The mRNA expression was determined using SYBR Select Master Mix (Thermo Fisher Scientific) with ABI QuantStudio 5 Real-Time PCR system. The primer sequences used in qRT-PCR are shown in Supplemental Table 1.

*Immunohistochemistry and multiplex immunofluorescence.* Human PC tumor tissues and mouse orthotopic allograft tumor tissues were fixed with universal tissue fixative (Servicebio), embedded in paraffin and sectioned. The slides were dried at 70°C for 1h and dewaxed, soaked in 10mM sodium citrate with pH=6, and slightly boiled for 15 min for antigen retrieval. Slides were cooled to room temperature and incubated in the dark with an endogenous peroxide blocker for 15 min, followed by blocking with 10% goat serum for 30 min. Then, slides were incubated with antibody against ZEB1 (Abcam, AB155249), CD8a (Abcam, AB217344; AB199016), CXCL16 (Invitrogen, PA5-115068), Ly6G (Servicebio, GB11229), SPP1 (Servicebio, GB11500), KI67 (Abcam, AB16667) and were incubated overnight at 4°C. The DAB Horseradish Peroxidase Color Development Kit (ZSGB-BIO) was used for tissue color development. For MIF analysis, the section was stained by antibody against ZEB1 (CST, 9963), CXCL16 (Invitrogen, PA5-115068), CD8a (Abcam, AB217344; AB237709), CK19 (Abcam, AB52625). And the staining was conducted using the Multiple fluorescent staining kit (Absin, abs50012) according to manufacturer's protocols.

104 *Immunofluorescence assay.* Cells were seeded into 24-well plates with Nune Thermanox coverslip  
105 (Thermo Fisher Scientific). After cells grew to 30% - 40% confluency, removed medium, fixed  
106 with 4% paraformaldehyde and blocked with 3% bovine serum albumin in PBS. The coverslips  
107 were then probed with the ENT1 antibody (ProteinTech, 29862) 4°C overnight, and then incubated  
108 with secondary antibody (ProteinTech). Place the coverslip upside down onto a slide with DAPI  
109 dye (Thermo Fisher Scientific) for 30 min. The image was captured by cell imaging system EVOS  
110 M5000 (Thermo Fisher Scientific).

111 *Immunoprecipitation assay.* Use weak IP RIPA lysis buffer (Thermo Fisher Scientific) to lyse cells  
112 to obtain protein solution. The supernatant was collected after centrifugation and precleared with  
113 IgG and ZEB1 (Abcam, AB155249). The obtained product was eluted using elution buffer and  
114 subjected to Western blot analysis. The antibody against HDAC1 and HDAC2 (CST, 34589) for  
115 co-immunoprecipitation and the IgG as control (ProteinTech).

116 *Primary human CD8<sup>+</sup> T cells isolation.* As a healthy donor, the first author Shaobo Zhang of this  
117 study provided freshly collected venous blood. Next, we first extracted human PBMCs from blood,  
118 and then extracted CD8<sup>+</sup> T cells from PBMCs using Human CD8<sup>+</sup> T Extraction Kit (Stemcell  
119 Technologies) according to manufacturer's protocols. Human CD8<sup>+</sup> T cells were activated with  
120 anti-CD3/CD28 Dynabeads (Thermo Fisher Scientific) at the ratio of 1:1 for 48h and cultured in  
121 X-VIVO15 (LONZA) with 5% FBS (Gibco) and 400U/ml IL-2 (MCE) and 1% Penicillin-  
122 Streptomycin.

123 *Mouse CD8<sup>+</sup> T cells and OT1-CD8<sup>+</sup> T cells isolation.* Mouse CD8<sup>+</sup> T cells were isolated from  
124 C57BL/6J mice spleen. We euthanized mice by decapitation and dissected out spleen for grinding  
125 and extraction of all cells. Next, we extracted mouse CD8<sup>+</sup> T cells from all cells using Mouse

CD8<sup>+</sup> T Extraction Kit (Stemcell Technologies) according to manufacturer's protocols. The mouse OT1-CD8<sup>+</sup> T cells were isolated from OT1-mice spleen in the same way as described above. Mouse CD8<sup>+</sup> T cells were activated with anti-Cd3/Cd28 Dynabeads (Thermo Fisher Scientific) at the ratio of 1:1 for 48h, OT1-CD8<sup>+</sup> T cells were activated with OVA<sub>257-264</sub> (MCE) for 48h. Mouse CD8<sup>+</sup> T and OT1-CD8<sup>+</sup> T cells were cultured in X-VIVO15 (LONZA) with 5% FBS (Gibco) and 400U/ml IL-2 (MCE) and 1% Penicillin-Streptomycin.

*Sample preparation for scRNA sequencing.* Freshly harvested orthotopic allograft tumor tissues from mice (KPC-shV, n=1; KPC-shZEB1, n=1) were sectioned into 2–4 mm<sup>3</sup> segments and temporarily stored in tissue preservation solution (MACS, 130-100-008) at 4°C to ensure simultaneous tissue dissociation and sequencing of all samples. The tissues were carefully washed twice with pre-cooled medium (DMEM supplemented with 0.04% BSA) and thoroughly minced into small pieces. Tissue fragments were then digested at 37°C and 22 rpm for approximately 30 min in an enzyme solution containing DMEM, 0.04% BSA, 0.2% collagenase II (Gibco), and 100 µg/L DNase I (Applichem). Additionally, 0.25% trypsin (Gibco) was added for further digestion for 5 min. The resulting cell suspension was filtered through a 40 µm cell strainer, followed by centrifugation at 300 × g for 7 min at 4°C. MACS Red Cell Lysis Solution (130-094-183) was applied to lyse erythrocytes. Cell pellet after washing with medium was resuspended in 200µL PBS with 1% BSA. The Luna Fluorometer (Logos Biosystems) was used to confirmed the number of viable cells, and the cell suspension concentration was then adjusted to 700-1200 cells/µL.

*Isolation of mouse neutrophils.* 8-12-week-old C57BL/6J mice were sacrificed to obtain femora and tibias. Briefly, the femur and the tibia were removed from all tissue. Then FBS-free RPMI-1640 medium was forced through the cut bone with a syringe to flush out the marrow. Transfer the bone marrow to a clean 15 ml conical tube and centrifuge the bone marrow suspension at 1500

149  $\times g$  for 3 min. Discard the supernatant and resuspend the pellet with FBS-free RPMI-1640 medium.  
150 Layer the cell suspension gently on top of a two-layer Percoll (Cytiva) gradient of 65% and 55%.  
151 Centrifuge the gradient at  $1000 \times g$  for 30 min. Collect the cells from the 55%/65% interface. Wash  
152 the cells three times with the FBS-free RPMI-1640 medium. Aseptic techniques were employed  
153 throughout the aforementioned steps. The yield was approximately  $9 \pm 1 \times 10^6$  cells per mouse.

154 *Luciferase-based cytotoxicity assay.* The AsPC-luciferase and KPC-luciferase cells were seeded in  
155 96-well black opaque plate for  $1 \times 10^4$  cells (100  $\mu$ l) every well. After 24h, we added 100  $\mu$ l CAR-  
156 T or OT1-CD8<sup>+</sup> T cells at required ratio and co-culture for 24 - 48h. At the end of co-culture, we  
157 removed the medium in the well and added 100  $\mu$ l Steady-Glo luciferase substrate (Promega) and  
158 measured the ratio of luminescence intensity of luciferase in PE Victor Nivo Alpha S (Revvity,  
159 Inc). The killing level of CD8<sup>+</sup> T cells to tumor cells is represented by specific lysis: % killing =  
160  $100\% \times [1 - \text{RLU of well (effector and target cell coculture)} / \text{RLU of control well (only target}$   
161  $\text{cells})]$ .

162 *CUT&TAG-qPCR.* The cleavage under target & tagmentation (CUT&TAG) was performed in  
163 AsPC-GEM cells by using the anti-H3K27ac (CST, 8173), anti-HDAC1 (CST, 34589) antibody  
164 with the NovoNGS<sup>®</sup> CUT&Tag 4.0 High-Sensitivity Kit (Novoprotein) following the  
165 manufacturer's protocol. After the antibody was pulled down, the target DNA fragment was  
166 amplified and determined by qPCR. The sequences for CXCL16 assay are: Forward: 5'  
167 ATATGGTGAGGGACAGGAGAGC 3'; Reverse: 5' TGGAGAAGACTACTCAGGGAT 3'.

168 *Dual luciferase assay for promoter activity.* The predicted promoter region (from 2,000bp to the  
169 transcription start site) of the *CXCL16* gene was ligated to a dual luciferase reporter plasmid  
170 pGL4.10. The plasmid PRL-TK was used as an internal reference, and lipo3000 (Thermo Fisher

Scientific) was used for cell transfection. *CXCL16* promoter activity was obtained by measuring the ratio of luminescence intensity of firefly luciferase reporter gene to internal reference plasmid PRL-TK using dual luciferase reporter assay system (Promega).

*Flow cytometry.* The tumor tissue was dissociated into a single-cell suspension using a tissue dissociation instrument (Miltenyi Biotec) and then washed with PBS containing 1% FBS. Then cells were stained according to antibody's protocols. The stained samples were analyzed using Spectral flow cytometer Cytex NL-CLC3000 (Cytex Biosciences) and data were analyzed using FlowJo software.

*scRNA-seq data preprocessing.* 10x Genomics generated FASTQ files were processed and aligned to mm10 mouse reference genome using Cell Ranger software (version 7.0.1), with unique molecular identifier (UMI) counts summarized for each barcode. The row UMI count matrix was then analyzed using Seurat (version 5.1.0) R package in R (version 4.3.3). Low-quality cells and potential multiplet captures (defined as cells with <500 detectable genes, <1000 UMIs, >60,000 UMIs, or >15% of transcripts mapping to mitochondrial genes) were excluded. The DoubletFinder package (version 2.0.3) was used to remove inferred doublets. Data normalization and identification of the top 3000 highly variable genes (HVGs) were performed using the SCTransform package. Principal component analysis (PCA) was conducted for dimensionality reduction, with the top 30 PCs used for further analysis. To remove batch effects and achieve well-integrated data across sample origins, the Harmony package (version 1.2.0) was applied with default parameters. Based on batch-corrected Harmony PCs, the data were visualized using the RunUMAP and FindNeighbors functions. Single-cell clusters identified by the FindClusters function, using the Louvain method, were characterized according to known marker genes. Marker genes of subclusters and differentially expressed genes (DEGs) were identified using the

FindAllMarkers and FindMarkers functions. The Nebulosa package (version 1.0.1) was used to generate density plots for visualizing gene expression and gene set scores. The CellChat (version 2.1.1) package was used to estimate and visualize cell-cell communication networks. Pathway enrichment analysis of DEGs was applied by clusterProfiler (version 4.8.3) package.

*Construction of PDOs.* PDOs were derived from the tumor tissue of patients with PC and cultured in in matrix gel (Corning, 356231) with organoid culture medium (Novoprotein). Fresh surgical specimens were rinsed with DPBS and removed fat and other tissues. The tissues were then cut into small pieces using spring scissors and digested with 1 mg/ml collagenase I (Thermo Fisher Scientific) at 37°C for 1h. The cell suspension was obtained by filtration with a 75 µm filter screen, and the cell precipitation was collected by centrifugation with 500 × g for 5 min. The cells were resuspended with DPBS and centrifuged again under the same conditions. Then, the cells were resuspended with 50 µL of Matrigel in a low-adsorption 24-well plate, fixed at 37°C for 10 minutes, and subsequently supplemented with 500 µL of culture medium.

*Orthotopic mouse model.* The C57BL/6J, BABL/c, and NSG mice (4-6-week old) used in this study were all purchased from Shanghai Model Organisms Center. We compared the grow of shV, shZEB1, shCXCL16 tumors treated with different drugs. The experimental unit and number were specified in figure legends. Sample size was decided according to the previous studies. Randomisation was used to allocate the mice into experimental units by using a random number generator. To minimize potential confounders, all mice underwent identical surgical procedures. In addition, control and experimental groups were handled in an alternating order to reduce bias related to handling or procedural timing. Group allocation was performed by laboratory personnel who were not involved in the outcome assessment or data analysis, thereby helping to minimize potential bias. The primary outcomes were tumor size and overall survival of the mice. No mice

were excluded in the final analysis. Orthotopic allograft mouse model: KPC cells were digested and resuspended in PBS and mixed with 30% Matrigel (Coring, 354234). After anesthetizing the mice with isoflurane, the skin and peritoneum of the abdomen were incised using high-pressure sterilized surgical instruments. Find and extract the pancreas, inject  $5 \times 10^5$  KPC cells (30  $\mu$ l) into the pancreas using a Hamilton syringe, and suture the mouse abdomen. Orthotopic xenograft mouse model: The method is the same as above, and  $3 \times 10^6$  MIA-PaCa2 cells (50  $\mu$ l) were injected into the mouse pancreas using a Hamilton syringe. The mice were monitored in a daily base in SPF grade animal laboratories and drug injections began 7 days after the surgery was completed.

*Spatial transcriptomic sequencing.* Freshly harvested mouse tumor tissues (KPC-shV, n=2; KPC-shZEB1, n=2) were sectioned into appropriately sized fragments, embedded in OCT, and rapidly frozen in liquid nitrogen. Tissue blocks were then subjected to methanol fixation, followed by Hematoxylin & Eosin (H & E) staining, imaging, and destaining, according to the experimental protocol recommended by 10x Genomics (Pleasanton, CA, USA). Subsequently, tissue sections were mounted onto a 10x Visium CytAssist Spatial Gene Expression Slide. This slide contains two capture areas, each measuring 6.5 x 6.5 mm, with approximately 5,000 barcoded spots per area, designed for mRNA capture via oligonucleotides. Following the guidelines from 10x Genomics, probe hybridization and release were performed, and then the probes were transferred to the Visium CytAssist slide. Library construction was subsequently carried out using the Visium CytAssist Spatial Gene Expression for FFPE kit (PN-1000521). The DNA libraries were sequenced using the PE-150 mode. The Space Ranger software (version 2.0.1) from 10x Genomics was used to process FASTQ files and align reads to mm10 mouse reference genome. Tissue-overlaying spots were identified based on the images to distinguish them from background spots. The filtered UMI count matrix was analyzed using Seurat. Applying Sctransform to normalize and

240 scale data, followed by the identification of the top 3,000 HVGs for subsequent analyses. 

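RCTD estimates, for each spot, the mixture of cell types whose reference profiles best explain its counts, and the reference comes from single-cell data. The method was not run here, and no cell type makeup of spots is given.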

RCTD  
241 (version 1.1.0) was applied to infer cell-type composition of each spot. 

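AddModuleScore averages the normalized expression of the marker genes in each spot and subtracts the average of control genes drawn from the same expression bins, so a score has no unit and its 0 is set by the control genes. Here the spots of both libraries were normalized together with SCTransform and scored with 24 bins, 100 control genes and seed 1. The text of the paper gives no score above which a spot counts as enriched.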

AddModuleScore was  
242 utilized to calculate the expression of selected marker genes for immune cell subsets (T cells: *Ptprc*,  
243 *Cd3d*, *Cd3e*, *Cd3g*; Cd8<sup>+</sup> T cells: *Cd8a*; Gzma effector Cd8<sup>+</sup> T cells: *Gzma*, *Cxcr6*; Granulocyte:  
244 *S100a8*, *S100a9*, *Csf3r*, *Fcgr3*, *G0s2*), facilitating the identification of immune cell-enriched spots.  
245 The R package CellChat was applied to analyze and visualize cell-cell communication network  
246 across multiple spatial transcriptomics datasets.

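CellChat scores a ligand-receptor pair from the expression of the ligand in one group of spots and of the receptor in another, so its result depends on how the spots were annotated. It was not run here, and only the levels of the ligand and receptor genes are given.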

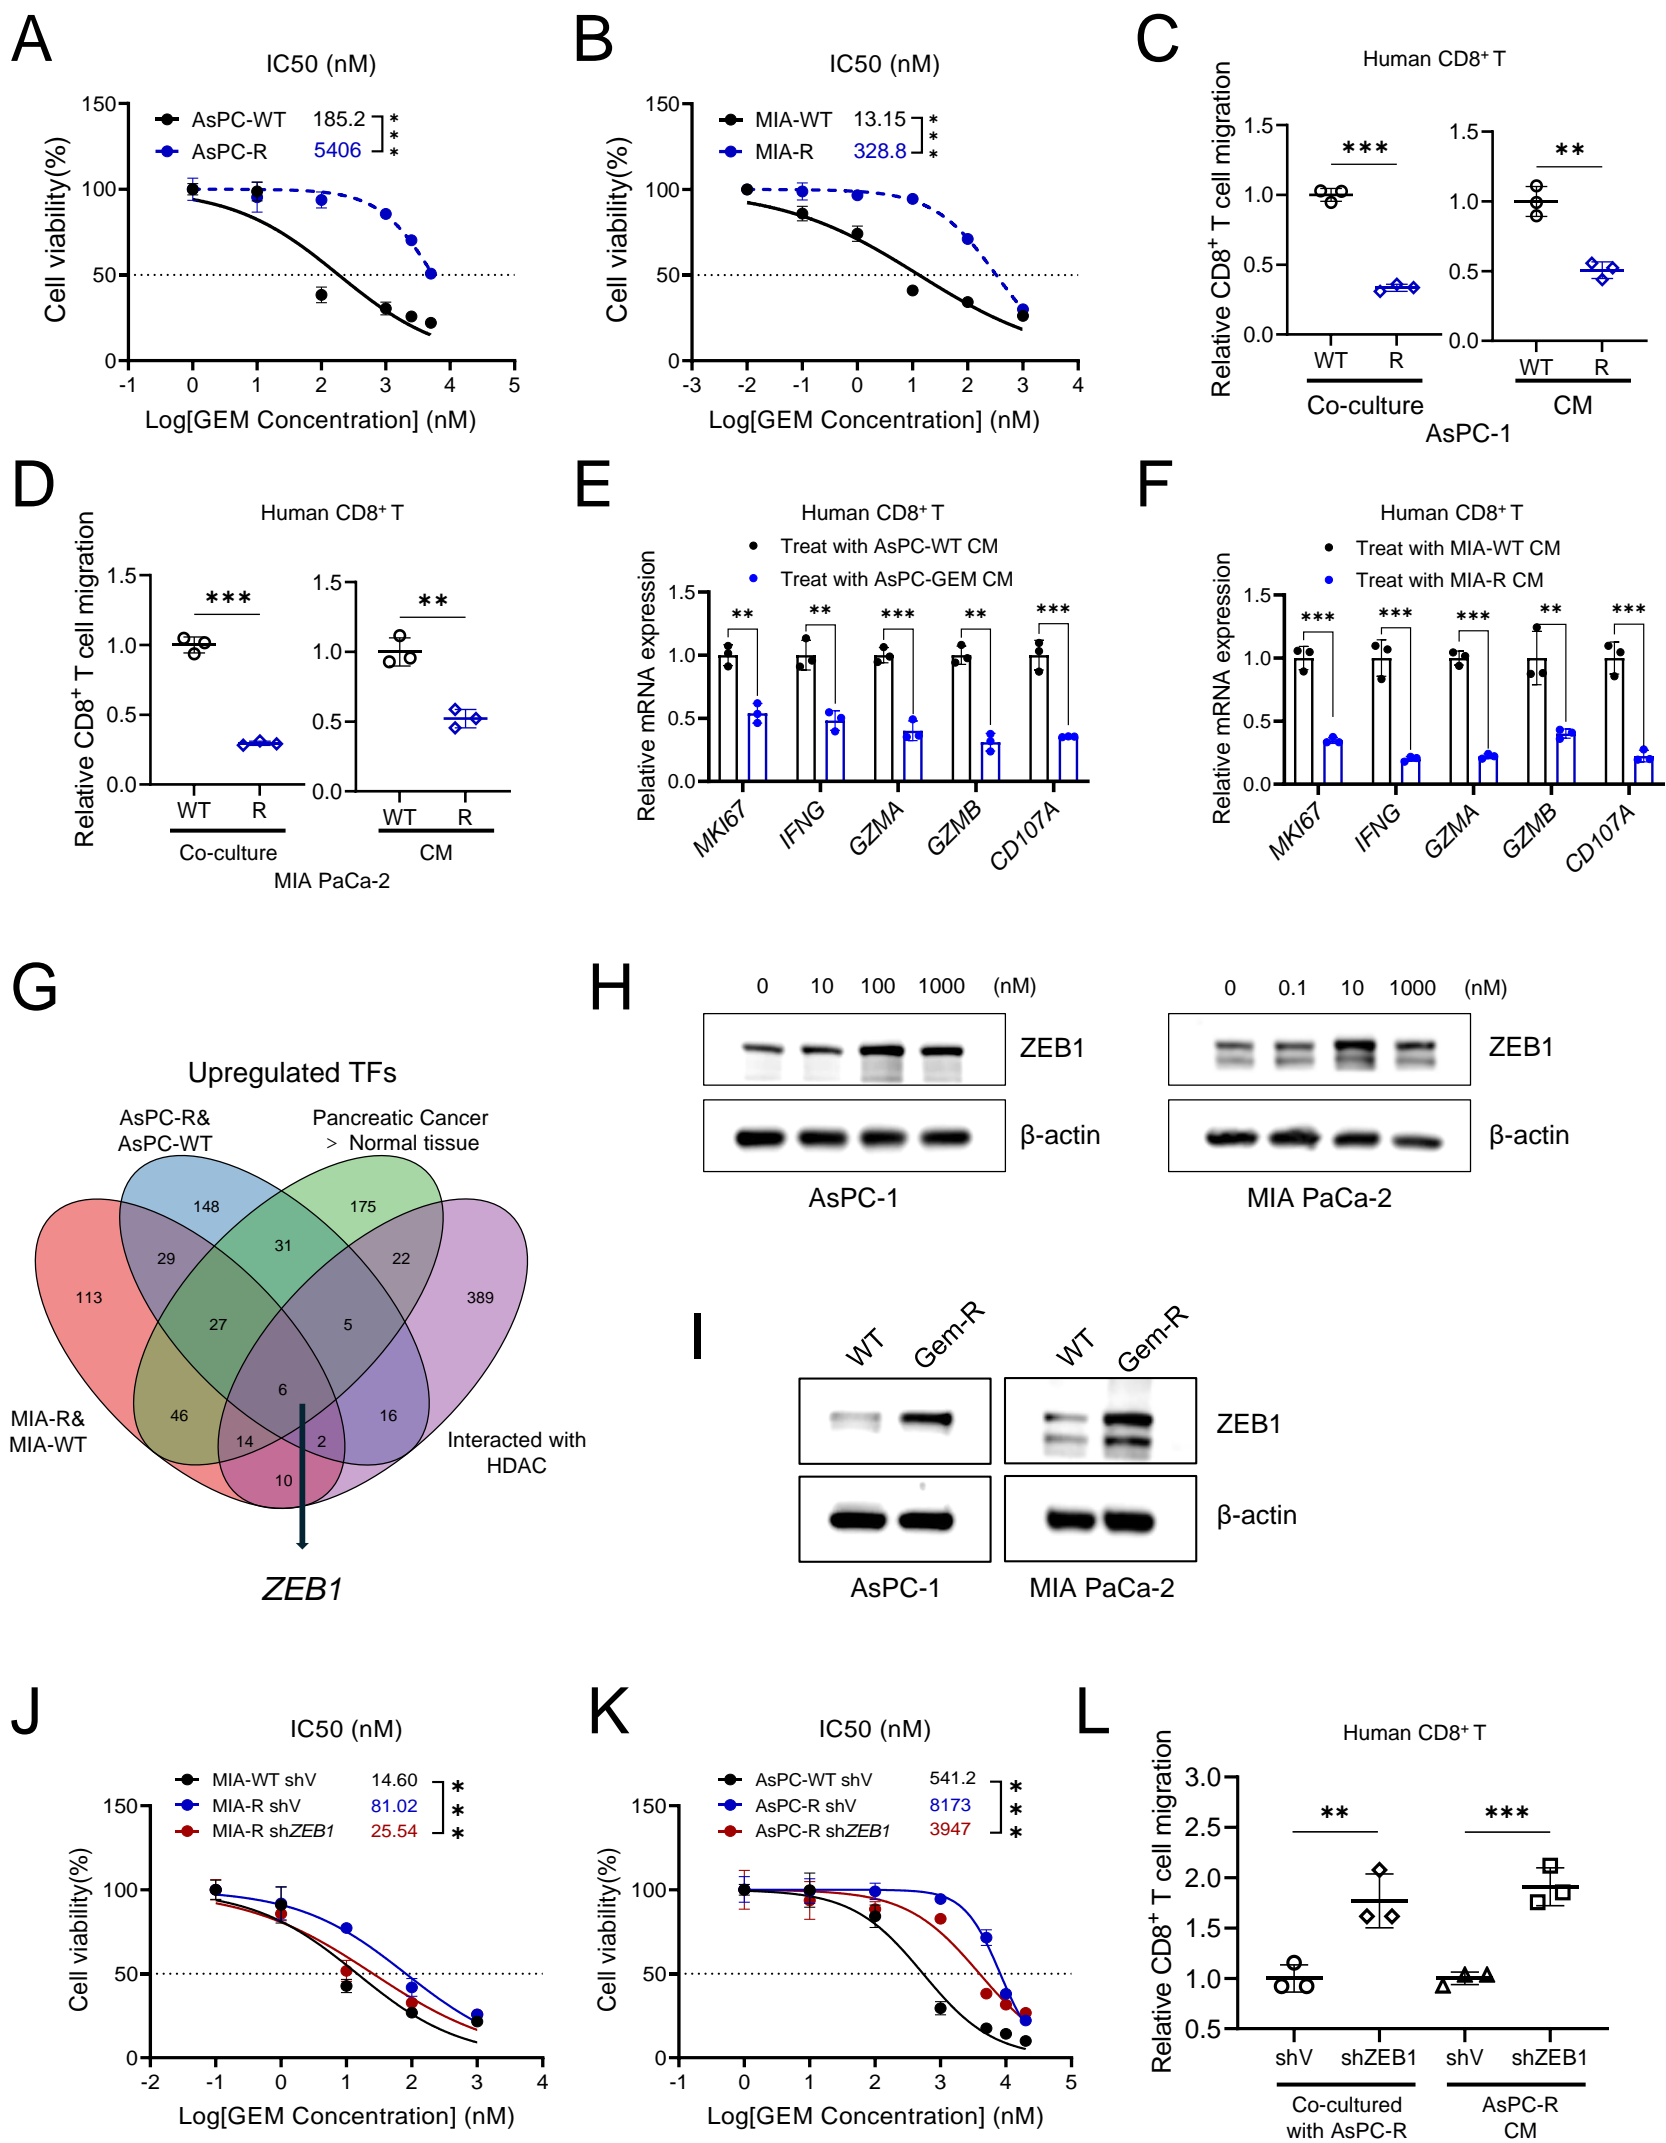

Supplemental Figure 1

M

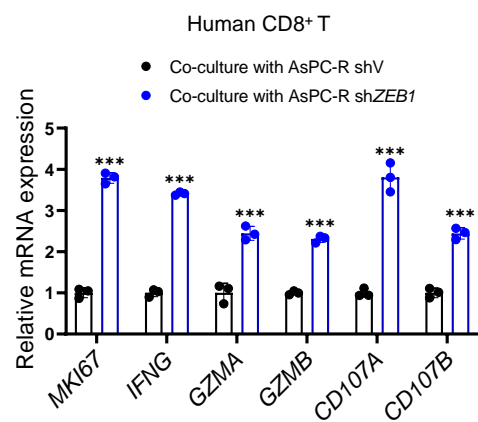

N

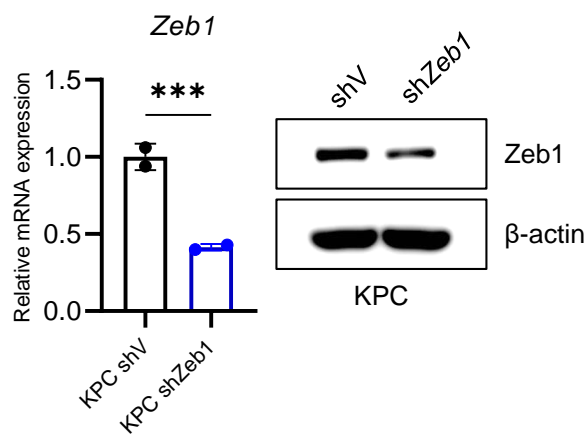

O

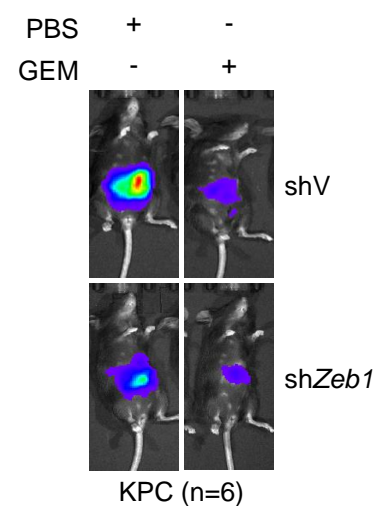

P

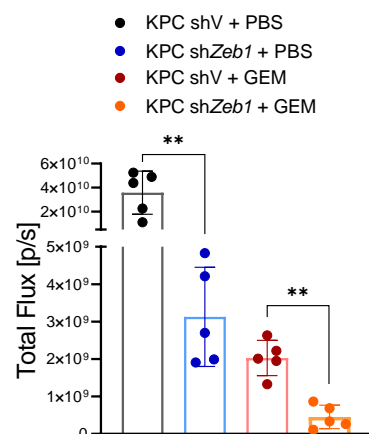

Q

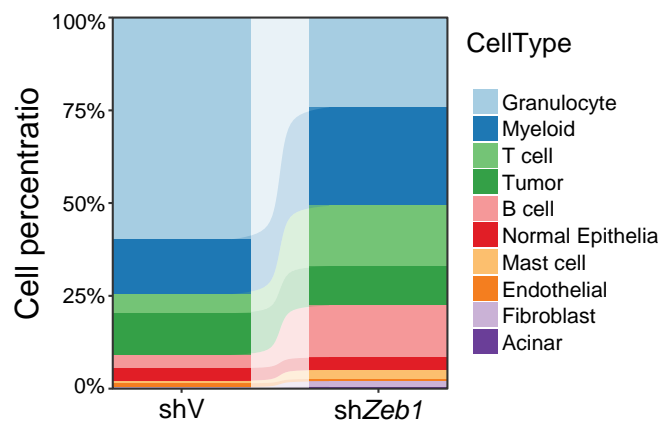

R

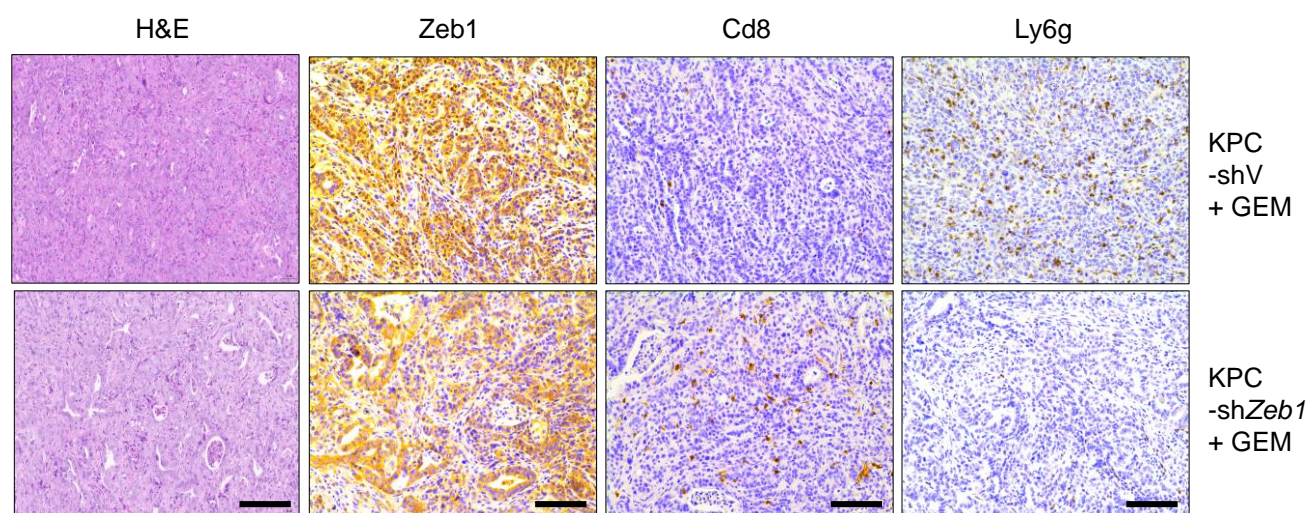

S

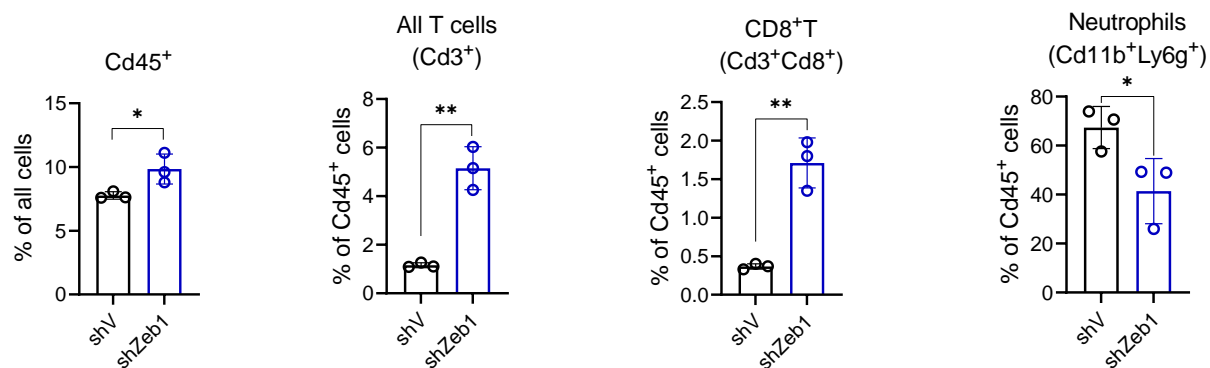

**Supplemental Figure 1. ZEB1 induced gemcitabine resistance through regulating immune microenvironment of pancreatic cancer.**

(A-B) IC50 of WT and chemoresistant cells with treatment of gemcitabine. (C-D) Relative migration of human CD8<sup>+</sup> T cells co-incubated with WT and chemoresistant cells. (E-F) Detection of activation markers in human CD8<sup>+</sup> T cells after co-culturing with WT and chemoresistant cells. (G) Venn diagrams showing numbers of significantly upregulated TFs overlap with the upregulated genes in tumor tissues, and the genes which can encode proteins that interact with HDACs. *ZEB1* is ranked high. (H) Detection of ZEB1 expression in WT cells treated with gemcitabine. (I) Detection of ZEB1 expression in WT and chemoresistant cells. (J-K) IC50 of chemoresistant cells treated with gemcitabine. (L) Relative migration of human CD8<sup>+</sup> T cells co-incubated with AsPC-R (shV or sh*ZEB1*) and treated with the CM. (M) Detection of the activation markers in human CD8<sup>+</sup> T cells after co-culturing with AsPC-R (shV or sh*ZEB1*). (N) The knockdown efficiency of *Zeb1* in KPC cells. (O-P) Bioluminescence quantification and statistical analysis of the orthotopic mouse model established from KPC-shV/sh*Zeb1*-luciferase cells (n=5). (Q) Stacked histogram shows the proportion of each cell cluster. (R) H&E and IHC staining of Zeb1, Cd8, and Ly6g in tumor tissues. Scale bar = 50  $\mu$ m. (S) Flow cytometry analysis of the proportion of Cd45<sup>+</sup> cells divided into total cells, and all T cells, CD8<sup>+</sup> T cells, neutrophils divided into Cd45<sup>+</sup> cells in tumor tissues (n=3). Data are representative of at least 2 or 3 independent experiments. \*  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$ , by 2-way ANOVA (A, B, J and K), unpaired, 2-tailed Student's  $t$  test (C, D, E, F, L, M, N and S) and one-way ANOVA with Tukey's multiple comparisons test (P). Data represent the mean  $\pm$  SD.

A

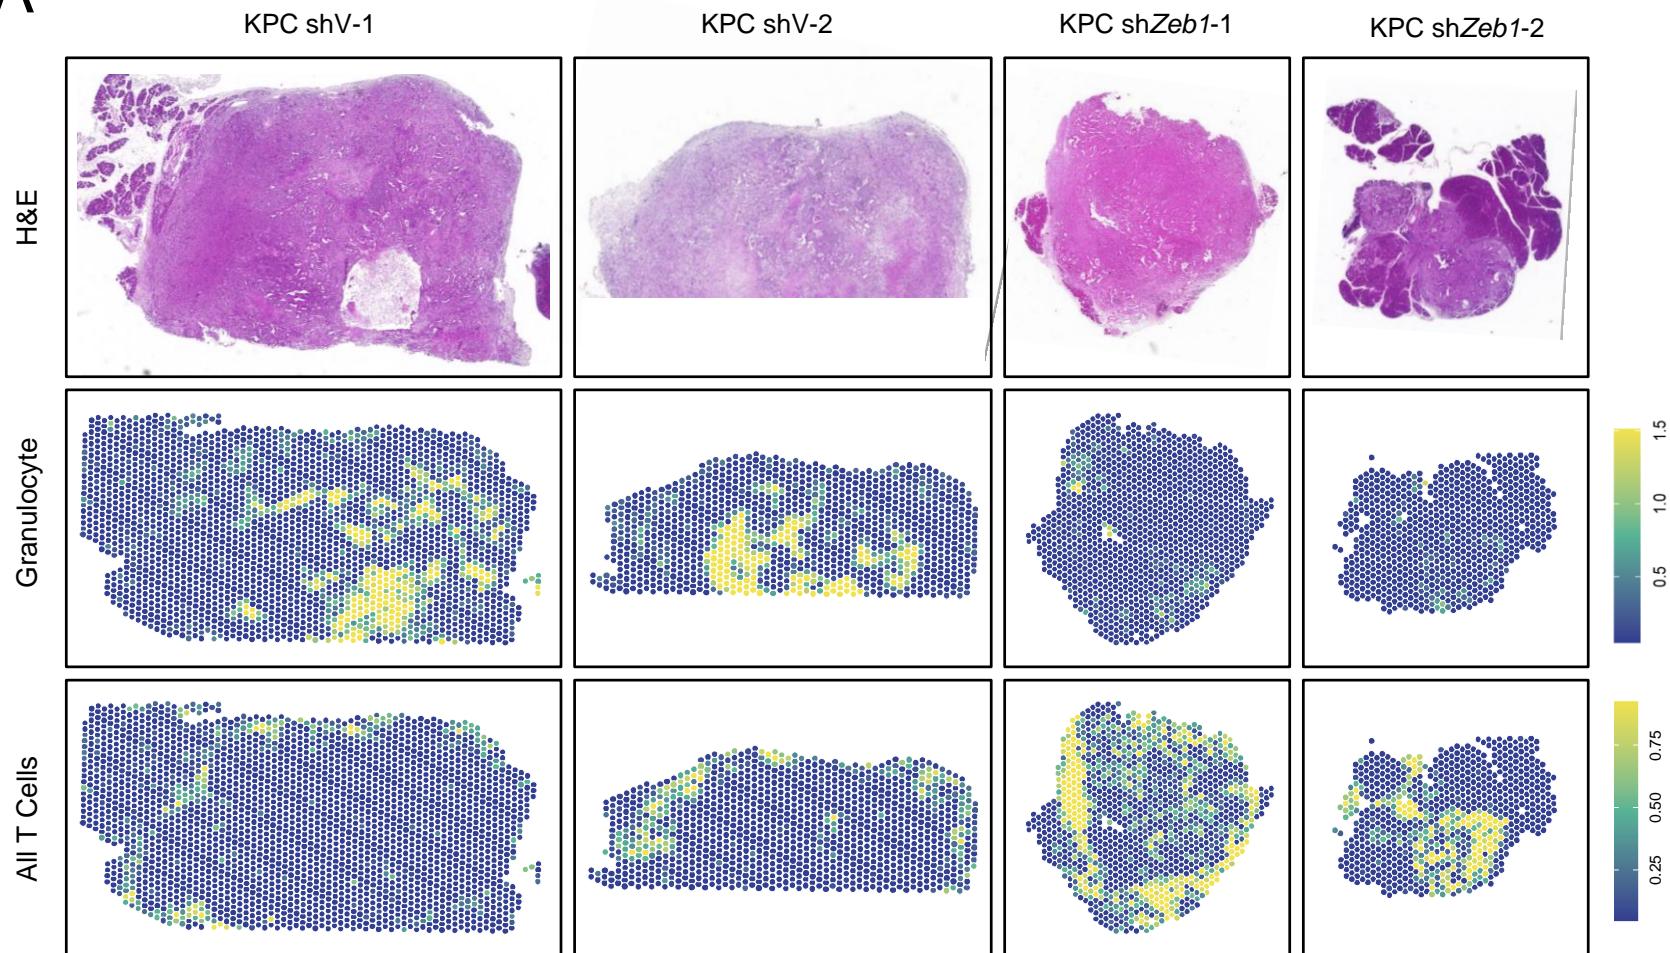

B

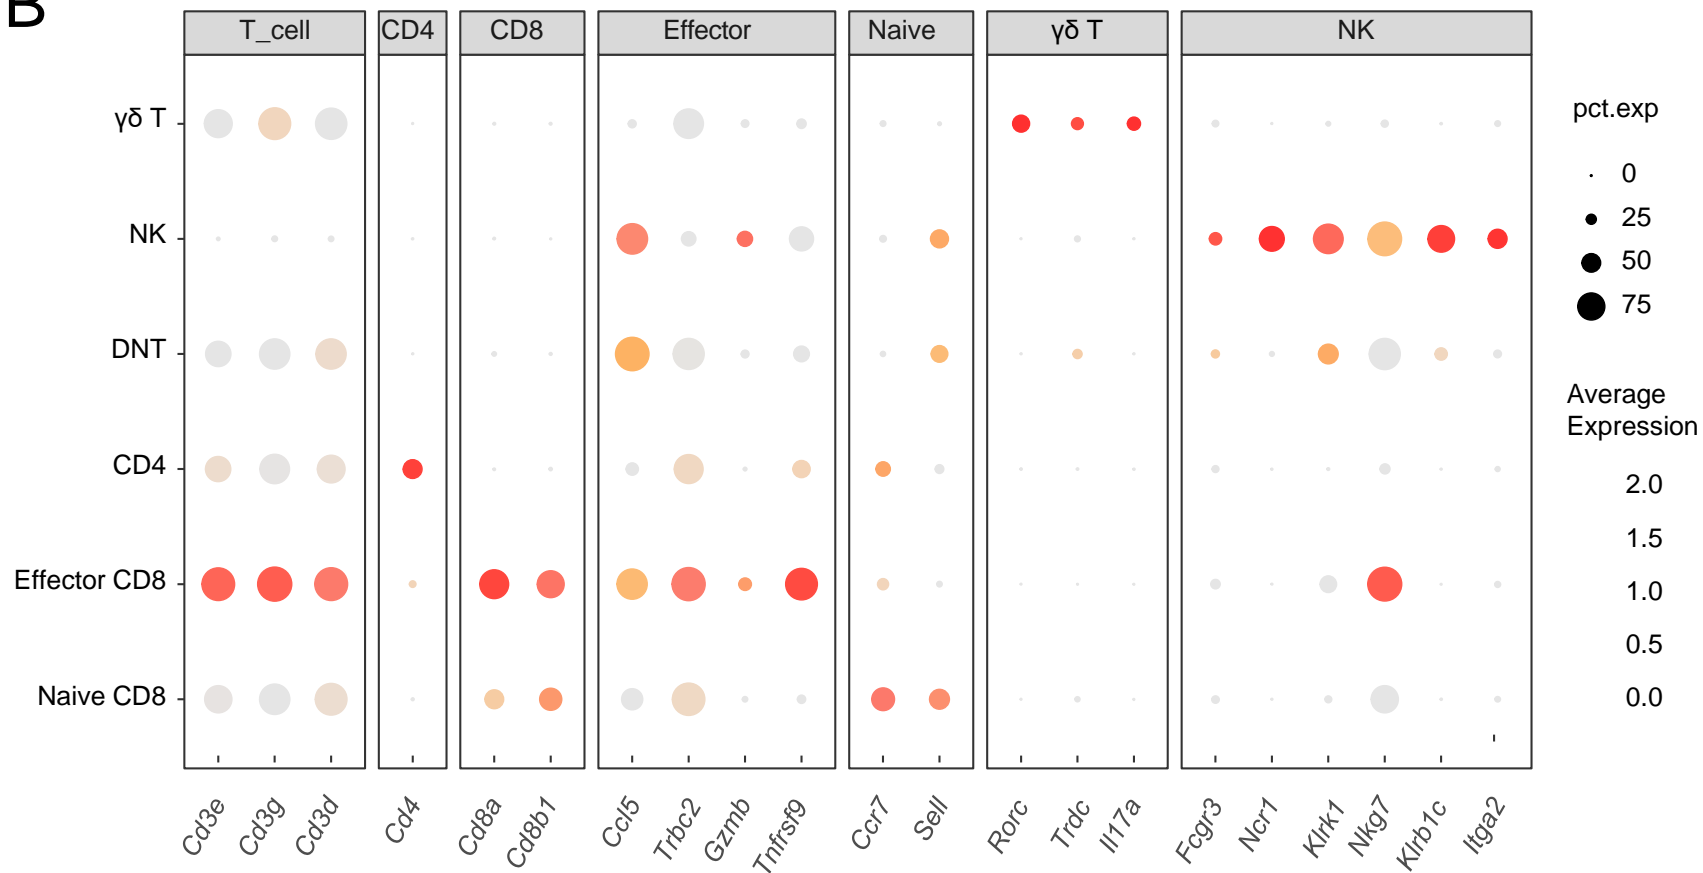

C Outgoing signaling patterns

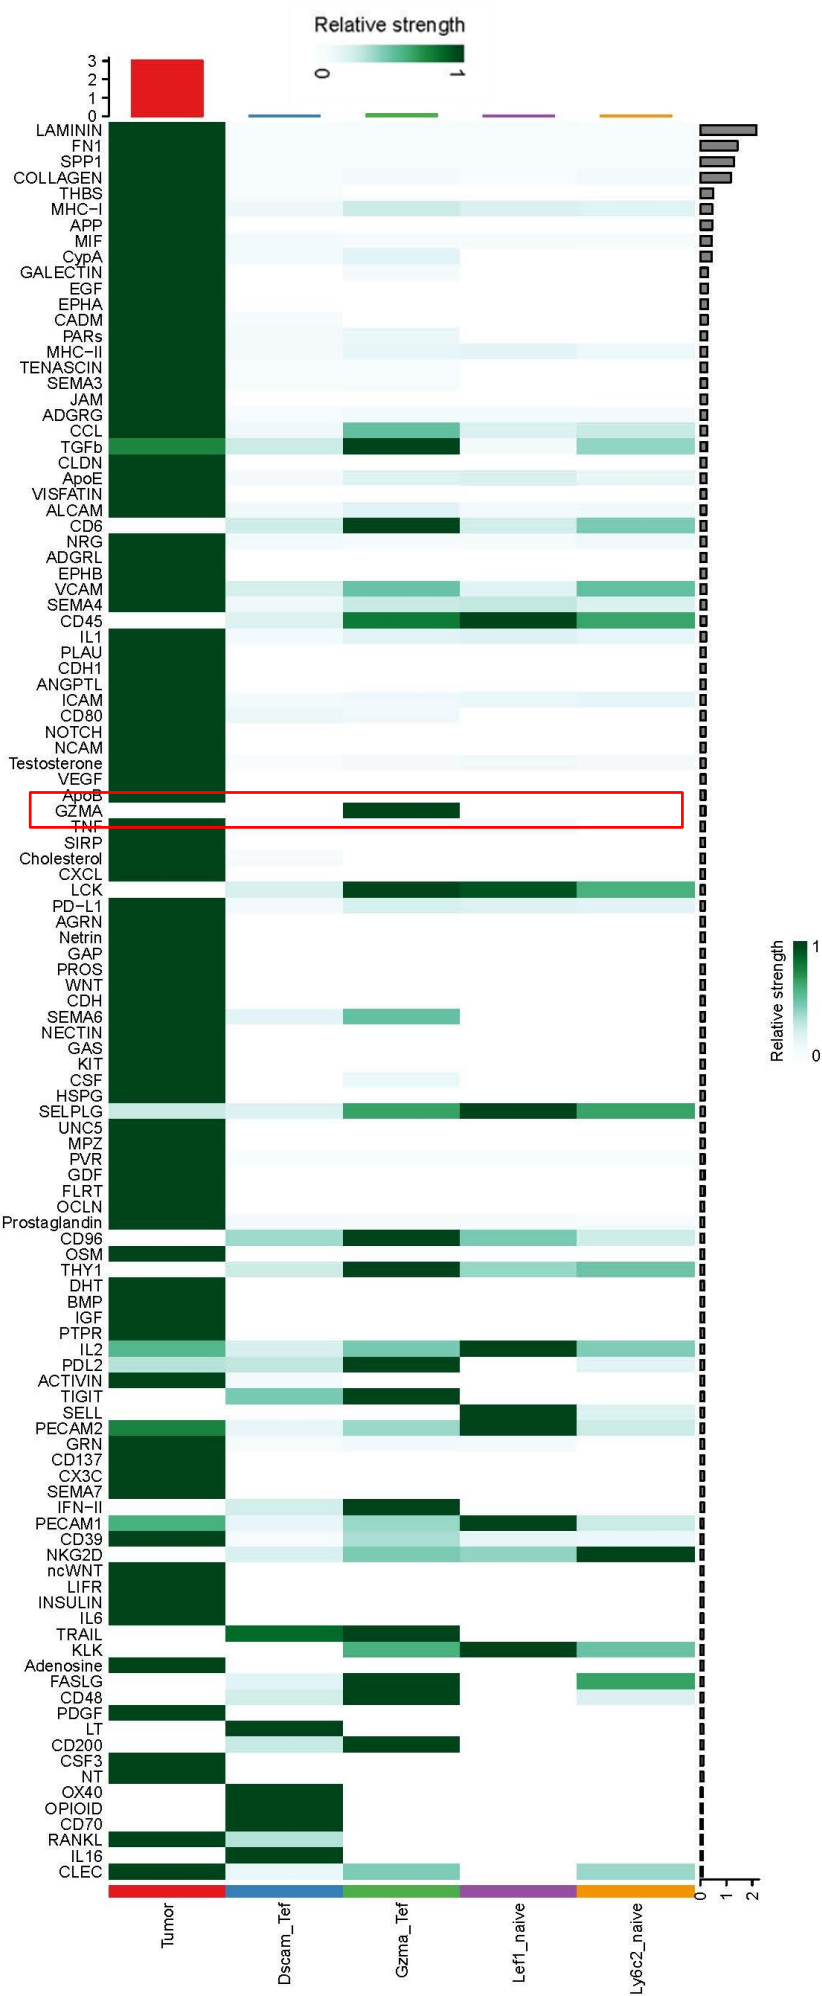

D

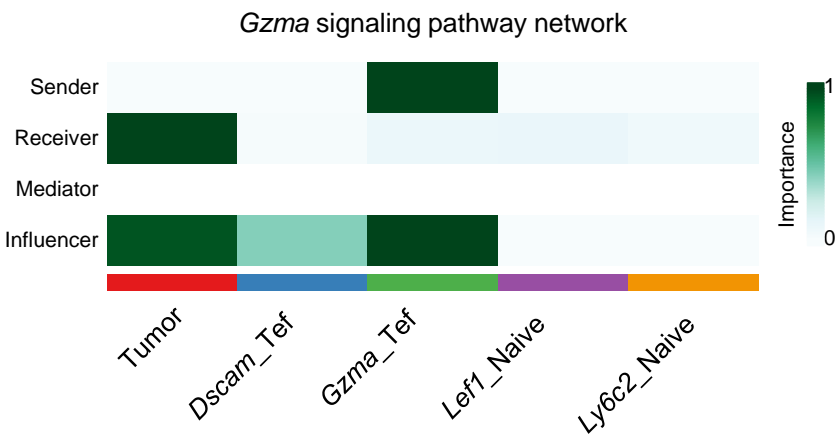

E

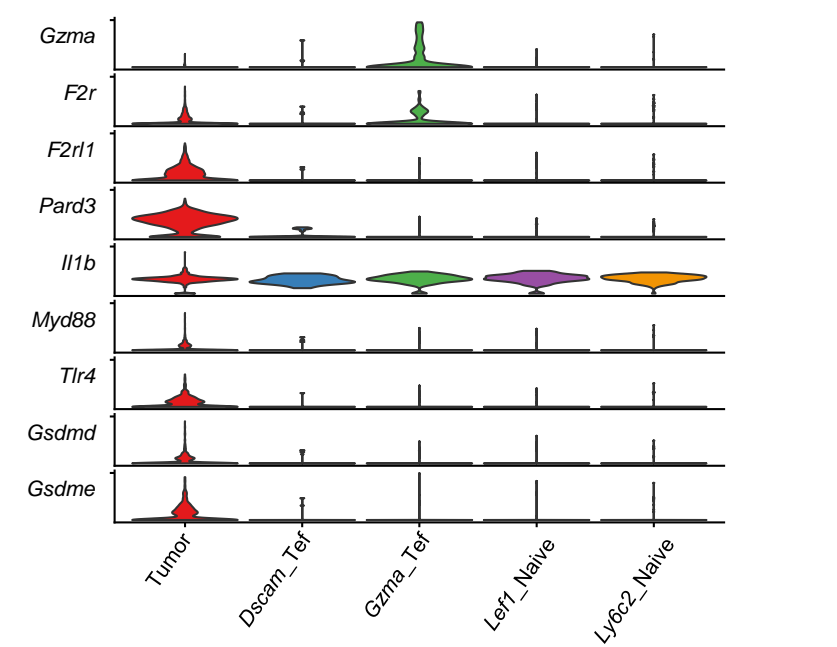

Supplemental Figure 2

**Supplemental Figure 2. *Gzma*<sup>+</sup>CD8<sup>+</sup> T cells are enriched in *Zeb1*-knockdown tumors with gemcitabine treatment.**

(A) The first row presents H&E staining of orthotopic allograft mouse models. 

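The score of the T cell markers Ptprc, Cd3d, Cd3e and Cd3g averaged 0.190 ± 0.497 (SD over 2220 spots) in the library labelled KPC-shZeb1 and -0.187 ± 0.369 (SD over 3552 spots) in the library labelled KPC-shV, a difference of 0.377. The score of the granulocyte markers averaged -0.288 ± 0.378 and 0.0748 ± 0.684, respectively, a difference of -0.363. Spots are not replicates, and the SDs describe each library. With LogNormalize in place of SCTransform the differences were 0.145 and -0.236.
By level, the T cell markers summed to 217.3 CPM (95% interval 214.9 to 219.8) in the library labelled KPC-shZeb1 and 143.97 CPM (142.2 to 145.8) in the library labelled KPC-shV, a log2 ratio of 0.59 (0.57 to 0.62). Over the 9 alternatives the ratio lay between 0.44 and 1.53, the highest being the mean of the log2 ratios of the 4 genes. Ptprc, which all leukocytes express, had most of these UMIs and a log2 ratio of 0.36 (0.33 to 0.39). Cd3d, Cd3e and Cd3g, which lie together on chromosome 9 of GRCm38 between 44969572 and 45009627, had log2 ratios of 1.79 (1.67 to 1.91), 1.80 (1.69 to 1.91) and 2.18 (2.05 to 2.32).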

The second and third rows show the expression scores of selected marker genes for granulocytes and T cells in spatial transcriptomics data, respectively. (B) The dot plot shows representative markers for each T and NK cell subtype. Dot size indicates the proportion of cells within each subtype expressing the specific genes. The intensity of the color corresponds to the relative average expression levels of specific genes. (C) The heatmap shows the strength of outgoing signaling between tumor cells and CD8<sup>+</sup> T cell subtypes. Notably, *Gzma* signaling is exclusively secreted by *Gzma* effector T cells. (D) Compared to other CD8<sup>+</sup> T cell subtypes, *Gzma* effector T cells are the primary source of *Gzma* signaling, with tumor cells serving as the main recipients. (E) Violin plot shows the gene expression levels of the ligand and receptors involved in *Gzma* signaling.

A

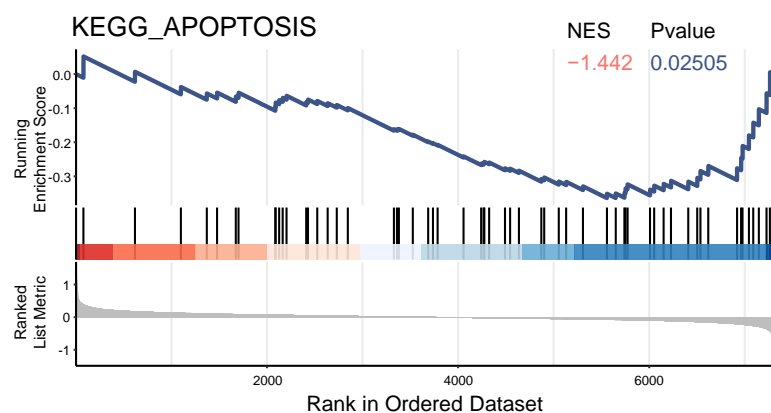

B

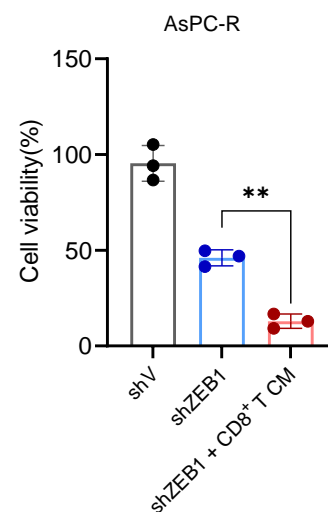

C

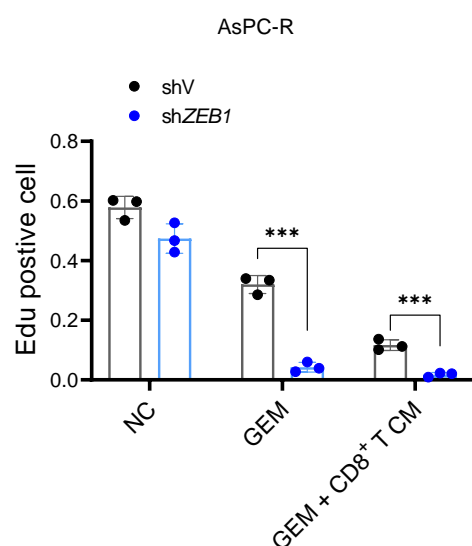

D

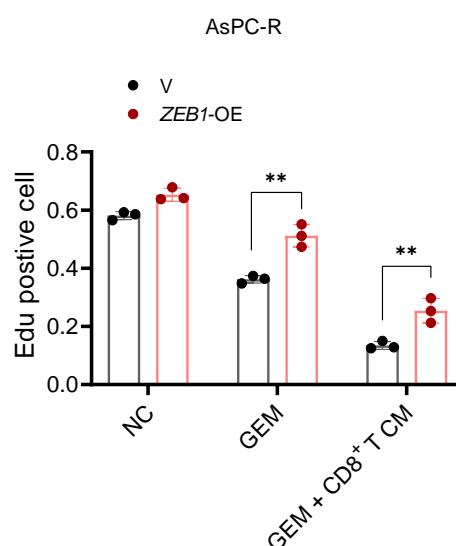

E

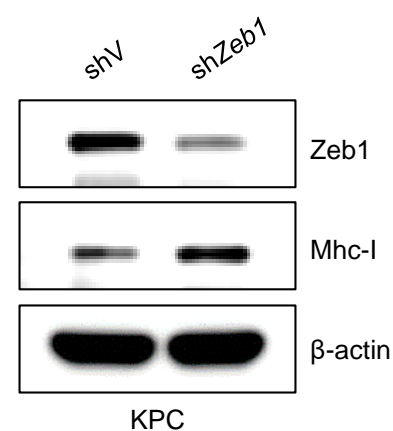

F

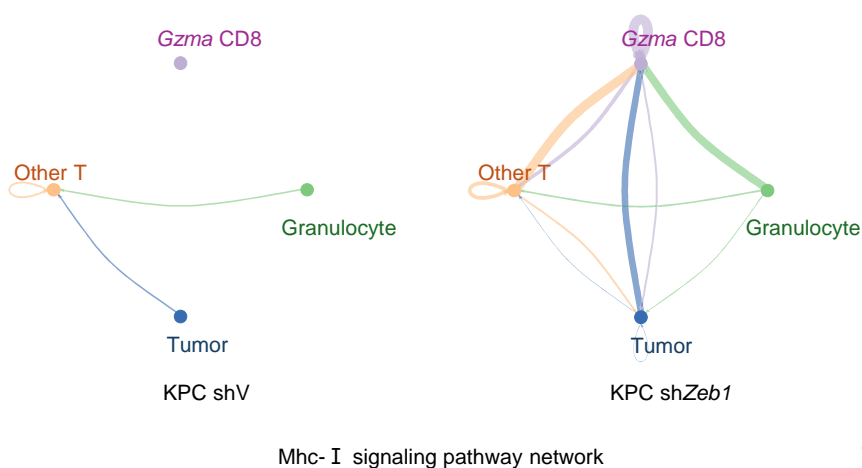

G

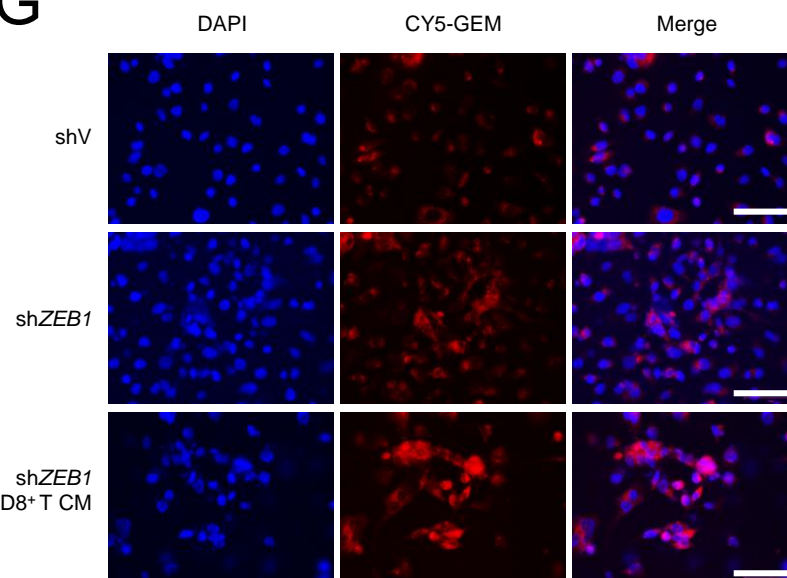

H

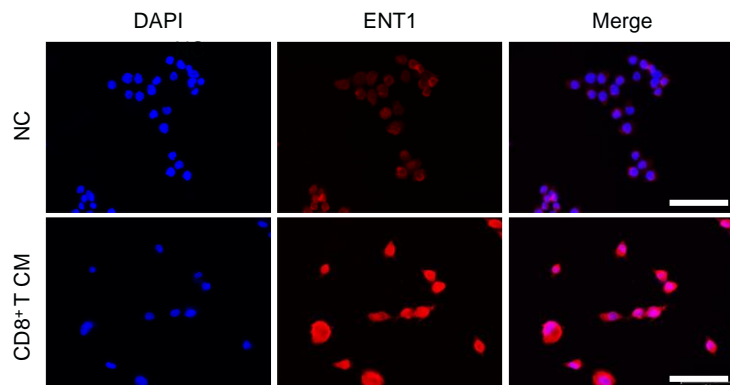

I

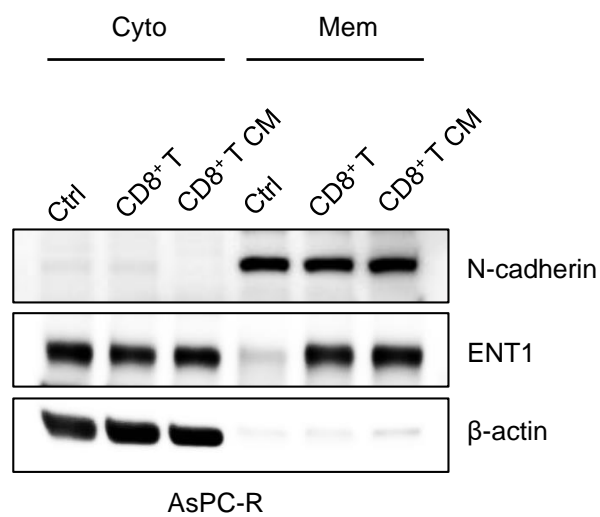

J

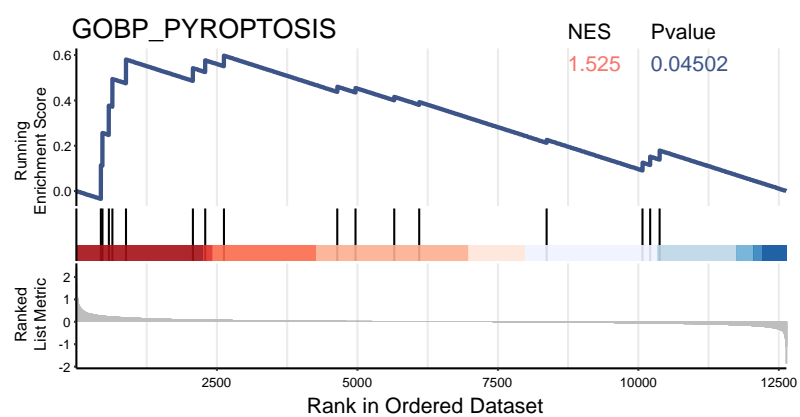

K

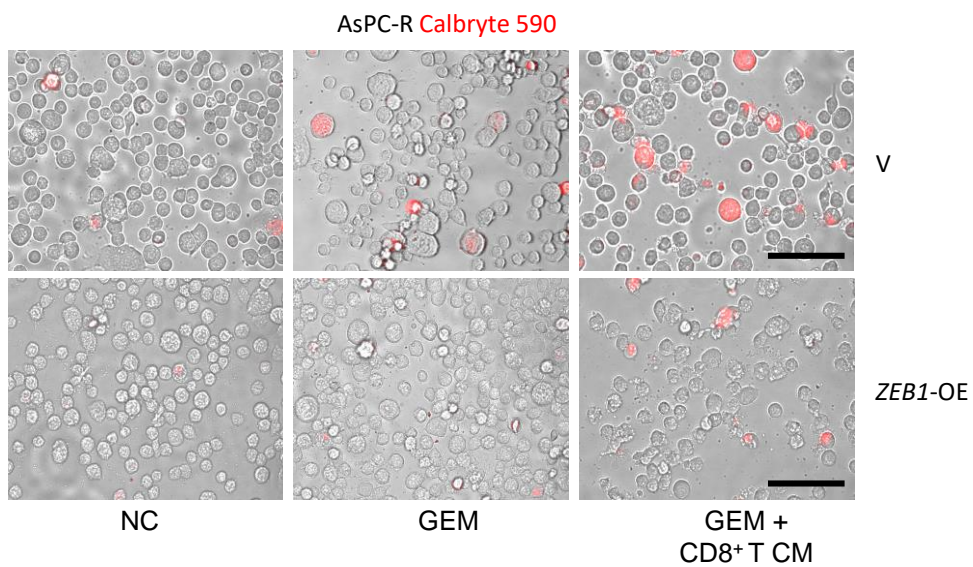

L

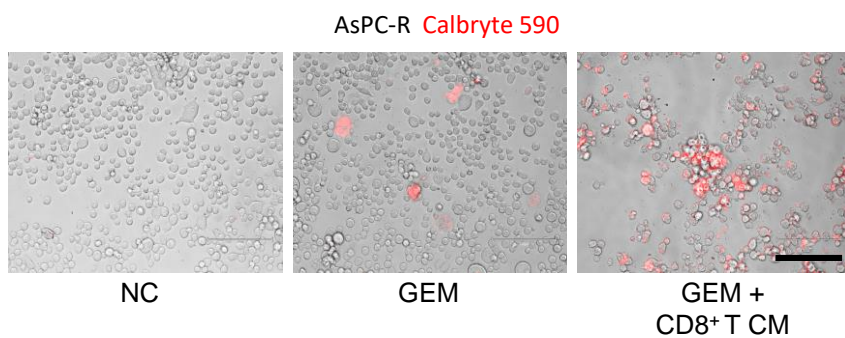

**Supplemental Figure 3. Blocking of ZEB1 enhances the anti-tumor activity of CD8<sup>+</sup> T cells.**

(A) Conversely, the apoptosis pathway is downregulated in CD8<sup>+</sup> T cells within the KPC-sh*Zeb1* tumor. (B) The cell count assay shows the relative cell viability (%) of AsPC-R cells (shV, sh*ZEB1*) after being treated with a combination of gemcitabine (1000 nM) and CD8<sup>+</sup> T CM. (C-D) Detection of EdU-positive cells in AsPC-R cells (shV, sh*ZEB1*, V, *ZEB1*-OE) after being treated with a combination of gemcitabine (1000 nM) and CD8<sup>+</sup> T CM. (E) Detection of the expression of Mhc-I in KPC cells (shV, sh*Zeb1*). 

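MHC-I presents peptides to CD8+ T cells, and the heavy chain genes summed here are H2-K1 and H2-D1. The genes were read in the spatial data as levels, without the communication scores. H2-K1 (ENSMUSG00000061232, chromosome 17 of GRCm38, 33996017 to 34000347) and H2-D1 (ENSMUSG00000073411, chromosome 17, 35262730 to 35267499) summed to 3068 CPM (95% interval 3058 to 3077) in the library labelled KPC-shZeb1 and 3958 CPM (3948 to 3967) in the library labelled KPC-shV, a log2 ratio of -0.37 (-0.37 to -0.36). The direction depended on the scaling, since the ratio was 0.11 relative to the median gene and 0.23 with acinar-rich spots left out. H2-K1 alone had a ratio of -0.40 (-0.41 to -0.39) and H2-D1 a ratio of -0.35 (-0.35 to -0.34), and both were also above 0 with acinar-rich spots left out. H2-T23, a nonclassical member, was higher at 282.0 CPM against 229.8 CPM, a log2 ratio of 0.29 (0.27 to 0.32) that was above 0 under the 8 alternatives. B2m, the light chain, had a ratio of -0.61 (-0.61 to -0.60), H2-Q4, H2-Q6 and H2-Q7 ratios of -0.64, -0.63 and -0.56, H2-T22 one of -0.21 (-0.25 to -0.18) and H2-M3 one of -0.06 (-0.12 to 0.00). With acinar-rich spots left out, the ratios were 0.0051 for B2m, -0.062 for H2-Q4, -0.021 for H2-Q6, 0.056 for H2-Q7, 0.35 for H2-T22 and 0.53 for H2-M3. The H2 genes are a family of close relatives, and probes or reads shared between members would make their separate levels uncertain.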

(F) Circle plots show the communication network of the Mhc-I signaling pathway in KPC-shV and KPC-sh*Zeb1* tumors based on spatial transcriptomics data. (G) Fluorescence imaging reveals the uptake of gemcitabine (red signals) into the AsPC-R cells (shV, sh*Zeb1*) with the combined treatment of Cy5-labeled gemcitabine and CD8<sup>+</sup> T CM. Scale bar = 50  $\mu$ m. (H) Immunofluorescence images showed the expression level of ENT1 in AsPC-R cells treated with CD8<sup>+</sup> T CM. Scale bar=50  $\mu$ m. (I) Detection of ENT1 expression on the cell membrane and in cytoplasm of AsPC-R after treatment with CD8<sup>+</sup> T CM. (J) GSEA reveals that the pyroptosis gene set is significantly enriched in the tumor cells of the KPC-sh*Zeb1* tumor. (K) Representative images of AsPC-R cells V, *ZEB1*-OE after being treated with CD8<sup>+</sup> T CM or co-cultured with CD8<sup>+</sup> T. Scale bar = 25  $\mu$ m. (L) Representative images of AsPC-1 cells after being treated with CD8<sup>+</sup> T CM or co-cultured with CD8<sup>+</sup> T. Scale bar=50  $\mu$ m. Data are representative of at least 2 or 3 independent experiments. \*  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$ , by 2-way ANOVA (B) and unpaired, 2-tailed Student's  $t$  test (C, D). Data represent the mean  $\pm$  SD.

A

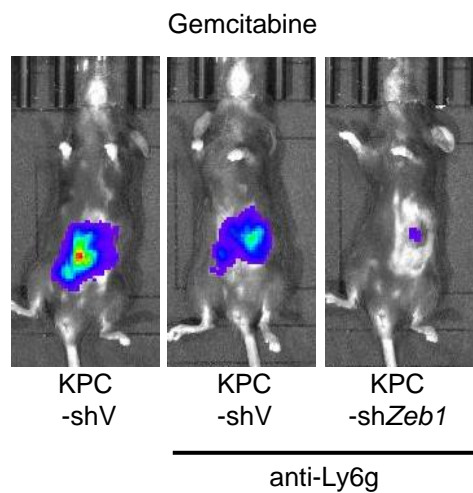

B

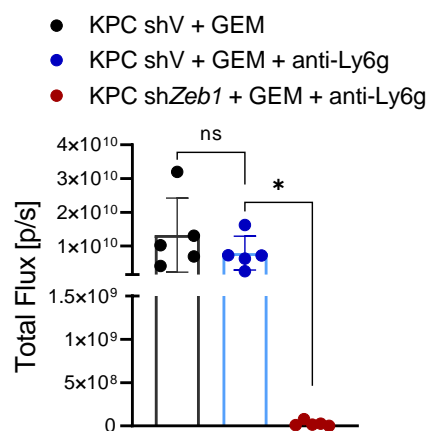

D

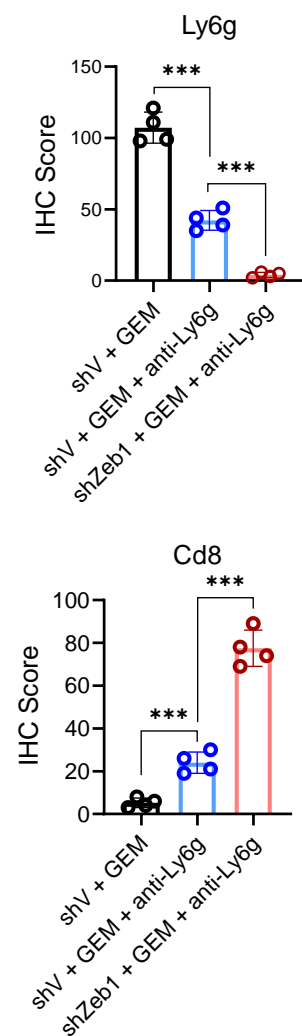

C

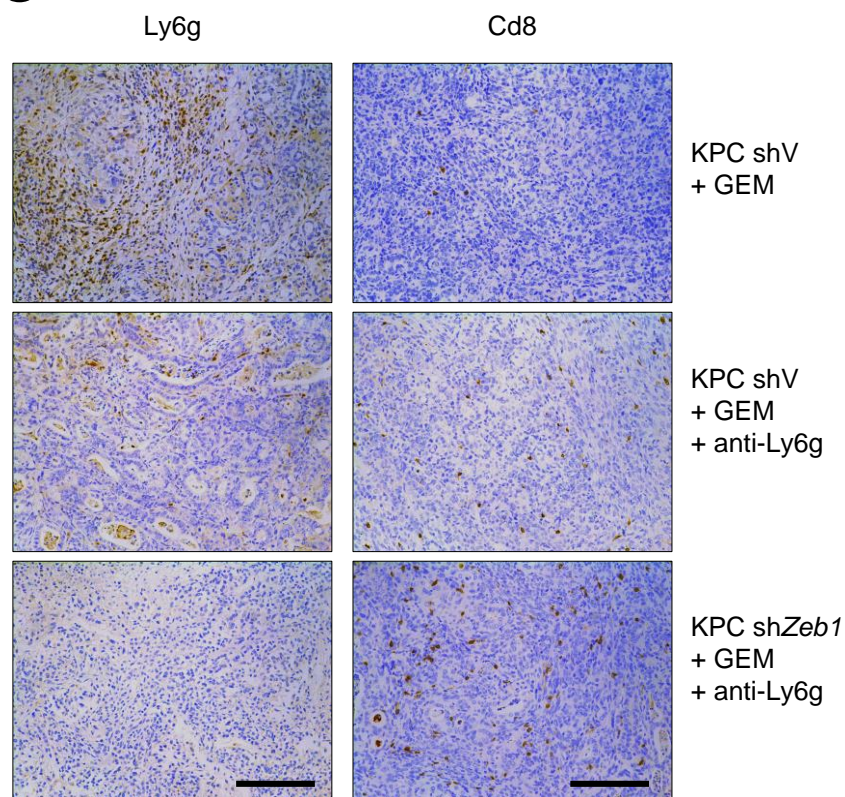

E

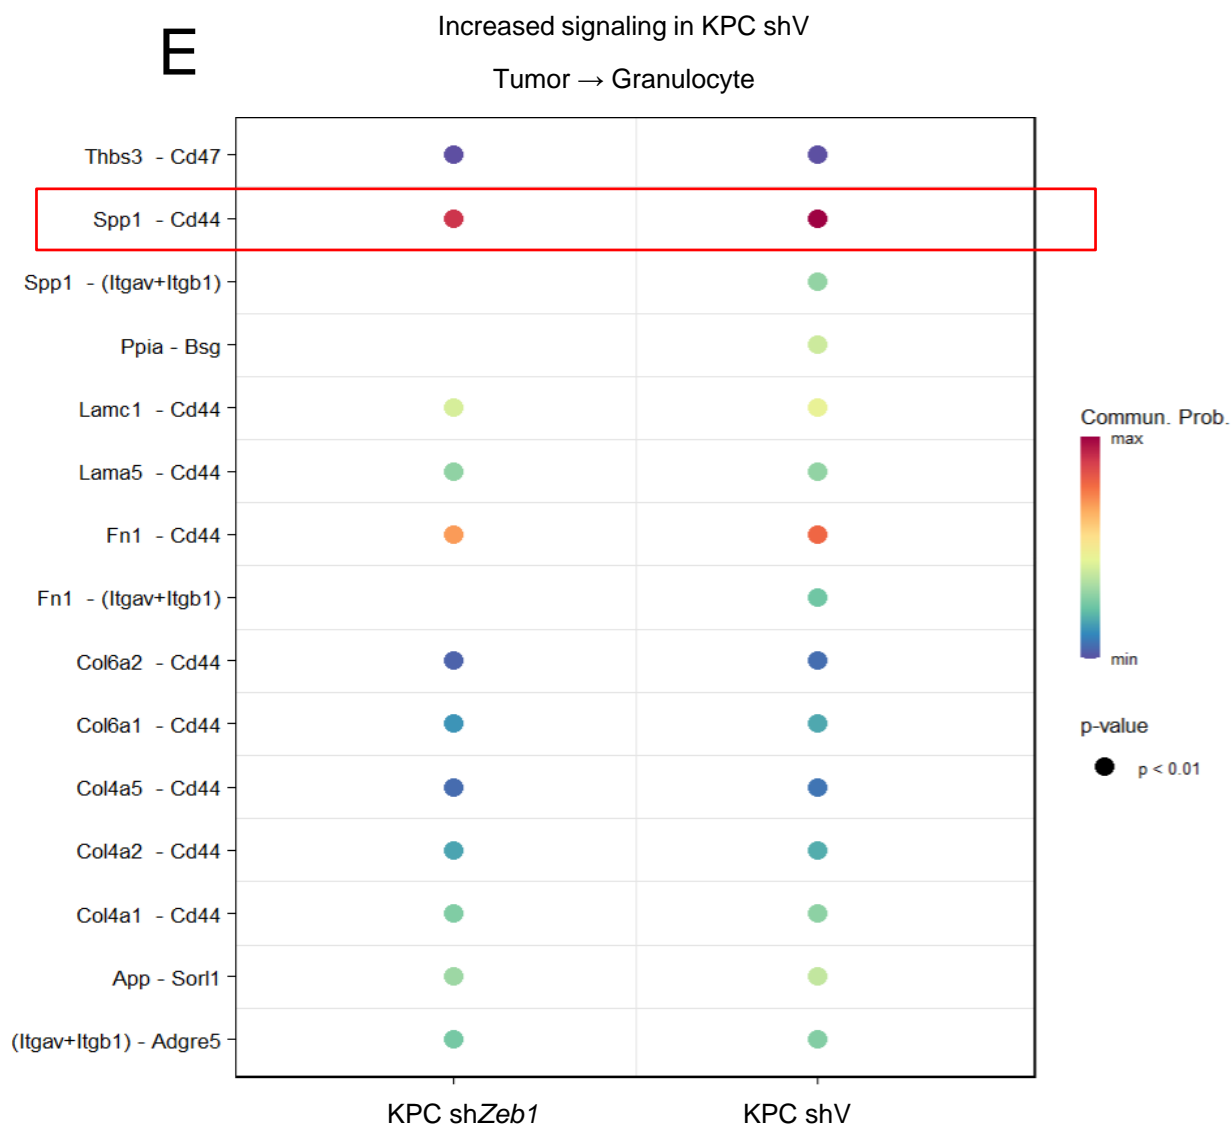

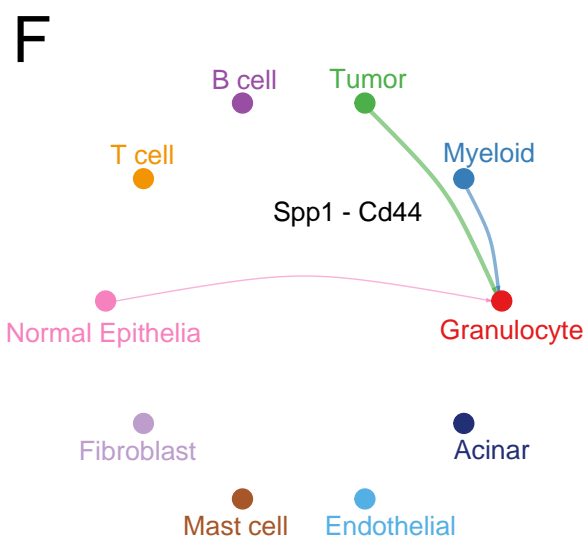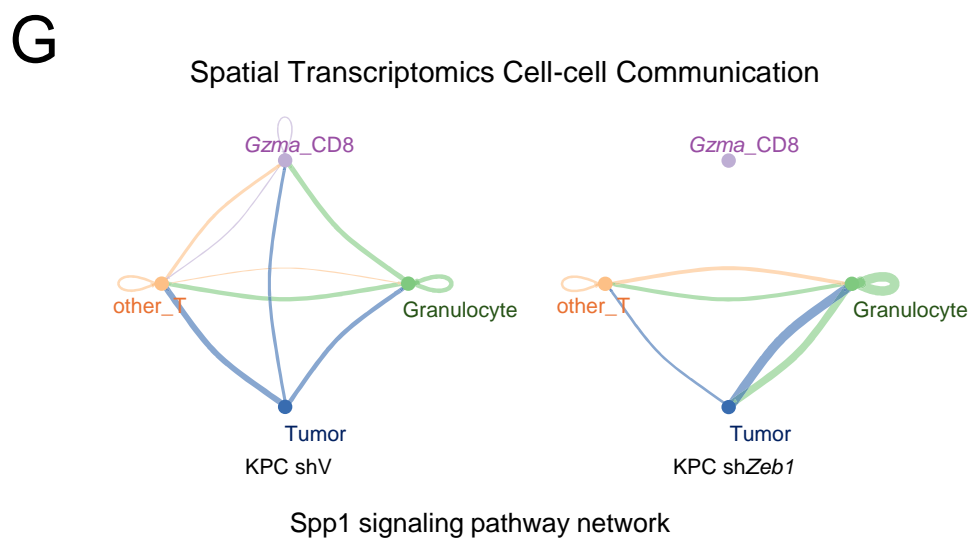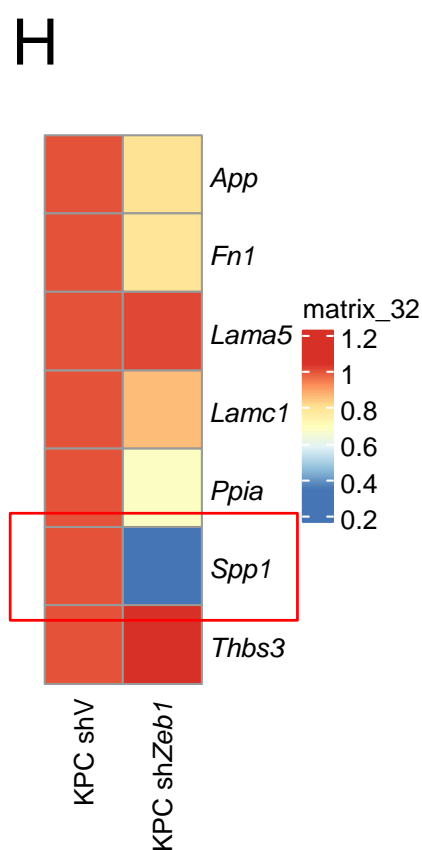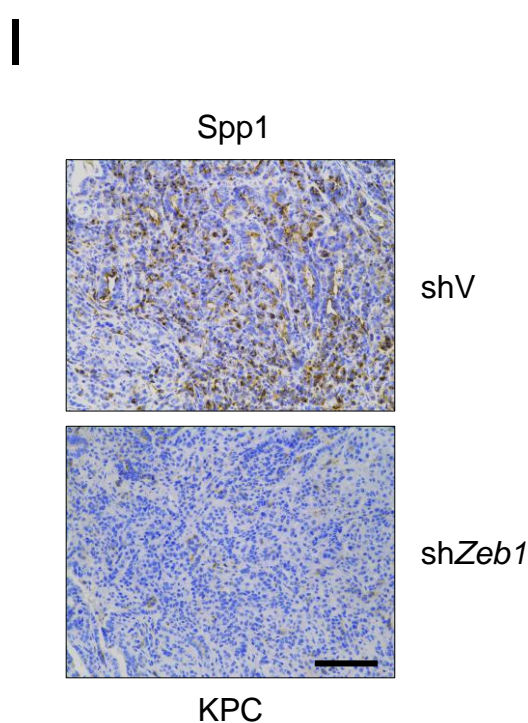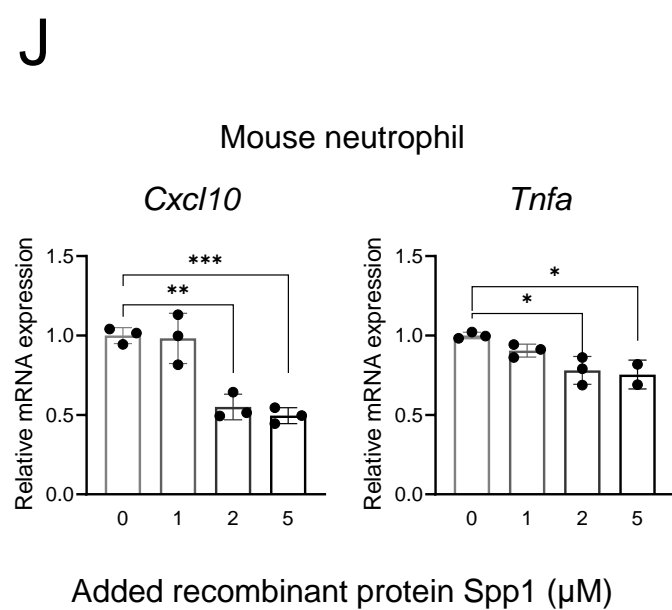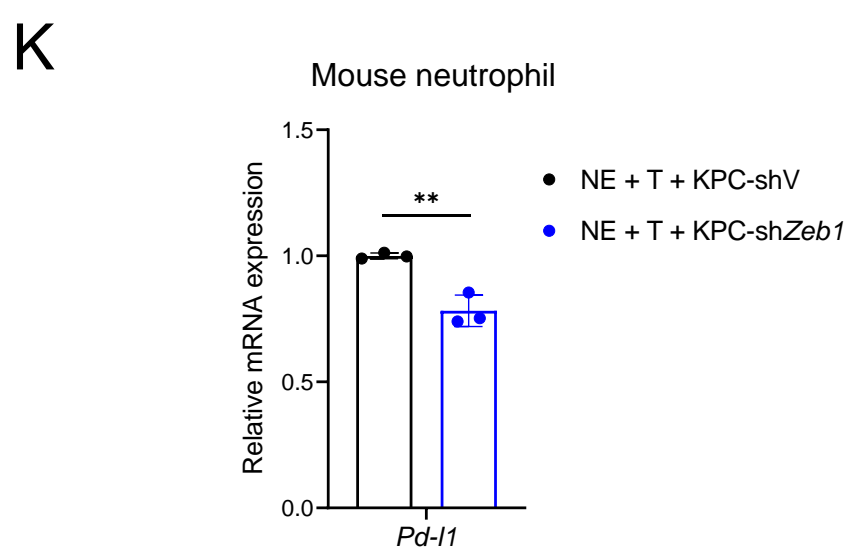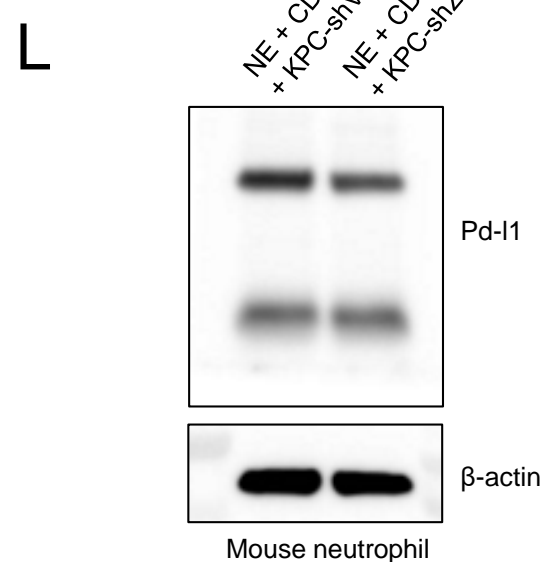

**Supplemental Figure 4. ZEB1 promotes neutrophil recruitment and drives their polarization toward an immunosuppressive phenotype.**

(A-B) Bioluminescence quantification and statistical analysis of the orthotopic allograft mouse model established from KPC-shV/sh*Zeb1*-luciferase cells and treated with gemcitabine and anti-Ly6g (n=5). (C-D) IHC staining of Cd8 and Ly6g in tumor tissues. Scale bar = 50  $\mu$ m. (E) The dot plot displays all upregulated ligand-receptor (LR) pairs in the KPC shV tumor, with ligands secreted by tumor cells and receptors expressed by granulocytes. (F) The communication network of the Spp1-Cd44 LR pair in the single-cell data from all mice. (G) Circle plots show the communication network of the Spp1 signaling pathway in shV and sh*Zeb1* tumors based on spatial transcriptomics data. (H) The heatmap shows relative expression levels of selected genes. (I) IHC staining of Spp1 in tumor tissues. Scale bar = 50  $\mu$ m. (J) Detection of the markers of neutrophil after treated with Spp1 recombinant protein for 10 h. (K-L) Detection of the Pd-11 (Cd274) mRNA and protein expression in mouse neutrophil after co-cultured with mouse CD8<sup>+</sup> T cells and KPC-shV or sh*Zeb1* cells. Data are representative of at least 2 or 3 independent experiments. \*  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$ , by Kruskal-Wallis multiple comparisons test (**B**) and one-way ANOVA with Tukey's multiple comparisons test (**D** and **J**). Data represent the mean  $\pm$  SD.

A

Increased signaling in KPC shZeb1

Tumor → Gzma<sup>+</sup>T-Effector

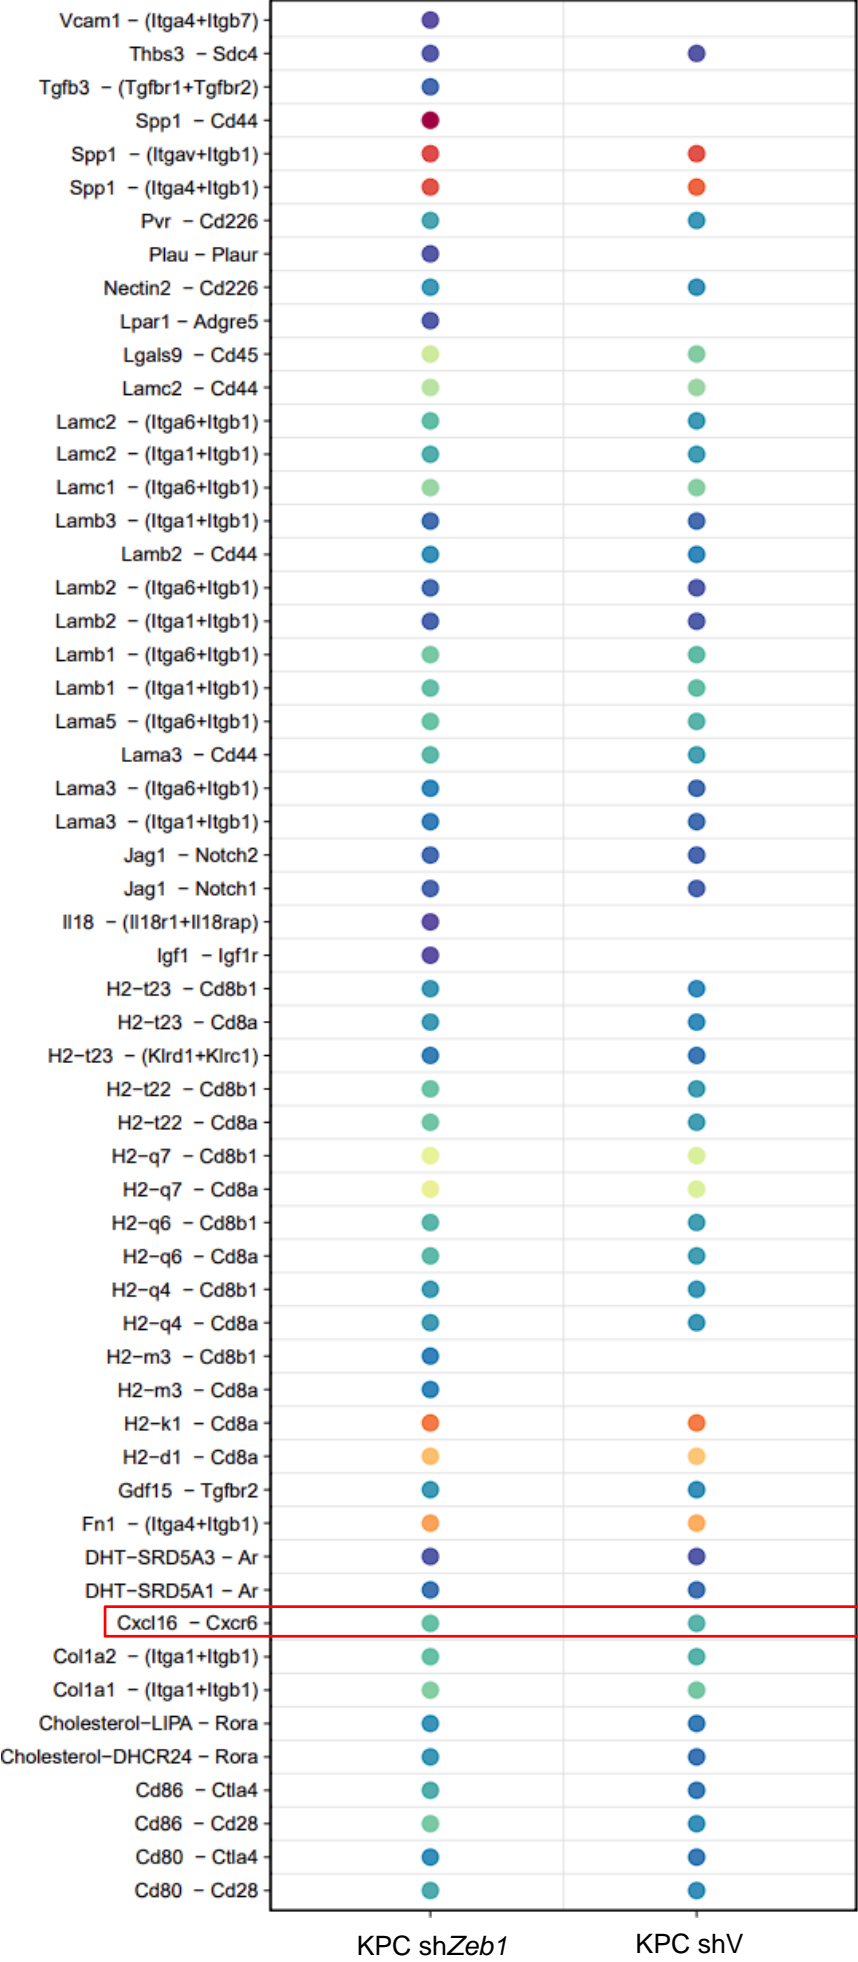

B

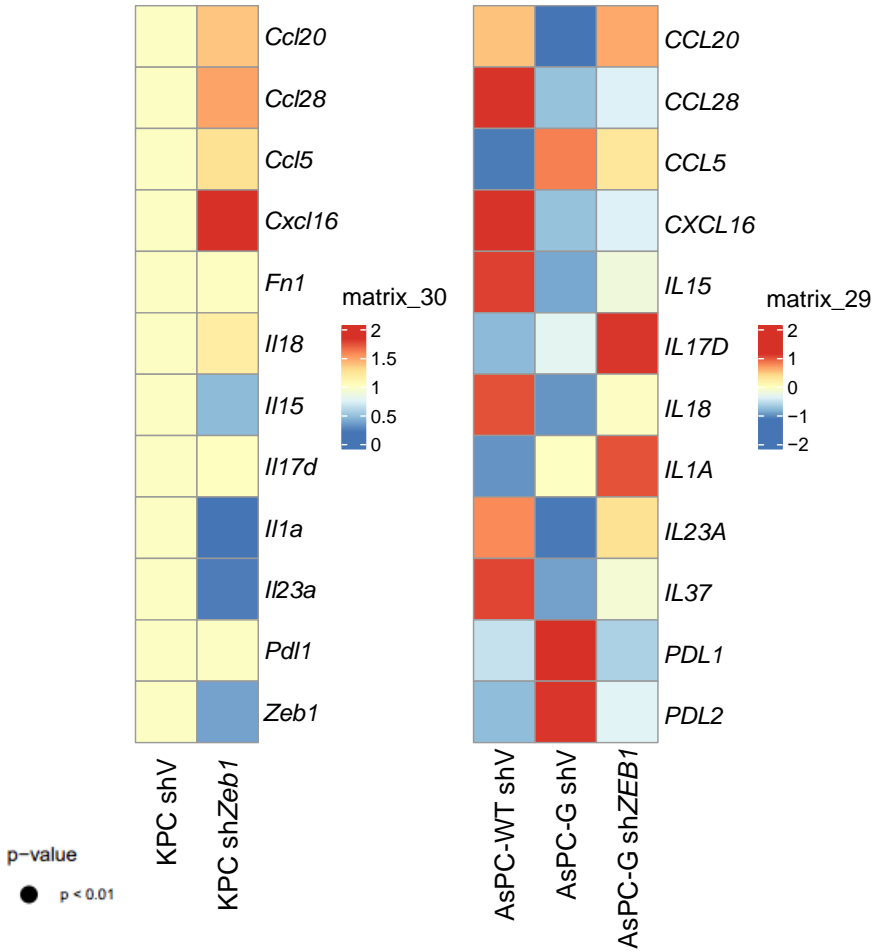

C

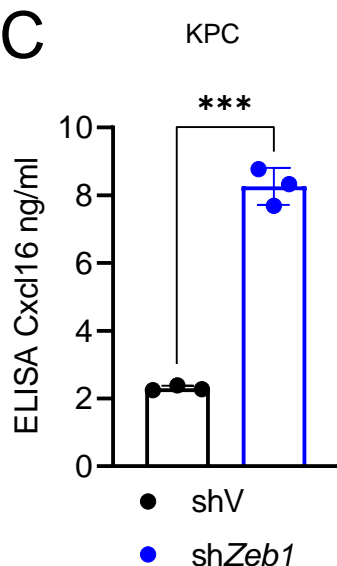

D

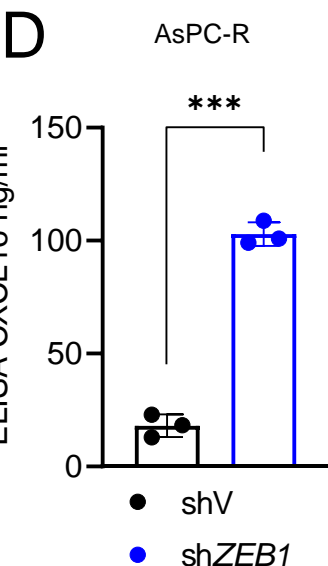

E

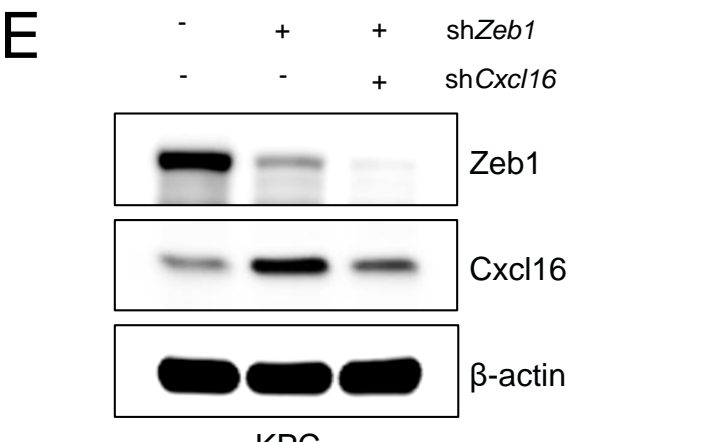

Supplemental Figure 5

F

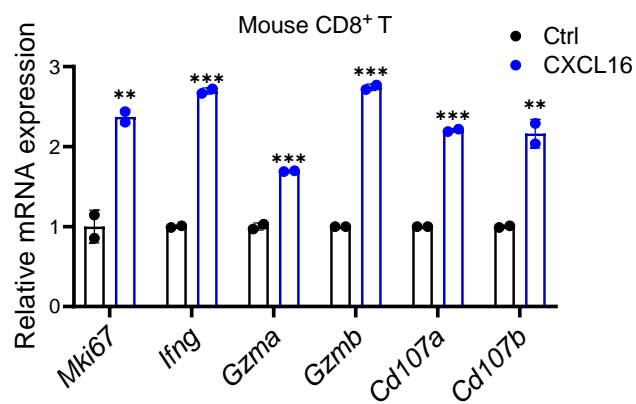

G

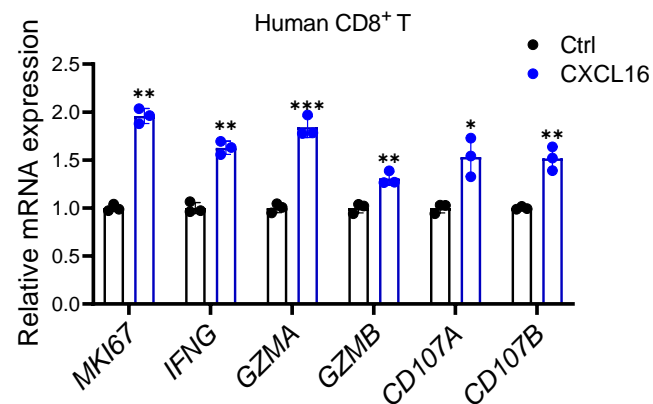

H

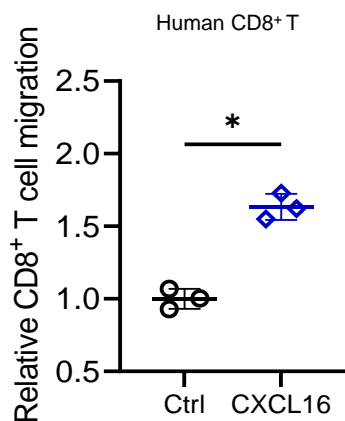

I

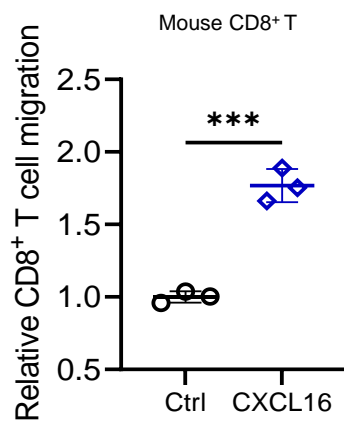

J

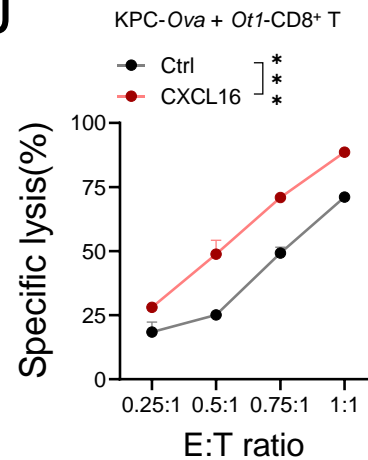

K

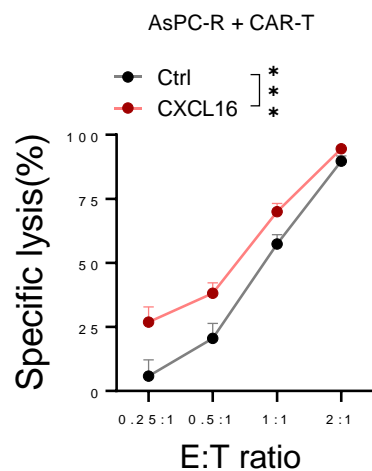

L

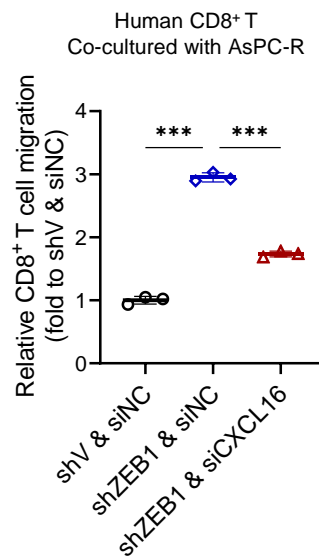

M

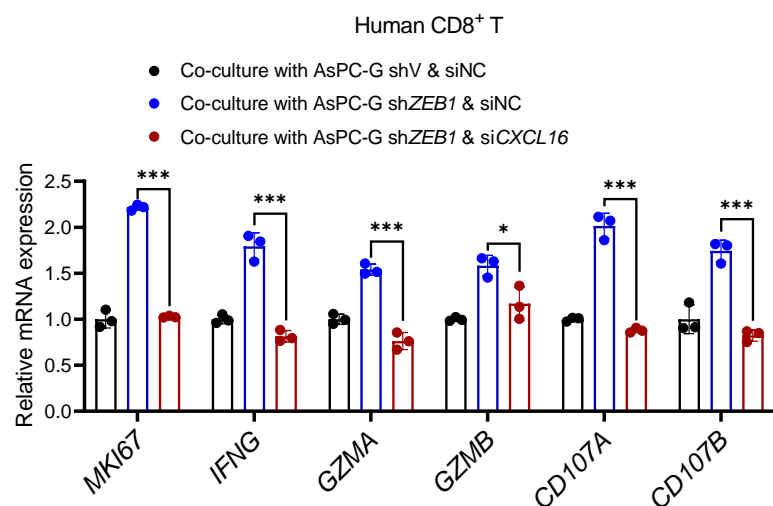

N

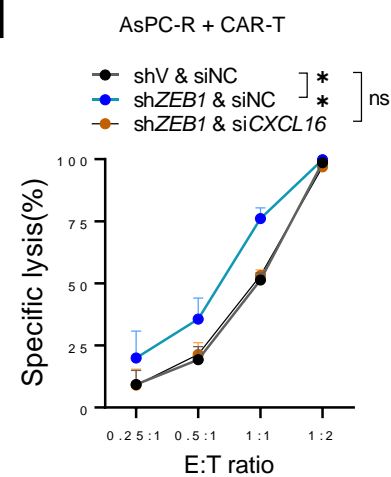

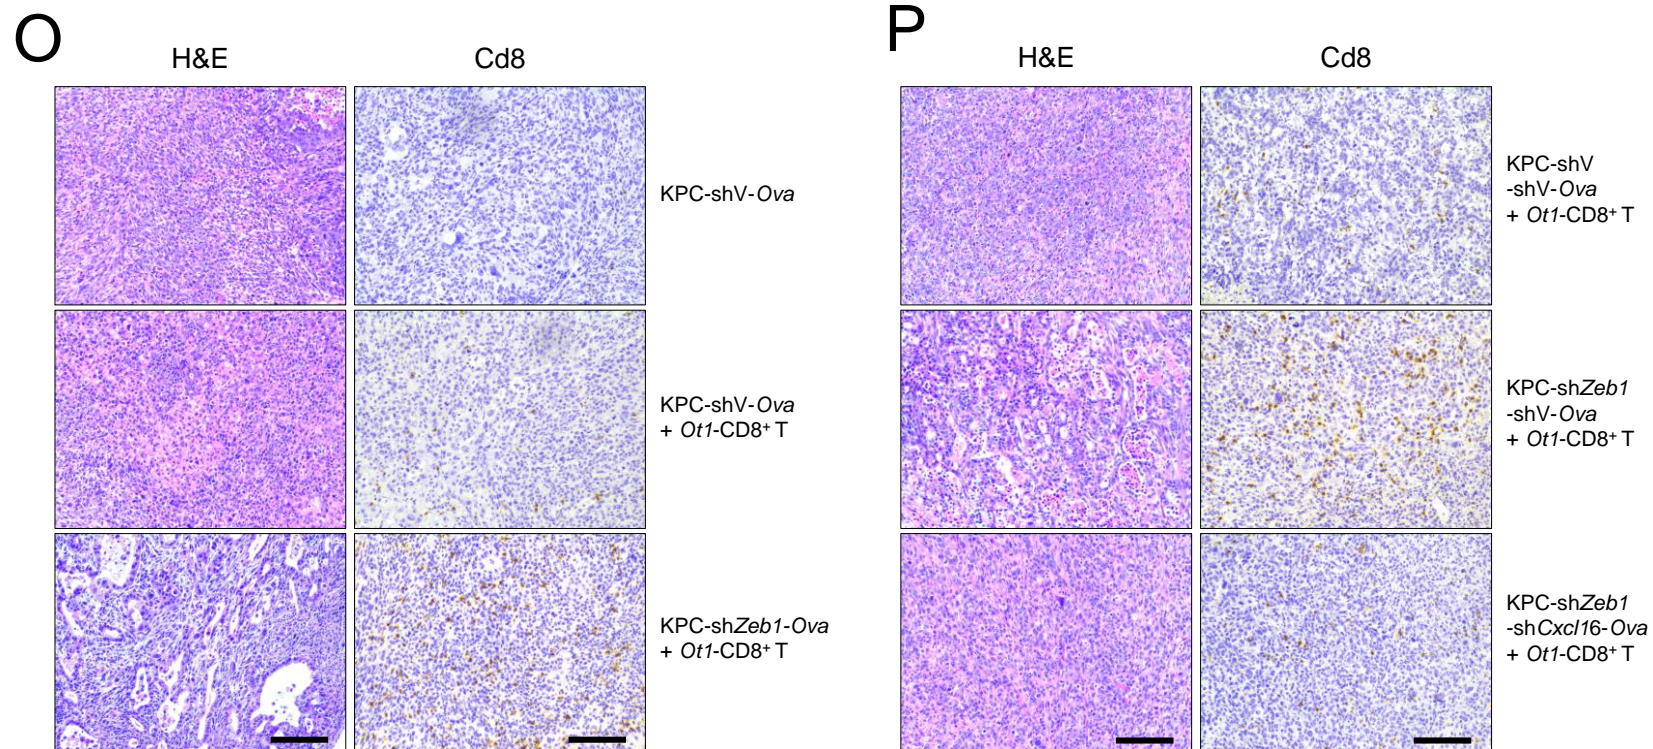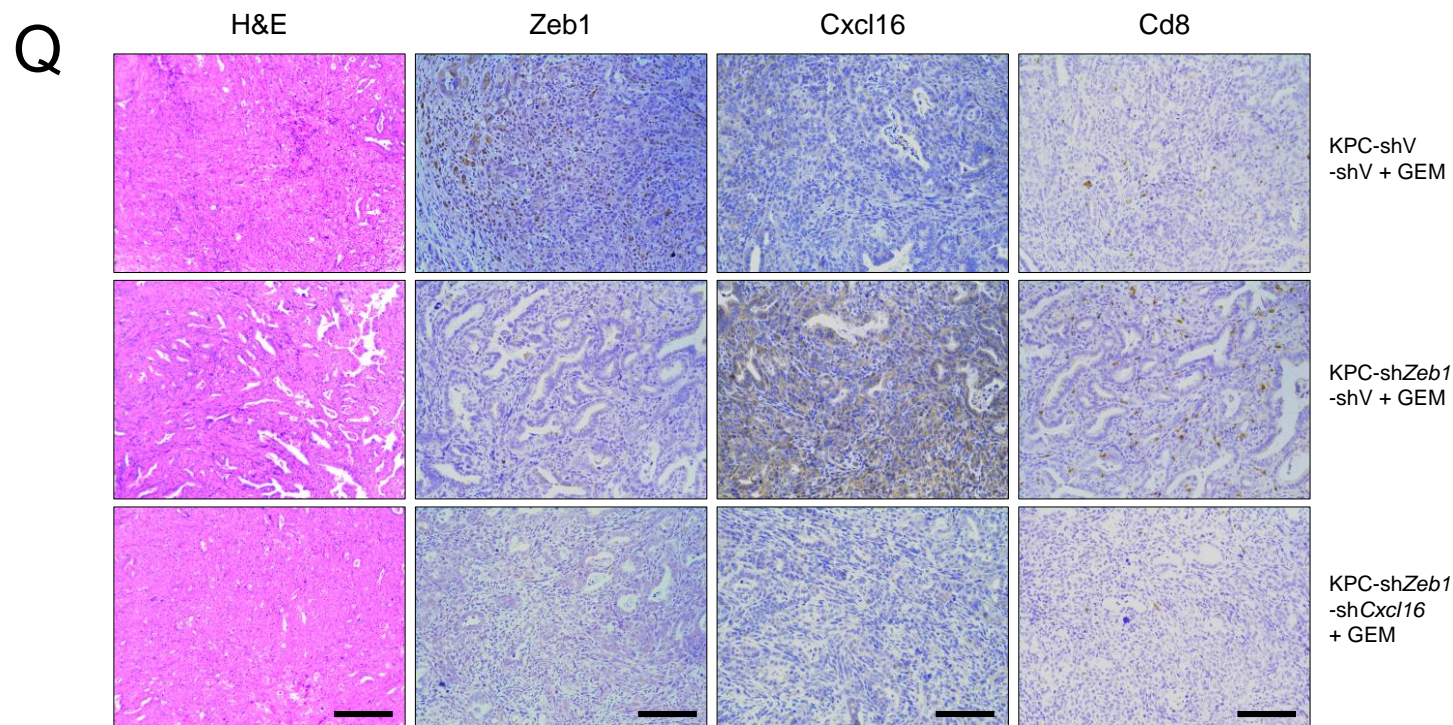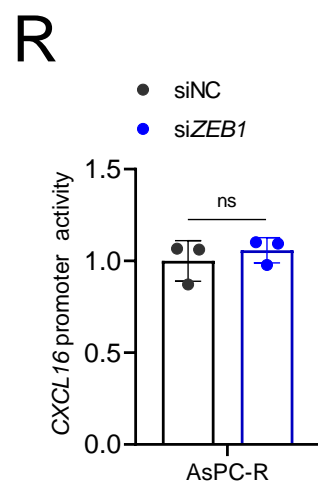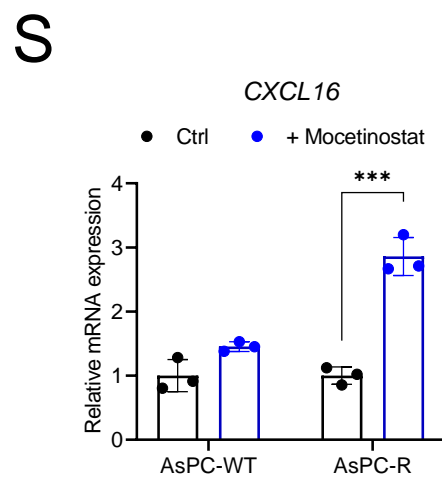

Supplemental Figure 5

**Supplemental Figure 5. ZEB1/HDAC1 inhibits the recruitment and function of CD8<sup>+</sup> T cells by epigenetically regulating CXCL16.**

(A) All increased LR pairs in sh*Zeb1* tumors with secreted by tumor cells and received by *Gzma*<sup>+</sup> effector T cells. (B) The heatmap shows relative expression levels of selected genes between shV and sh*zeb1* tumor cells. (C-D) The secretion of CXCL16 in cell culture supernatants was detected by ELISA. (E) Knockdown efficiency of *Cxcl16* in KPC cells. (F-G) Detection of activation markers in CD8<sup>+</sup> T cells treated with CXCL16 recombinant protein. (H-I) Relative migration of CD8<sup>+</sup> T cells co-incubated with CXCL16 recombinant protein. (J-K) Detection of specific lysis of KPC-*Ova*-luciferase or AsPC-R-luciferase after co-cultured with *Ot1*-CD8<sup>+</sup> T or CAR-T added *Cxcl16* recombinant protein or not. (L) Relative migration of human CD8<sup>+</sup> T cells co-incubated with AsPC-R cells (shV-siNC, sh*ZEB1*-siNC, sh*ZEB1*-si*CXCL16*). (M) Detection activation markers of human CD8<sup>+</sup> T cells co-cultured with AsPC-R cells. (N) Detection of specific lysis of AsPC-G-luciferase after co-cultured with CAR-T. (O-P) H&E and IHC staining of Cd8 in tumor tissues. Scale bar=50  $\mu$ m. (Q) H&E and IHC staining of Zeb1, *Cxcl16* and Cd8 in tumor tissues. Scale bar = 50  $\mu$ m. (R) Dual luciferase reporter assay to examine whether ZEB1 transcriptionally activates CXCL16. (S) Detection of the mRNA level of *CXCL16* in AsPC-WT and AsPC-R treated with Mocetinostat (1 $\mu$ M). Data are representative of at least 3 independent experiments. \*  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$ , by unpaired, 2-tailed Student's  $t$  test (C, F, G, H, I, R and S), 2-way ANOVA (J, K and N), and one-way ANOVA with Tukey's multiple comparisons test (L and M). Data represent the mean  $\pm$  SD in C, F, G, H, I, R, S, L and M, the mean  $\pm$  SEM in J, K and N.

A

## Orthotopic allograft mouse model

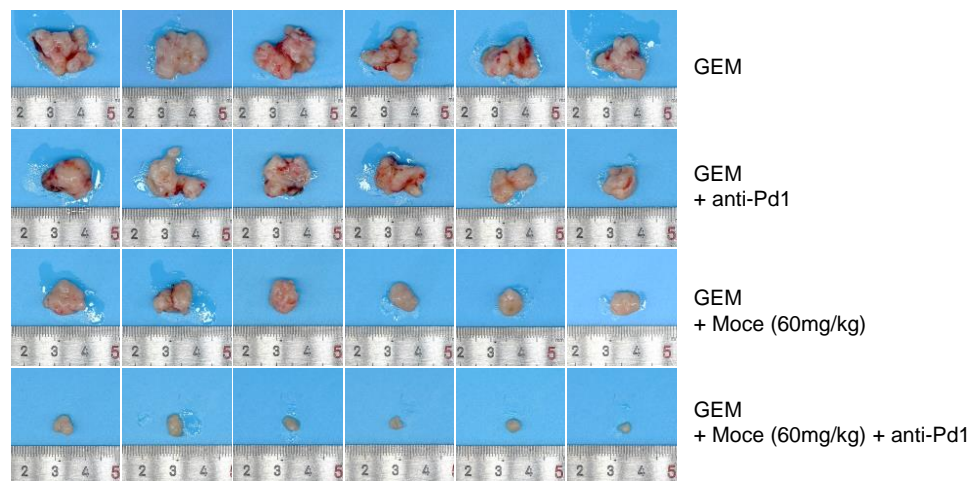

B

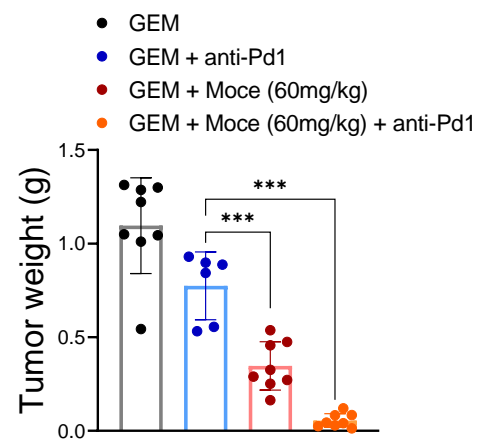

C

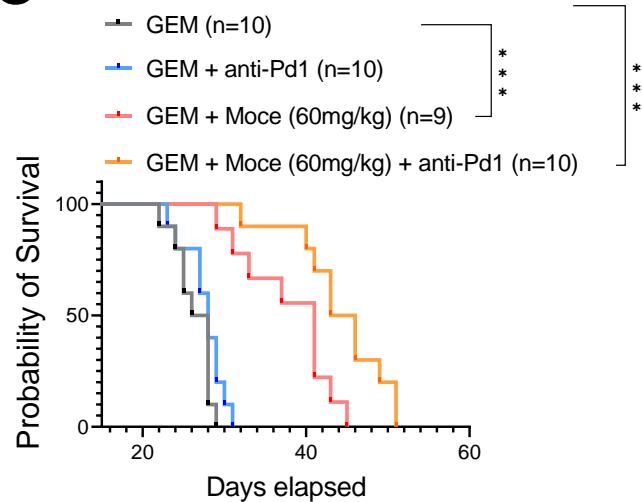

D

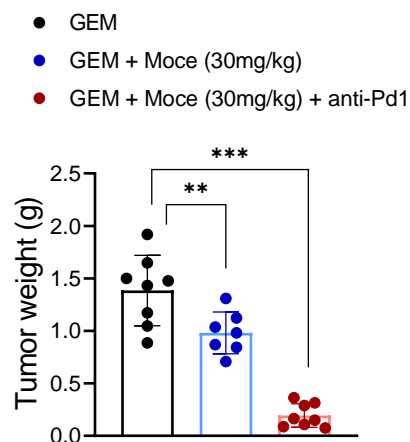

E

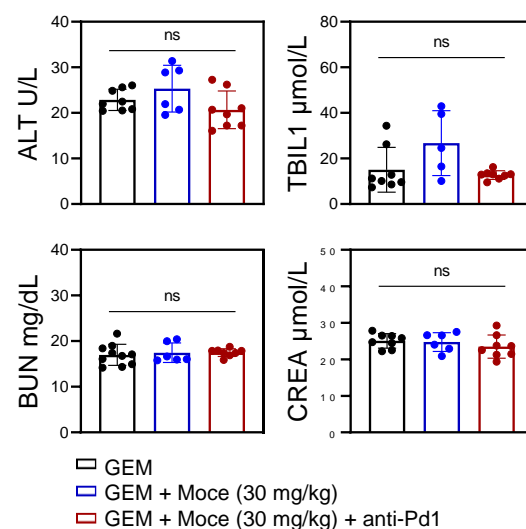

F

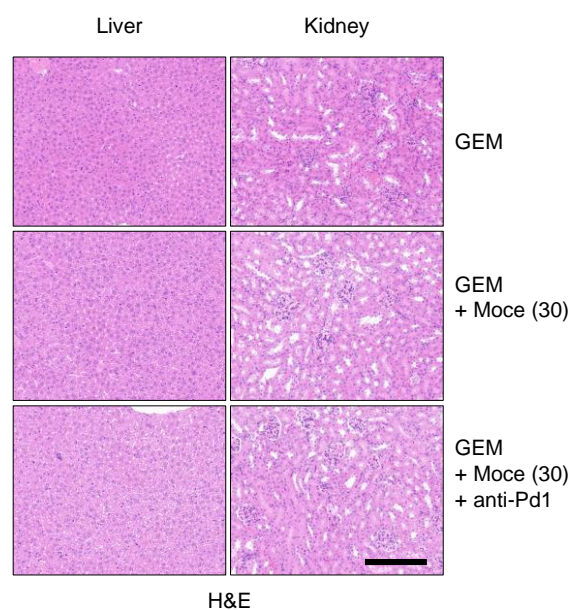

G

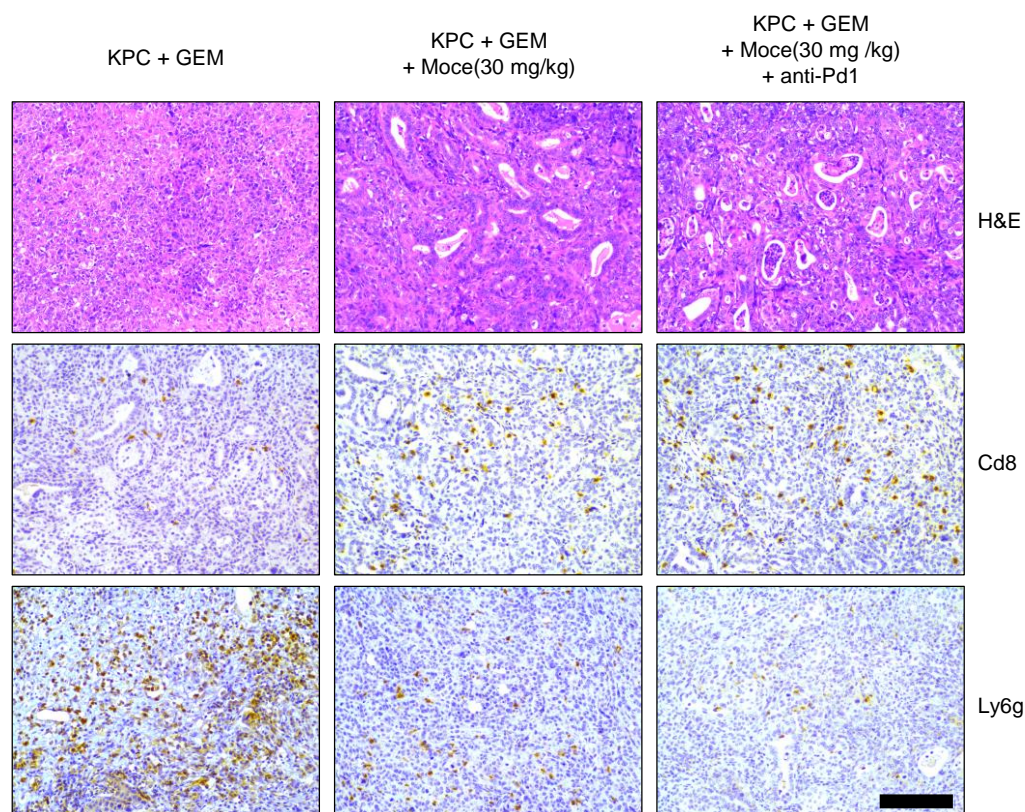

H

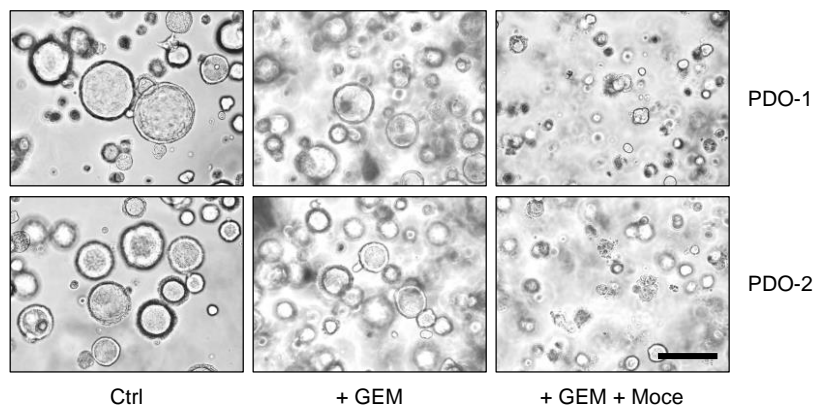

I

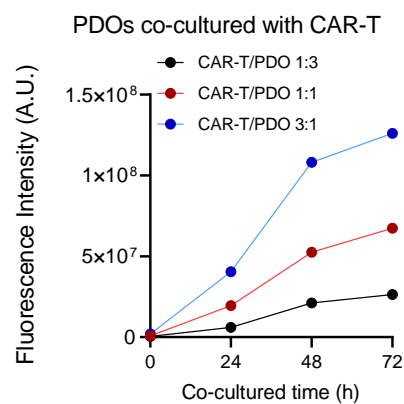

J

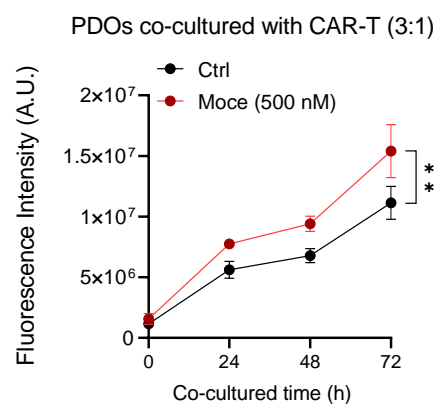

K

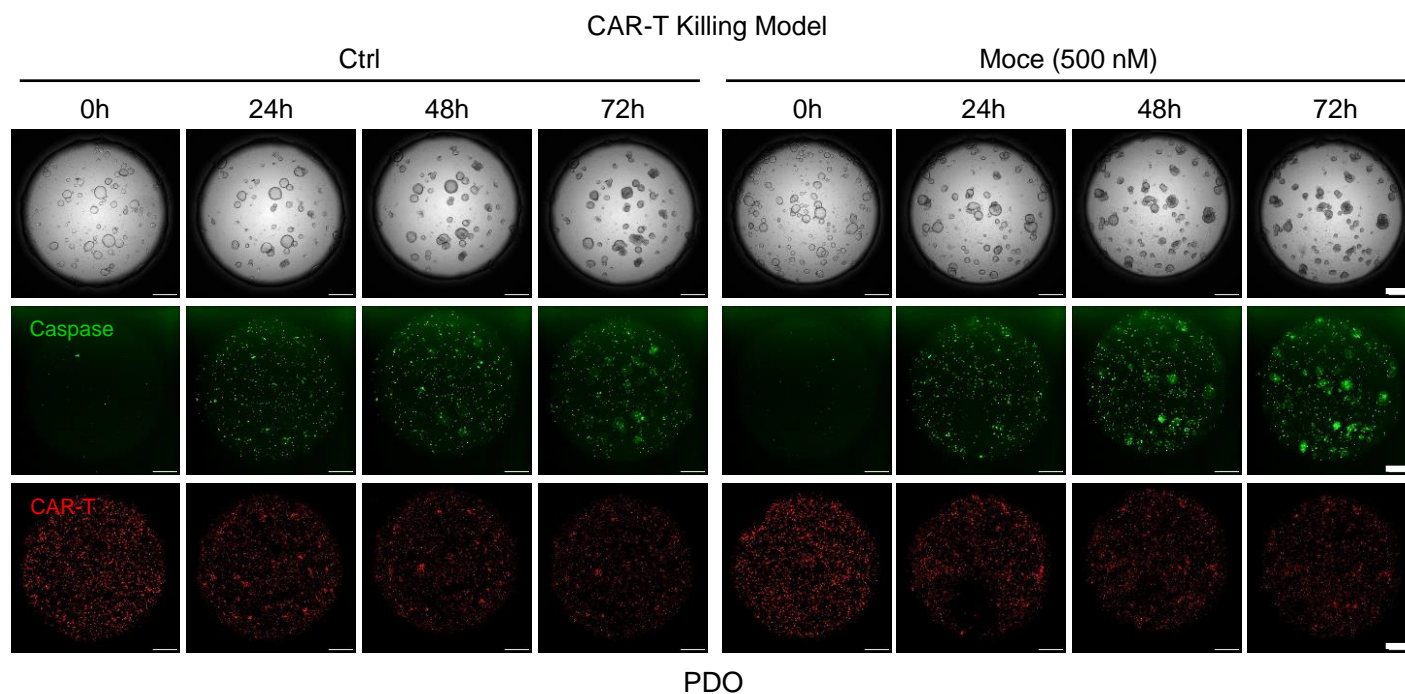

L

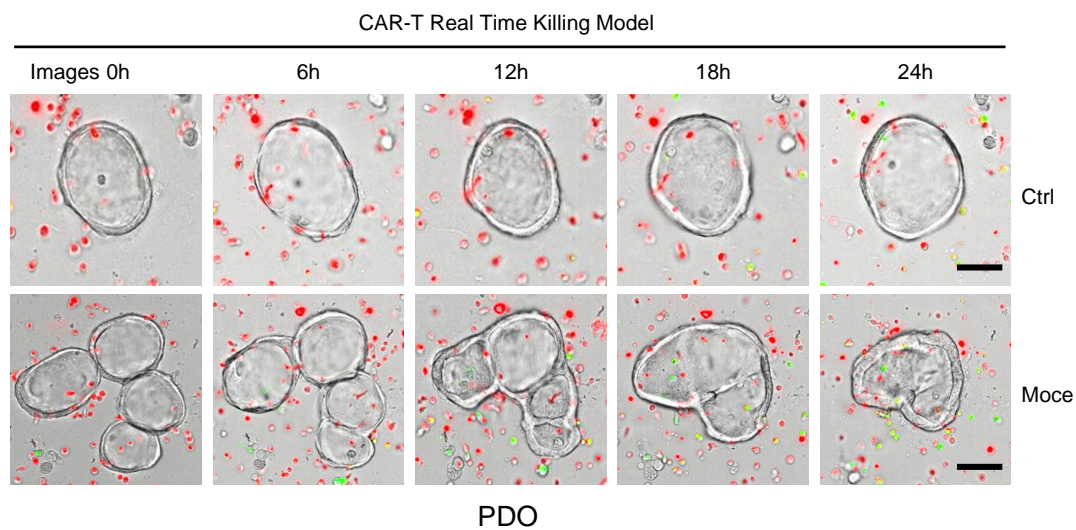

**Supplemental Figure 6. Mocetinostat enhances the efficacy of chemoimmunotherapy and CAR-T in PC.**

(A-B) Representative tumor images and tumor weight of orthotopic allograft mouse model established from KPC cells in each treatment condition (gemcitabine 50 mg/kg, anti-Pd1 10 mg/kg, Moce 60 mg/kg) (n=6-8). (C) Survival of orthotopic allograft mouse model established from KPC cells in each treatment condition (n=9-10). (D) Tumor weight of orthotopic allograft mouse model established from KPC cells in each treatment condition (n=6). (E) Serum from KPC allograft mice treated with gemcitabine and Moce was collected to evaluate the Liver and kidney function (n=6). (F) H&E staining of liver and kidney tissues of KPC allograft mice treated with gemcitabine and Moce (n=6). Scale bar=100  $\mu$ m. (G) H&E and IHC staining of Cd8 and Ly6g in tumor tissues. Scale bar=50  $\mu$ m. (H) Representative images of pancreatic cancer organoids with combined treatment of gemcitabine (1000 nM) and Moce (500 nM). Scale bar = 20  $\mu$ m. (I-K) The model of CAR-T Killing PDOs: CAR-T were used to kill PDOs for 72h after the 24h of Moce (500 nM) treatment of PDOs, calculate the killing ability of CAR-T against PDOs by counting the fluorescence intensity of caspase (Green) and represent CAR-T with red live cell dye. The ratio of CAR-T to PDOs that exhibits the best killing effect in (I) is 3:1. Scale bar=100  $\mu$ m. (L) The CAR-T Real Time Killing model: CAR-T were used to kill PDOs for 24h after the 24h of Moce (500 nM) treatment of PDOs. Scale bar=20  $\mu$ m. Data are representative of at least 3 independent experiments. \*  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$ , by one-way ANOVA with Tukey's multiple comparisons test (**B**, **D** and **E**), 2-way ANOVA (**I** and **J**) and log-rank test (**C**). Data represent the mean  $\pm$  SD.

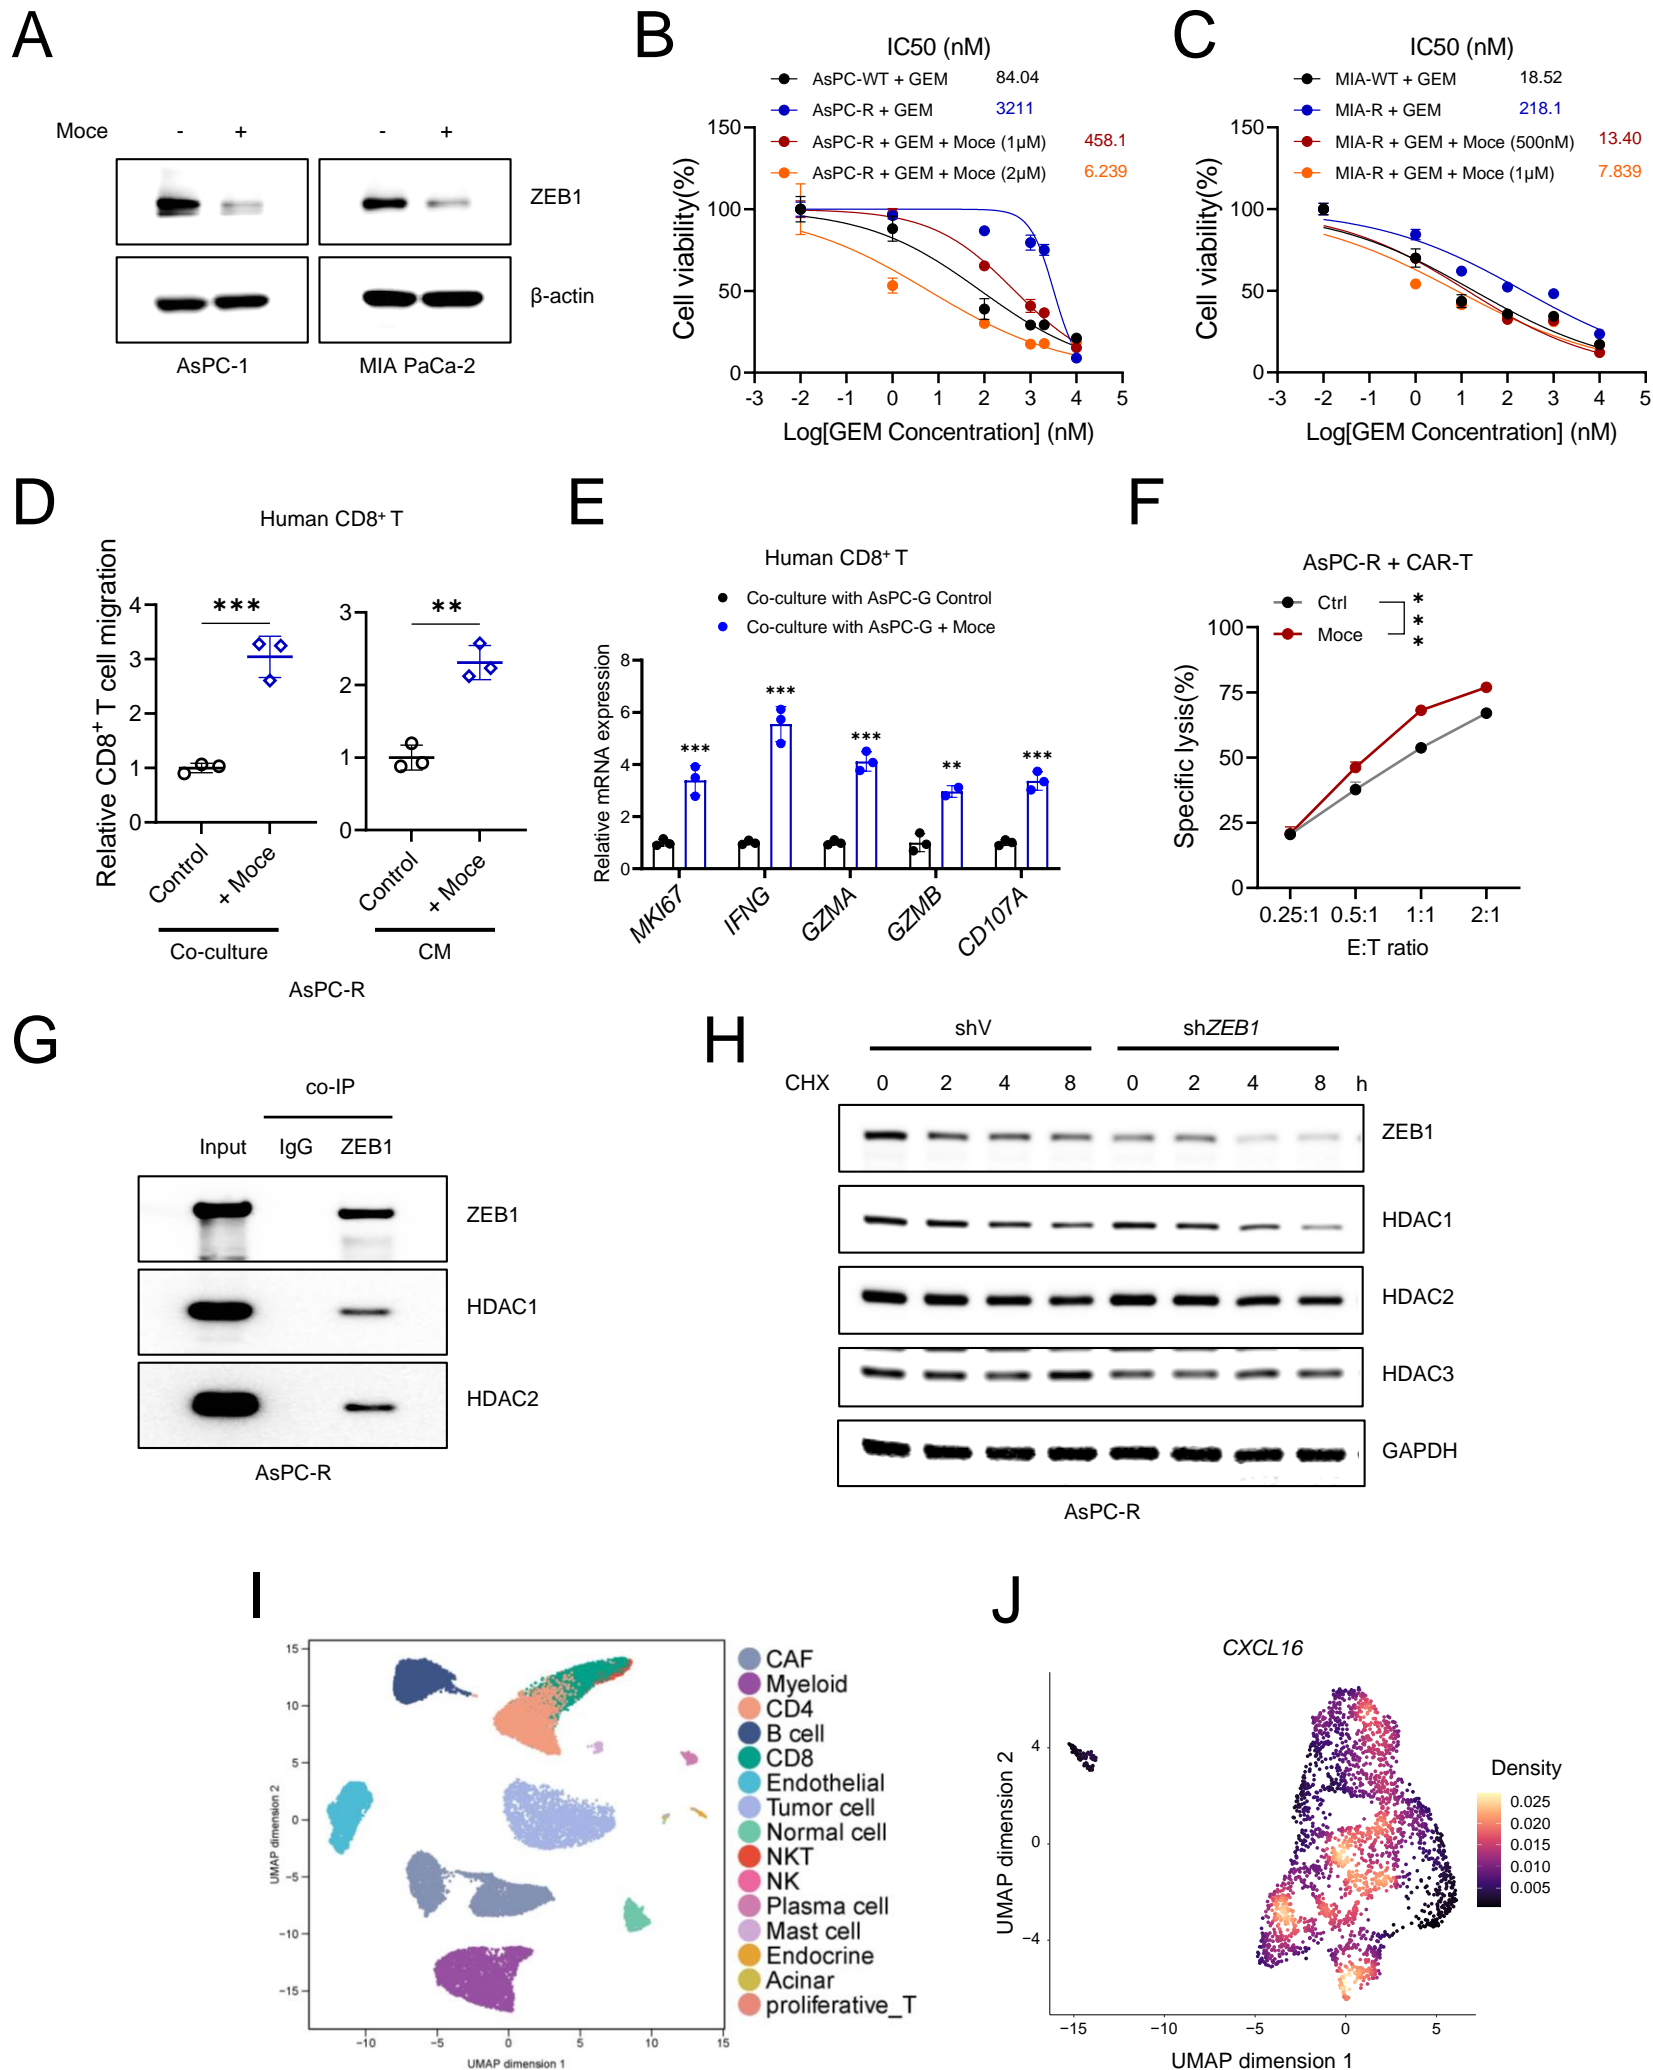

Supplemental Figure 7

**Supplemental Figure 7. ZEB1 and CXCL16 are associated with chemotherapy resistance, immunosuppression, and prognosis in PC patients.**

(A) Detection of ZEB1 expression in AsPC-1, MIA-PaCa2 cells after treatment with Mocetinostat by Western blot. (B-C) IC50 of AsPC-R and MIA-R with combined treatment of gemcitabine and Mocetinostat for 48h. (D) Relative migration of human CD8<sup>+</sup> T cells co-incubated with AsPC-R treated with Mocetinostat (1000 nM). (E) Detection of activation markers in human CD8<sup>+</sup> T cells by qPCR after co-cultured with AsPC-R treated with Mocetinostat (1000 nM). (F) Specific lysis of AsPC-R-luciferase treated with Mocetinostat (1000 nM), and co-cultured with CAR-T for 48h. (G) Co-IP assay showed the interaction between ZEB1 with HDAC1 and HDAC2. (H) Detection of ZEB1, HDAC1, HDAC2, HDAC3 protein stability in AsPC-R cells (shV and shZEB1) after treatment with CHX (Cycloheximide, inhibitors of protein synthesis) by Western blot. (I) The UMAP shows fifteen major cell types identified in human PDAC tissues from scRNA-seq data, obtained from three chemo-sensitive and three chemo-resistant patients. (J) Tumor cells were segregated for further analysis. The density plot shows the expression levels of *CXCL16*. Data are representative of at least 2 or 3 independent experiments. \*  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$ , by unpaired, 2-tailed Student's  $t$  test (**D** and **E**), 2-way ANOVA (**B**, **C** and **F**), Data represent the mean  $\pm$  SD in **B**, **C**, **D** and **E**, the mean  $\pm$  SEM in **F**.

Supplemental Table 1

| qPCR-Primer:                         |                          |
|--------------------------------------|--------------------------|
| Primer: human <i>ZEB1</i> Forward:   | GATGATGAATGCGAGTCAGATGC  |
| Primer: human <i>ZEB1</i> Reverse:   | ACAGCAGTGTCTTGTTGTTGT    |
| Primer: human <i>CXCL16</i> Forward: | CCCGCCATCGGTTCAAGTTC     |
| Primer: human <i>CXCL16</i> Reverse: | CCCCGAGTAAGCATGTCCAC     |
| Primer: human <i>GZMA</i> Forward:   | TCTCTCTCAGTTGTCGTTTCTCT  |
| Primer: human <i>GZMA</i> Reverse:   | GCAGTCAACACCCAGTCTTTTG   |
| Primer: human <i>GZMB</i> Forward:   | CCCTGGGAAAACACTCACACA    |
| Primer: human <i>GZMB</i> Reverse:   | GCACAACCTCAATGGTACTGTCTG |
| Primer: human <i>IFNG</i> Forward:   | TCGGTAACTGACTTGAATGTCCA  |
| Primer: human <i>IFNG</i> Reverse:   | TCGCTTCCCTGTTTTAGCTGC    |
| Primer: human <i>Ki67</i> Forward:   | GGGCCAATCCTGTCTGCTTAAT   |
| Primer: human <i>Ki67</i> Reverse:   | GTTATGCGCTTGCGAACCT      |
| Primer: human <i>CD107A</i> Forward: | GAAAATGCCACTTGCCCTTTATGC |
| Primer: human <i>CD107A</i> Reverse: | AGGAAAAGCCAGGTCCGAAC     |
| Primer: human <i>CD107B</i> Forward: | GAAAATGCCACTTGCCCTTTATGC |
| Primer: human <i>CD107B</i> Reverse: | AGGAAAAGCCAGGTCCGAAC     |
| Primer: human <i>CCL5</i> Forward:   | CCAGCAGTCGTCTTTGTCAC     |
| Primer: human <i>CCL5</i> Reverse:   | CTCTGGGTTGGCACACACTT     |
| Primer: human <i>CCL20</i> Forward:  | TGCTGTACCAAGAGTTTGCTC    |
| Primer: human <i>CCL20</i> Reverse:  | CGCACACAGACAACTTTTTCTTT  |
| Primer: human <i>CCL28</i> Forward:  | TGCACGGAGGTTTCACATCAT    |
| Primer: human <i>CCL28</i> Reverse:  | TTGGCAGCTTGCACTTTCATC    |

|                                     |                         |
|-------------------------------------|-------------------------|
| Primer: human <i>PDL1</i> Forward:  | TGGCATTGCTGAACGCATTT    |
| Primer: human <i>PDL1</i> Reverse:  | TGCAGCCAGGTCTAATTGTTTT  |
| Primer: human <i>PDL2</i> Forward:  | ATTGCAGCTTCACCAGATAGC   |
| Primer: human <i>PDL2</i> Reverse:  | AAAGTTGCATTCCAGGGTCAC   |
| Primer: human <i>IL15</i> Forward:  | CGCAGACATCTGGGTCAAGAG   |
| Primer: human <i>IL15</i> Reverse:  | TTGTTCAACACGCACTCCGT    |
| Primer: human <i>IL17D</i> Forward: | GCCCTGGGCCTACAGAATC     |
| Primer: human <i>IL17D</i> Reverse: | CGCCCTGTTTGTCGATGCT     |
| Primer: human <i>IL18</i> Forward:  | TCTTCATTGACCAAGGAAATCGG |
| Primer: human <i>IL18</i> Reverse:  | TCCGGGGTGCATTATCTCTAC   |
| Primer: human <i>IL1A</i> Forward:  | TGGTAGTAGCAACCAACGGGA   |
| Primer: human <i>IL1A</i> Reverse:  | ACTTTGATTGAGGGCGTCATTC  |
| Primer: human <i>IL23A</i> Forward: | CTCAGGGACAACAGTCAGTTC   |
| Primer: human <i>IL23A</i> Reverse: | ACAGGGCTATCAGGGAGCA     |
| Primer: human <i>IL37</i> Forward:  | TTCTTTGCATTAGCCTCATCCTT |
| Primer: human <i>IL37</i> Reverse:  | CGTGCTGATTCCTTTTGGGC    |
| Primer: human <i>GAPDH</i> Forward: | TGTGGGCATCAATGGATTG     |
| Primer: human <i>GAPDH</i> Reverse: | ACACCATGTATTCCGGGTCAAT  |
| Primer: mouse <i>Zeb1</i> Forward:  | ACCGCCGTCATTTATCCTGAG   |
| Primer: mouse <i>Zeb1</i> Reverse:  | CATCTGGTGTTCCGTTTTCATCA |
| Primer: mouse <i>Ki67</i> Forward:  | ATCATTGACCGCTCCTTTAGGT  |
| Primer: mouse <i>Ki67</i> Reverse:  | GCTCGCCTTGATGGTTCCT     |
| Primer: mouse <i>Ifng</i> Forward:  | GCCACGGCACAGTCATTGA     |
| Primer: mouse <i>Ifng</i> Reverse:  | TGCTGATGGCCTGATTGTCTT   |

|                                      |                         |
|--------------------------------------|-------------------------|
| Primer: mouse <i>Gzma</i> Forward:   | GGGGCTCACTCAATCAATAAGG  |
| Primer: mouse <i>Gzma</i> Reverse:   | CATCCTGCTACTCGGCATCT    |
| Primer: mouse <i>Gzmb</i> Forward:   | TCTCGACCCTACATGGCCTTA   |
| Primer: mouse <i>Gzmb</i> Reverse:   | TCCTGTTCTTTGATGTTGTGGG  |
| Primer: mouse <i>Gzmk</i> Forward:   | TGGCTGGCGTTTATATGTCTTC  |
| Primer: mouse <i>Gzmk</i> Reverse:   | TCTGGGAAACCAAGAGTAGCA   |
| Primer: mouse <i>Cd107a</i> Forward: | CAGCACTCTTTGAGGTGAAAAAC |
| Primer: mouse <i>Cd107a</i> Reverse: | CCATTGCGAGTCTCGTAGGTG   |
| Primer: mouse <i>Cd107b</i> Forward: | TGTATTTGGCTAATGGCTCAGC  |
| Primer: mouse <i>Cd107b</i> Reverse: | TATGGGCACAAGGAAGTTGTC   |
| Primer: mouse <i>Icam1</i> Forward:  | GTGATGCTCAGGTATCCATCCA  |
| Primer: mouse <i>Icam1</i> Reverse:  | CACAGTTCTCAAAGCACAGCG   |
| Primer: mouse <i>Cxcl10</i> Forward: | CCAAGTGCTGCCGTCATTTTC   |
| Primer: mouse <i>Cxcl10</i> Reverse: | GGCTCGCAGGGATGATTTC     |
| Primer: mouse <i>Cxcr2</i> Forward:  | ATGCCCTCTATTCTGCCAGAT   |
| Primer: mouse <i>Cxcr2</i> Reverse:  | GTGCTCCGGTTGTATAAGATGAC |
| Primer: mouse <i>Tnfa</i> Forward:   | CAGGCGGTGCCTATGTCTC     |
| Primer: mouse <i>Tnfa</i> Reverse:   | CGATCACCCCGAAGTTCAGTAG  |
| Primer: mouse <i>Cxcl16</i> Forward: | CCTTGTCTCTTGCGTTCTTCC   |
| Primer: mouse <i>Cxcl16</i> Reverse: | TCCAAAGTACCCTGCGGTATC   |
| Primer: mouse <i>Spp1</i> Forward:   | ATCTCACCATTCCGATGAGTCT  |
| Primer: mouse <i>Spp1</i> Reverse:   | TGTAGGGACGATTGGAGTGAAA  |
| Primer: mouse <i>Pdl1</i> Forward:   | GCTCCAAAGGACTTGTACGTG   |
| Primer: mouse <i>Pdl1</i> Reverse:   | TGATCTGAAGGGCAGCATTTTC  |

|                                     |                         |
|-------------------------------------|-------------------------|
| Primer: mouse <i>Ccl5</i> Forward:  | GCTGCTTTGCCTACCTCTCC    |
| Primer: mouse <i>Ccl5</i> Reverse:  | TCGAGTGACAAACACGACTGC   |
| Primer: mouse <i>Ccl20</i> Forward: | GCCTCTCGTACATACAGACGC   |
| Primer: mouse <i>Ccl20</i> Reverse: | CCAGTTCTGCTTTGGATCAGC   |
| Primer: mouse <i>Ccl28</i> Forward: | AGAGTGAGTTCATGCAGCATC   |
| Primer: mouse <i>Ccl28</i> Reverse: | CTGCTTCAAAGTACGATTGTGC  |
| Primer: mouse <i>Fn1</i> Forward:   | ATGTGGACCCCTCCTGATAGT   |
| Primer: mouse <i>Fn1</i> Reverse:   | GCCCAGTGATTTCAAGCAAAGG  |
| Primer: mouse <i>Il18</i> Forward:  | GACTCTTGCGTCAACTTCAAGG  |
| Primer: mouse <i>Il18</i> Reverse:  | CAGGCTGTCTTTTGTCAACGA   |
| Primer: mouse <i>Il15</i> Forward:  | CATCCATCTCGTGCTACTTGTG  |
| Primer: mouse <i>Il15</i> Reverse:  | GCCTCTGTTTTAGGGAGACCT   |
| Primer: mouse <i>Il17d</i> Forward: | AGCACACCCGTCTTCTCTC     |
| Primer: mouse <i>Il17d</i> Reverse: | GCTGGAGTTCGCACTGTCC     |
| Primer: mouse <i>Il1a</i> Forward:  | TCTATGATGCAAGCTATGGCTCA |
| Primer: mouse <i>Il1a</i> Reverse:  | CGGCTCTCCTTGAAGGTGA     |
| Primer: mouse <i>Il23a</i> Forward: | CAGCAGCTCTCTCGGAATCTC   |
| Primer: mouse <i>Il23a</i> Reverse: | TGGATACGGGGCACATTATTTTT |
| Primer: mouse <i>App</i> Forward:   | TCCGAGAGGTGTGCTCTGAA    |
| Primer: mouse <i>App</i> Reverse:   | CCACATCCGCCGTAAAAGAATG  |
| Primer: mouse <i>Lama5</i> Forward: | CTGGCGGAGATCCCAATCAG    |
| Primer: mouse <i>Lama5</i> Reverse: | GTGTGACGTTGACCTCATTGT   |
| Primer: mouse <i>Lamc1</i> Forward: | TGCCGGAGTTTGTTAATGCC    |
| Primer: mouse <i>Lamc1</i> Reverse: | TGGTTGTTGTAGTCGGTCAGG   |

|                                     |                         |
|-------------------------------------|-------------------------|
| Primer: mouse <i>Ppia</i> Forward:  | GAGCTGTTTGCAGACAAAGTTC  |
| Primer: mouse <i>Ppia</i> Reverse:  | CCCTGGCACATGAATCCTGG    |
| Primer: mouse <i>Thbs3</i> Forward: | AAGCCGGAAC TTTGGGGTG    |
| Primer: mouse <i>Thbs3</i> Reverse: | AGTGAGTAAAGCTGTCCGAATCT |
| Primer: mouse <i>Gapdh</i> Forward: | TGGATTTGGACGCATTGGTC    |
| Primer: mouse <i>Gapdh</i> Reverse: | TTTGCACTGGTACGTGTTGAT   |
| <b>shRNA</b>                        |                         |
| Human shZEB1                        | CCTCTCTGAAAGAACACATTA   |
| Mouse shZEB1                        | ATAGAGGCTACAAGCGCTTTA   |
| Mouse shCXCL16                      | GAGGCAAATGAGAAACAGCAA   |
| <b>CUT&amp;TAG-qPCR-Primer:</b>     |                         |
| CXCL16-F:                           | ATATGGTGAGGGACAGGAGAGC  |
| CXCL16-R:                           | TGGAGAAGACTACTCAGGGAT   |

# Supplementary material for: ZEB1 promotes chemoimmunotherapy resistance in pancreatic cancer models by downregulating chromatin acetylation of CXCL16
**Source:** J Clin Invest. 2025 Sep 9;135(22):e195970. doi: 10.1172/JCI195970

Figure 3D.

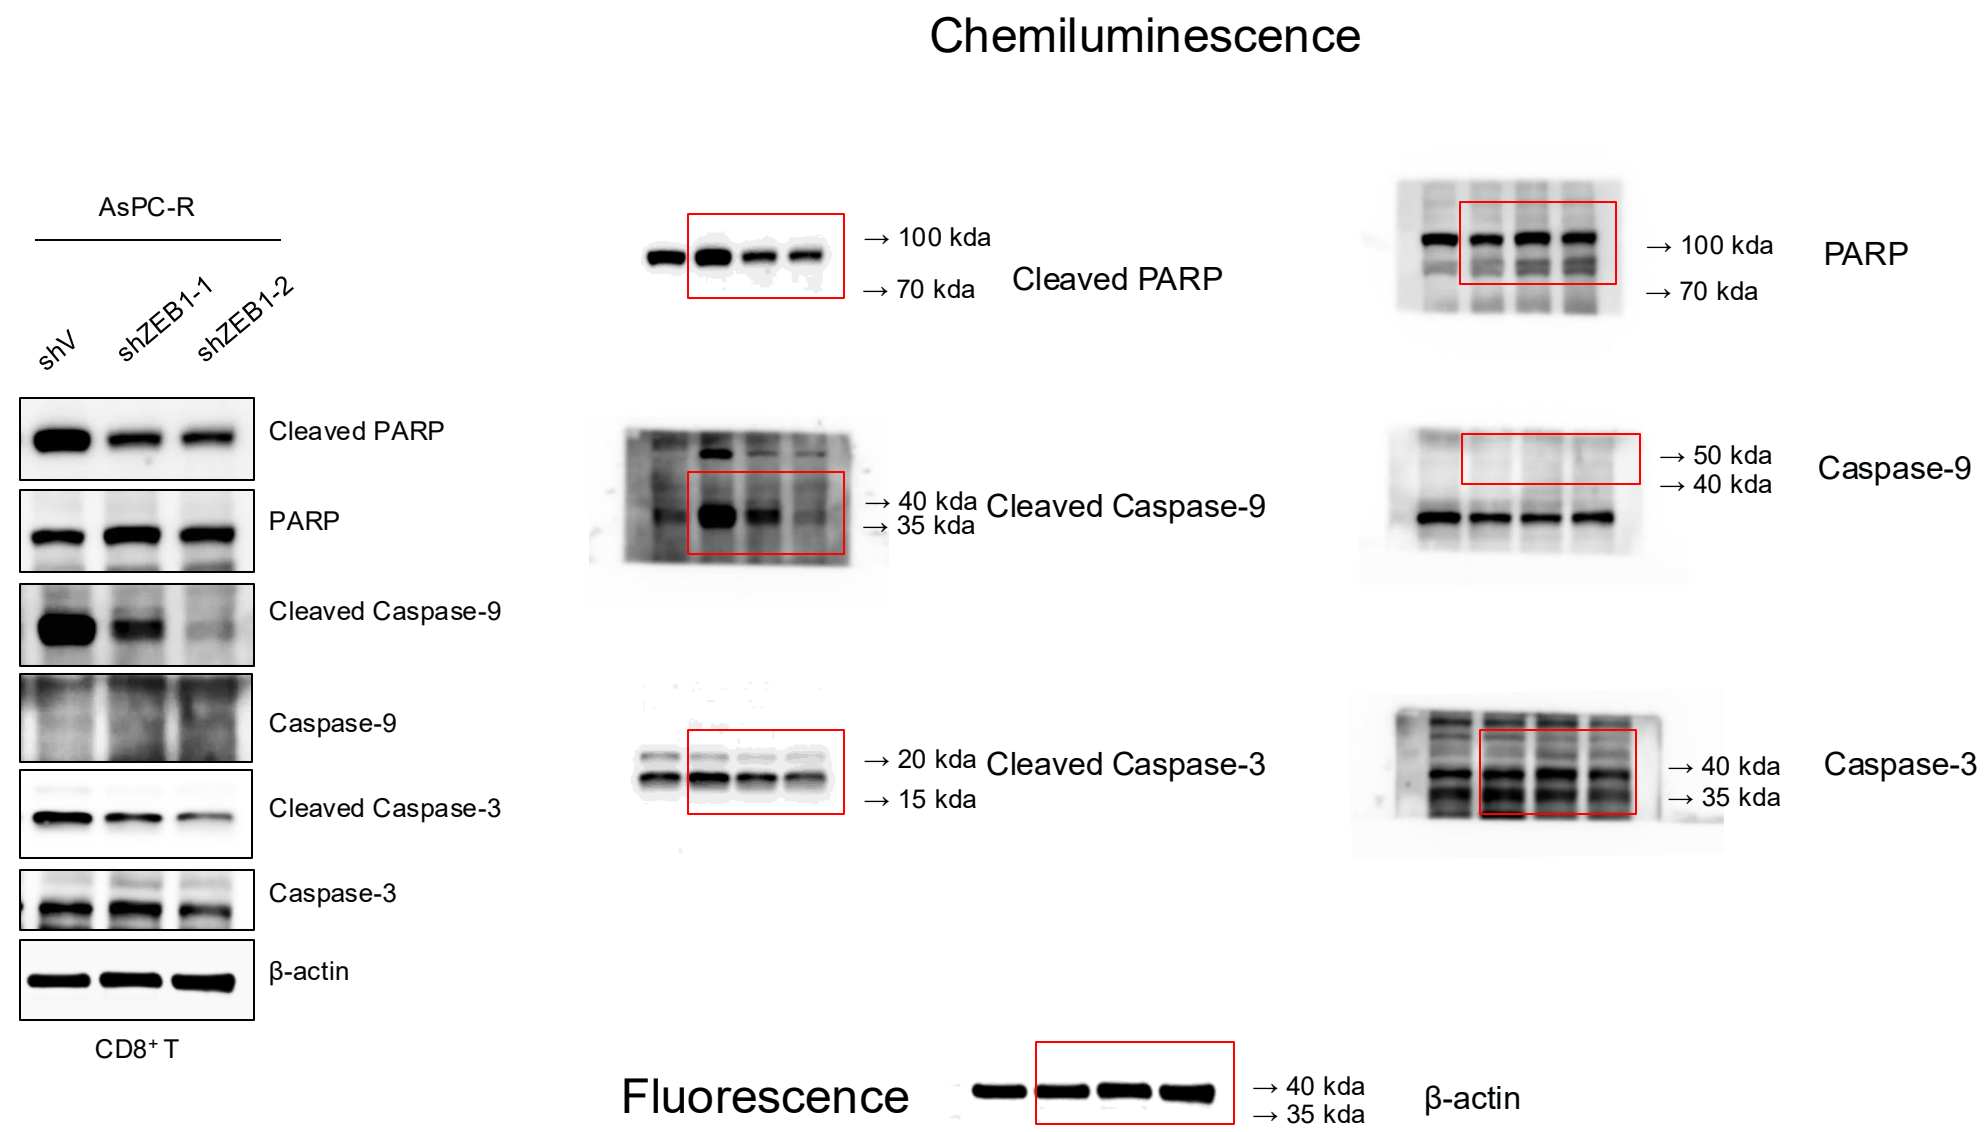

Figure 3l.

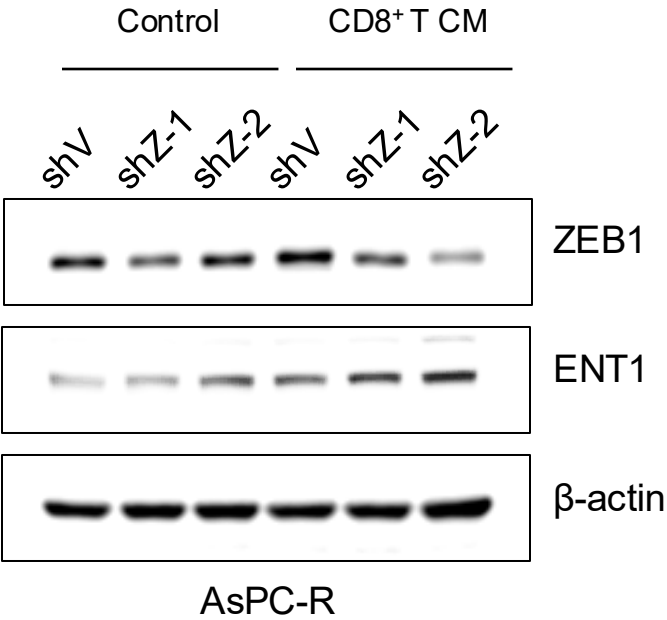

Chemiluminescence

How the deposited data were processed for this re-analysis (not part of the article)

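Spatial transcriptomics of orthotopic pancreatic tumors was analyzed from 1 library labelled KPC-shZeb1 and 1 labelled KPC-shV. The paper gives 2 tumors per group, and neither it nor the labels say which tumor or tumors a library covers. The labels do not name gemcitabine, which the paper gives for the same tissues. The single-cell RNA sequencing was not used here.

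The authors prepared probe-based Visium CytAssist libraries, aligned reads to mm10 with Space Ranger 2.0.1, selected the spots lying over tissue from the images and deposited raw UMI counts per gene and spot, without normalization. Both matrices have the same 19465 features. The symbols of 11 of them are repeated, and 0 are mitochondrial, so the mitochondrial part of a spot filter was void. Images and spot positions were not used here, so core and periphery were not compared.

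From the deposited counts, a level in CPM and a log2 ratio (KPC-shZeb1 over KPC-shV) were computed for each gene and list, with exact intervals at the 95% level for counting error. With 1 library per condition there was no test and no p-value. In total 140493626 and 172059528 UMIs were counted, respectively, so that 1 CPM is at least 100 UMIs. Shares of spots were taken after thinning each spot to the largest of 1000, 2000, 5000, 10000 and 20000 UMIs that kept at least 90% of the spots of each library, which was 5000 UMIs. A share of 0 allows up to 3 spots. Module scores came from Seurat 5.3.0 and sctransform 0.4.2 in R 4.3.3 with 24 bins, 100 control genes and seed 1. The other steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Gene positions came from GENCODE M21 on GRCm38, matched by Ensembl identifier for 19451 of the 19465 features. The computation of levels was tested on simulated data of 500 spots per library over 19465 genes, with 200 genes changed by a log2 fold of 1 or 2 in either direction. All 200 came out in the right direction in the simulated comparison of KPC-shZeb1 with KPC-shV, with a median absolute error of 0.0477, and 95.7% of 19281 intervals held the true value. The simulated counts were Poisson draws from 1 profile per library, without acinar-rich spots or clustering of cell types. The coverage therefore checks the computation only, and says nothing of differences in tissue makeup between the real libraries.

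The genes named are those that the paper names, MHC-I genes chosen here, the genes of 27 marker lists and genes picked by size. By size, these are the 5 genes with the largest and the 5 with the smallest log2 ratio outside acinar-rich spots. They were taken among genes with at least 50 CPM there in the higher library and with 1 direction under every level alternative. Chemokine genes were ranked apart from these lists and this rule. There were 5000 genes past the 50 CPM minimum and 3108 of them kept 1 direction. The results, their alternatives, the lists and this rule were fixed before the data were examined. For each level the alternatives were leaving out acinar-rich spots (over 20% of UMIs from the acinar list, or over 5% or 40%), taking acinar genes out of the total, median-of-ratios scaling over genes with at least 100 UMIs in both libraries (which reads a level relative to the median gene), the mean of the CPM of each spot, leaving out the 5% of spots with the highest level, a filter of at least 500 genes and 1000 UMIs per spot and, for lists, the mean of the log2 ratios of the genes with 1 UMI added. That filter removed 1 spot labelled KPC-shZeb1 and 2 spots labelled KPC-shV. Shares were also taken without thinning, at 2000 UMIs, with another random thinning, with at least 2 UMIs of each gene and with other sets of genes, and at 20000 UMIs, an alternative chosen after seeing the data. Scores were also computed with LogNormalize and without acinar-rich spots.

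Of the genes in the lists, Cpb1, Pnliprp1, Try5 and Amy2b (20 of 24 acinar genes used), Ccl19 and Ccl21a (6 of 8 lymph node and naive lymphocyte genes used), Krt18 (5 of 6 tumor epithelium genes used) and Ccnb1 (4 of 5 proliferation genes used) are not in the feature list used. The other lists were complete. RCTD and CellChat were not run, no doublet caller was run because a spot is a region, and no cell type makeup was estimated.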

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

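All tests in this part were chosen after the results were seen, as was the rule that picked these results: signals outside the genes and tissues that the paper discusses whose log2 ratio (KPC-shZeb1 over KPC-shV) was above 1 under every setting. There are no control samples beyond the library labelled KPC-shV, and with 1 library per condition every difference below is between libraries.

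The acinar list was higher in the library labelled KPC-shZeb1, with a log2 ratio of 3.68, and Pnlip, a pancreatic lipase gene picked by size, had a ratio of 6.08. The acinar list took 26.0% of all UMIs in that library and 2.03% in the library labelled KPC-shV. RNA spread from acinar tissue over the whole tissue was excluded as the main source of the signal in the library labelled KPC-shZeb1. Spots that were not acinar-rich held 597651 of its 36488633 acinar UMIs. The median such spot held 0.135% acinar UMIs against 67.0% in acinar-rich spots, a contrast that the split by acinar percentage partly sets. Spots between 5% and 40% were 6.13% of that library. Some spread stays possible, since the median spot that was not acinar-rich held 0.0119% in the library labelled KPC-shV. The log2 ratio of the acinar list outside acinar-rich spots was still 2.04. Also open is how much normal pancreas was cut into each section, which no value here separates from an effect of the tumor on its surroundings.

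Immunoglobulin genes took 4 of the 5 places among genes that were higher by size, as ranked outside acinar-rich spots. There the log2 ratios were 6.34 for Ighg3, 5.93 for Igkv12-89, 5.11 for Ighm and 4.92 for Ighj1. Over all spots they were 5.75, 5.54, 4.55 and 4.32, respectively. The plasma cell list (Jchain, Mzb1, Derl3 and Xbp1) had a ratio of 1.30 over all spots. In the library labelled KPC-shV, Igkv12-89 was at 1.30 CPM (1.14 to 1.48) over all spots. Genes not expected in pancreas or tumor reached 1.20 CPM, so the ratio of Igkv12-89 is a lower bound. Immunoglobulin genes are a family whose members can share reads, so each is uncertain alone. Shared reads do not account for the whole, because Jchain and Mzb1, which are not immunoglobulins, had a joint ratio of 3.43. Normal pancreas as the whole cause was excluded by a ratio of the 4 genes of 5.25 without acinar-rich spots, against 4.67 with them. Leaving out the 5% of spots with the highest level in each library took the UMIs of the 4 genes from 227974 to 43931 in the library labelled KPC-shZeb1 and from 10991 to 2498 in the library labelled KPC-shV, so most of these UMIs lie in few spots. The ratio of 4.43 in the other spots excluded a few spots as the whole cause. Without the spots rich in B cell genes (240 labelled KPC-shZeb1 and 178 labelled KPC-shV) the ratio was 2.61, so lymphoid aggregates were excluded as the whole cause. They still hold much of the signal, since the UMIs of the 4 genes in the library labelled KPC-shZeb1 fell to 42579 and the log2 ratio of the B cell list went from 1.23 to -0.14 without those spots. A biological reading, more antibody-secreting cells in the tumor tissue of that library, remains a hypothesis. With 1 library each, mouse and section cannot be separated from the labels.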

How the results depend on the processing

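The alternatives were set before the data were examined, except thinning to 20000 UMIs, which was chosen after seeing the data. No paired analysis was possible because each condition has 1 library. Log2 ratios are KPC-shZeb1 over KPC-shV by label.

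Of the 13 results fixed in the design, 10 kept 1 direction under every alternative, and of 54 other reported genes and lists 43 did. Zeb1, the MHC-I genes and the share of spots with Gzma and Cd8a did not, the last because both libraries were at 0 spots under 2 of its alternatives. Of 38 genes, made up of genes that the paper names and the MHC-I genes chosen here, 10 were higher under every setting, 16 were lower and 12 went both ways. Among the values of the other genes and lists, 331 moved outside the counting interval, 75 stayed within it and 48 reversed. These intervals are narrow. The median gene had a log2 ratio of -0.48 in the results as reported, -0.01 with acinar-rich spots left out, -0.08 with acinar genes out of the total, -0.45 with the mean of the CPM of each spot and -0.60 with the top spots left out.

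With acinar-rich spots left out, these reversed to 0.29 for Zeb1, 0.23 for the MHC-I genes, 0.51 for the dendritic list, 0.15 for the fibroblast list, 0.48 for the T cell exhaustion list, 0.35 for the pyroptosis list, 0.16 for the background list, 0.0577 for Cxcl16, 0.23 for Fcgr3, 0.25 for H2-D1 and 0.21 for H2-K1, and these moved to 1.21 for the T cell markers, 2.31 for Cd8a, 0.84 for the Gzma effector markers, -0.36 for the granulocyte markers, -0.20 for Spp1 and -0.99 for the Gzma receptors. At the 5% acinar limit, these reversed to 0.28 for Zeb1, 0.23 for the MHC-I genes, 0.43 for the dendritic list, 0.15 for the fibroblast list, 0.48 for the T cell exhaustion list, 0.36 for the pyroptosis list, 0.17 for the background list, 0.0662 for Cxcl16, 0.21 for Fcgr3, 0.25 for H2-D1 and 0.21 for H2-K1, and these moved to 1.20 for the T cell markers, 2.34 for Cd8a, 0.82 for the Gzma effector markers, -0.37 for the granulocyte markers, -0.18 for Spp1 and -0.98 for the Gzma receptors. At the 40% limit, these reversed to 0.30 for Zeb1, 0.21 for the MHC-I genes, 0.52 for the dendritic list, 0.14 for the fibroblast list, 0.47 for the T cell exhaustion list, 0.34 for the pyroptosis list, 0.16 for the background list, 0.0444 for Cxcl16, 0.23 for Fcgr3, 0.23 for H2-D1 and 0.19 for H2-K1, and these moved to 1.19 for the T cell markers, 2.29 for Cd8a, 0.84 for the Gzma effector markers, -0.35 for the granulocyte markers, -0.22 for Spp1 and -0.995 for the Gzma receptors. With acinar genes out of the total, these reversed to 0.20 for Zeb1, 0.0367 for the MHC-I genes, 0.34 for the dendritic list, 0.29 for the T cell exhaustion list, 0.13 for the pyroptosis list, 0.0696 for the background list, 0.0598 for Fcgr3, 0.0591 for H2-D1 and 0.00742 for H2-K1, and these moved to 1.00 for the T cell markers, 2.07 for Cd8a, 0.68 for the Gzma effector markers, -0.53 for the granulocyte markers, -0.41 for Spp1 and -1.15 for the Gzma receptors. Median-of-ratios scaling reversed these to 0.28 for Zeb1, 0.11 for the MHC-I genes, 0.41 for the dendritic list, 0.0551 for the fibroblast list, 0.37 for the T cell exhaustion list, 0.21 for the pyroptosis list, 0.15 for the background list, 0.14 for Fcgr3, 0.14 for H2-D1 and 0.0843 for H2-K1, and these moved to 1.08 for the T cell markers, 2.15 for Cd8a, 0.76 for the Gzma effector markers, -0.45 for the granulocyte markers, -0.33 for Spp1 and -1.07 for the Gzma receptors. In these 5 settings the acinar UMIs leave the comparison or its scale, by construction.

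With the mean of the CPM of each spot, these reversed to -0.10 for the macrophage list and -0.20 for the islet list, and these moved to -0.00422 for Zeb1, 0.44 for the T cell markers, -1.71 for the granulocyte markers, -0.56 for Spp1, -0.37 for the MHC-I genes and -1.37 for the Gzma receptors. Without the 5% of spots with the highest level, the result that reversed was -0.000127 for the macrophage list, and these moved to 0.52 for the T cell markers, 2.85 for Cd8a, 0.61 for the Gzma effector markers, -1.03 for the granulocyte markers, -0.996 for Spp1, -0.41 for the MHC-I genes and -1.62 for the Gzma receptors. With the mean of the log2 ratios of the genes of a list, these reversed to 0.38 for the dendritic list, 0.0481 for the fibroblast list and 0.15 for the T cell exhaustion list, and these moved to 1.53 for the T cell markers, 0.54 for the Gzma effector markers, -1.37 for the granulocyte markers and -1.41 for the Gzma receptors. The cause was not tested. The filter on spots moved no result outside its interval.

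The difference in the share of spots with Gzma and Cd8a was 0.0154 percentage points as reported. It was 0.166 with another random thinning (5 and 2 spots in place of 1 and 1), 0.0902 at 2000 UMIs and 6.39 without thinning. It was 0.761 with Gzma and any of Cd3d, Cd3e and Cd3g, and 1.25 at 20000 UMIs. At 5000 UMIs the depth limits this share to a few spots in either library. The share of granulocyte marker spots differed by -10.0 percentage points as reported, by -30.01 without thinning, -5.80 at 2000 UMIs, -4.28 with at least 2 UMIs of each gene, -3.74 with all 5 genes of the paper detected and -22.4 at 20000 UMIs.

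The differences in module score with LogNormalize were 0.145 for T cells, 0.0185 for Gzma effector cells and -0.236 for granulocytes, and without acinar-rich spots they were 0.534, 0.0954 and -0.338. SCTransform of each library separately gave no difference, because the scoring ran for the spots labelled KPC-shZeb1 and failed for those labelled KPC-shV, and the cause was not established.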

Differences from the paper's values

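No value in the text of the paper was set beside one computed here, so only directions are compared below. Zeb1 and the MHC-I genes changed direction with the setting. The share of spots with Gzma and Cd8a was in no setting lower in the library labelled KPC-shZeb1. The summed level of the GZMA receptor genes was lower under every setting, but a level is not the interaction strength that the paper reports. The 20000 UMI thinning was chosen after seeing the values, and the other settings were set before the data were examined.

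The paper describes KPC-shZeb1 tumors as Zeb1 knockdowns. It shows the knockdown efficiency in KPC cells (Supplemental Figure 1N) and Zeb1 staining of tumor tissues (Supplemental Figure 1R), which were not examined here. Zeb1 had a log2 ratio of -0.20, lower in the library labelled KPC-shZeb1, but 0.28 relative to the median gene. It was above 0 with acinar-rich spots left out at each of the 3 limits, with acinar genes out of the total and with median-of-ratios scaling, and it was below 0 with the spot filter, the mean of the CPM of each spot and the 5% of spots with the most Zeb1 left out.

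The paper states that the percentage of GZMA+CD8+ T cells rose with ZEB1 KD. The share of spots with Gzma and Cd8a, a count of regions and not of cells, was 0.0451% and 0.0297% at 5000 UMIs, a difference not detectable at this depth. The settings with a higher share labelled KPC-shZeb1 beyond the counting interval were no thinning (8.47% and 2.08%), Gzma with any of Cd3d, Cd3e and Cd3g (1.44% and 0.683%) and the added 20000 UMI thinning (1.53% and 0.283%). At 20000 UMIs the 33 and 8 spots are close to the 28.5 and 7.94 that chance gives outside acinar-rich spots from the spots with each gene. For Gzma and Cd8b1 at that depth the counts were above chance, at 30 (20.5 by chance) and 13 (4.78). Without thinning, Gzma and Cd8a also met more often there than by chance, in 185 (147.2) and 74 (42.8) spots. Depth differs between spots in that setting. The level of Gzma itself had a log2 ratio of 0.01, and it was higher in the library labelled KPC-shZeb1 beyond its counting interval under every alternative but the spot filter, from 0.18 with the mean of the CPM of each spot to 0.55 with acinar-rich spots left out, and 0.50 relative to the median gene.

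The legend of Figure 2I states that the interaction strength of GZMA ligand-receptor pairs rose in the KPC-shZeb1 group. Interaction strengths were not computed here. The summed level of F2r, F2rl1 and Pard3, the genes shown there as receptors, was lower in the library labelled KPC-shZeb1. Its log2 ratio was -1.56 and stayed below 0 under all 9 alternatives.

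The paper states that MHC-I signaling between CD8+ T cells and ZEB1 KD cells was stronger (Supplemental Figure 3F). The Results give scRNA-Seq as its source and the legend gives spatial transcriptomics, and only the spatial levels were read here. The MHC-I genes H2-K1 and H2-D1 had a log2 ratio of -0.37. They were higher in the library labelled KPC-shZeb1 with acinar-rich spots left out at each of the 3 limits, with acinar genes out of the total and with median-of-ratios scaling.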

Other observations

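The tests of S100a8 and S100a9, of Zeb1, of Cd3d, Cd3e and Cd3g without B cell rich spots, of T cell markers without B cell rich and acinar-rich spots, of granulocyte markers and the neutrophil list over deep spots outside acinar-rich ones and of depth and a few spots behind Gzma per Cd3 UMI were chosen after the results were seen, while the other tests of the Gzma effector, T cell and granulocyte marker levels were written before the data were examined. Directions are by label, and Zeb1 went against the labels under 5 of its 8 alternatives.

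The other marker lists fixed before the data were examined gave these log2 ratios over all spots and, after the comma, with acinar-rich spots left out: CD8 T 1.72, 2.36; cytotoxic 1.46, 2.08; lymph node and naive lymphocyte 0.64, 1.21; CD4 T 0.58, 1.18; interferon response 0.56, 1.19; islet 0.48, 0.73; NK 0.12, 0.69; macrophage 0.04, 0.62; dendritic -0.07, 0.51; T cell exhaustion -0.11, 0.48; pyroptosis -0.27, 0.35; background -0.33, 0.16; fibroblast -0.43, 0.15; mesenchymal program -0.63, -0.011; endothelial -0.66, -0.27; proliferation -0.66, -0.035; tumor epithelium -0.77, -0.13; neutrophil -1.48, -0.88; and hypoxia -1.90, -1.35. The median gene was at -0.48 and -0.01. The islet list turned to -0.20 with every spot weighted equally, and the macrophage list to -0.10. The lists share members: the neutrophil list holds 4 of the 5 granulocyte markers of the study, and Ccl5 in the cytotoxic list is also a gene of the study. Ccl5, a chemokine, holds 28690 of the 31180 UMIs of the cytotoxic list labelled KPC-shZeb1 and had a ratio of 1.57. The mean of the log2 ratios of that list was 0.66, and Gzmb in it was at -0.02. By size, the genes that were lower were, over all spots, Uts2 at -3.81, Tnfrsf26 at -3.14, Hilpda at -2.82, Cldn6 at -2.78 and Ccbe1 at -2.71.

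Gzma did not keep pace with the T cell receptor genes. Gzma per UMI of Cd3d, Cd3e and Cd3g had a log2 ratio of -1.89, with 0.142 UMIs labelled KPC-shZeb1 and 0.526 labelled KPC-shV. Shallow spots of dying tissue were excluded as the cause, since the ratio was -1.95 over spots with at least 20000 UMIs, and a few spots were excluded, since it was -1.58 without the 5% of spots with the most Gzma. The ratio measures Gzma per T cell only if the Gzma comes from T cells. NK cells as a source of Gzma stay open, so more T cells with no change in Gzma per T cell cannot be told apart from less Gzma per T cell. The NK list had a log2 ratio of 0.12 over all spots and 0.69 with acinar-rich spots left out. Its genes went both ways over all spots, from -1.35 for Klra4 to 1.48 for Klre1. Across spots outside acinar-rich ones, the Spearman rho of Gzma was taken at 5000 and 20000 UMIs. In the library labelled KPC-shZeb1 at 5000 UMIs it was 0.0906 with the NK list, -0.0310 with Cd8a and 0.0248 with Cd3e. Among NK genes it was -0.0360 with Klre1, 0.0904 with Ncr1 and 0.123 with Klrb1c. In the library labelled KPC-shV at 5000 UMIs it was 0.0443 with the NK list, 0.00542 with Cd8a and 0.0973 with Cd3e. At 20000 UMIs in the library labelled KPC-shZeb1 it was 0.0957 with the NK list, 0.0608 with Klre1, 0.0586 with Ncr1 and 0.0293 with Klrb1c. For T cell genes there it was 0.0334 with Cd8a, 0.0663 with Cd8b1 and 0.133 with Cd3e. In the library labelled KPC-shV at 20000 UMIs it was 0.0177 with the NK list, 0.0664 with Klre1, 0.0222 with Ncr1, 0.0256 with Klrb1c, 0.00297 with Cd8a, 0.0820 with Cd8b1 and 0.112 with Cd3e. At that depth and outside acinar-rich spots, Gzma met Cd8a in 33 spots labelled KPC-shZeb1 (28.5 by chance) and 8 labelled KPC-shV (7.94 by chance), Cd8b1 in 30 (20.5) and 13 (4.78), Cd3e in 109 (79.7) and 54 (27.7), and the NK gene Klre1 in 35 (25.8) and 18 (8.61). Without thinning, Gzma and Cd8a met in 185 spots (147.2 by chance) and 74 spots (42.8), where depth also differs between spots. T cell and NK genes thus both met Gzma, and neither was set apart as its source. Without B cell rich spots the log2 ratio of Gzma was -0.17 and that of the Gzma effector markers was 0.09 (-0.02 to 0.21), and with acinar-rich spots left out as well they were 0.40 (0.26 to 0.53) and 0.70 (0.58 to 0.81). Spots are not independent samples, and these correlations describe 1 library each.

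The T cell marker level without B cell rich spots had a log2 ratio of 0.39, against 0.59 with them. The limit written before the data were examined was a ratio of 1, which the list was under in both cases, so that test decided nothing. Outside acinar-rich spots the ratio was 1.04 (1.02 to 1.07) with B cell rich spots left out as well, against 1.21 with them, while that of the B cell list went from 1.79 to 0.31. This excluded lymph node or lymphoid aggregate as the whole cause. For Cd3d, Cd3e and Cd3g, the ratio was 1.75 without those spots against 1.90 with them, which also excluded aggregates as the whole cause. Normal pancreas was excluded as the cause of the higher T cell markers, since leaving out acinar-rich spots raised their ratio.

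The lower granulocyte markers could come in part from normal pancreas, which dilutes them: without acinar-rich spots the log2 ratio moved from -0.93 to -0.36. Relative to the median gene it moved less, from -0.45 to -0.35. Shallow spots of dying tissue in the library labelled KPC-shV were excluded as the whole cause of the difference over all spots by a ratio of -0.77 over spots with at least 20000 UMIs. That value still holds the dilution by normal pancreas. Outside acinar-rich spots, Fcgr3 held 29194 of the 39943 UMIs of the sum labelled KPC-shZeb1 and 48257 of the 99039 labelled KPC-shV. Keeping only the deep spots there moved the ratio of the sum from -0.36 to -0.18 (-0.20 to -0.17). That interval spans the limit of a move by 50%, so the sum decided nothing. In the same spots S100a8 and S100a9 stayed at -1.28 (-1.32 to -1.24), against -1.57, and the neutrophil list at -0.63 (-0.65 to -0.60), against -0.88, which excluded shallow spots as the whole cause for these genes. Hypoxic regions are a candidate explanation, because across spots labelled KPC-shV the granulocyte markers followed the hypoxia list with a Spearman rho of 0.195 at 5000 UMIs. The rho was 0.0887 at 20000 UMIs and across spots labelled KPC-shZeb1 it was -0.141 at 5000 UMIs and -0.284 at 20000 UMIs, so the relation is weak for the list and runs the other way in that library.

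It was closer for S100a8 and S100a9, with a rho of 0.504 in the library labelled KPC-shV at 5000 UMIs, but 0.0163 in the library labelled KPC-shZeb1. Without acinar-rich spots their joint log2 ratio was -1.57, against -2.20 with them, which excluded normal pancreas as the whole cause. In spots with hypoxia genes at or under the KPC-shV median it was -0.33, and over it -2.23. Spots over that median were 16.7% of those labelled KPC-shZeb1 outside acinar-rich ones and 50% of those labelled KPC-shV, by construction for the latter, and the highest 10% held 8 and 327 spots. By the limit of -0.33, few hypoxic regions in the library labelled KPC-shZeb1 may account for part of the lower S100a8 and S100a9. They do not account for the whole, because a difference remained within bins of the hypoxia level. The 10 bins were cut at percentiles of the spots labelled KPC-shV. In bins 8 and 9 the ratio was -2.74 (43 and 327 spots) and -3.18 (11 and 327 spots), respectively. In the highest bin, which has no upper limit, it was -1.92 (8 and 327 spots). In bins 1 to 5 it lay only between -0.49 and -0.08. Whether the knockdown, tumor size or the place of the section gives fewer such regions was not tested.

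Zeb1 was not lower than the median gene in the library labelled KPC-shZeb1. Zeb1 of stromal cells could hide a knockdown in KPC cells. Outside acinar-rich spots the log2 ratio was 0.29 over all 1452 and 3268 spots, 0.48 over the 50% of spots with the least fibroblast, endothelial and macrophage genes, 0.38 (95% interval 0.15 to 0.62) over the 25% with the least and 0.09 (-0.30 to 0.48) over the 10% with the least. The 25% limit was taken as the test after all of these values were seen. None of them was below 0, but every spot still holds several cells, so hidden knockdown and a mislabelled sample (ratio 0.29 without acinar-rich spots) cannot be told apart from no knockdown. No second measure of the knockdown was used here. The paper's own measures, in KPC cells and by staining of tumor tissues (Supplemental Figure 1, N and R), were not examined.

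The paper reports Cxcl16 as the chemokine that rose most in KPC cells, from its single-cell data. In the spatial libraries, which mix all cells of the tissue, Cxcl16 had a log2 ratio of -0.58 over all spots and 0.06 with acinar-rich spots left out. In the latter setting it ranked 17 of 28 chemokine genes with at least 100 UMIs in both libraries. Highest were Xcl1 at 2.43 and Ccl5 at 2.18, and lowest were Cxcl5 at -1.47 and Cxcl1 at -1.52. No explanation was tested.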
